# The OGT–c-Myc–PDK2 axis rewires the TCA cycle and promotes colorectal tumor growth

**DOI:** 10.1038/s41418-024-01315-4

**Published:** 2024-05-22

**Authors:** Huijuan Wang, Jie Sun, Haofan Sun, Yifei Wang, Bingyi Lin, Liming Wu, Weijie Qin, Qiang Zhu, Wen Yi

**Keywords:** Glycobiology, Metabolic pathways

## Abstract

Deregulated glucose metabolism termed the “Warburg effect” is a fundamental feature of cancers, including the colorectal cancer. This is typically characterized with an increased rate of glycolysis, and a concomitant reduced rate of the tricarboxylic acid (TCA) cycle metabolism as compared to the normal cells. How the TCA cycle is manipulated in cancer cells remains unknown. Here, we show that *O*-linked *N*-acetylglucosamine (O-GlcNAc) regulates the TCA cycle in colorectal cancer cells. Depletion of OGT, the sole transferase of O-GlcNAc, significantly increases the TCA cycle metabolism in colorectal cancer cells. Mechanistically, OGT-catalyzed O-GlcNAc modification of c-Myc at serine 415 (S415) increases c-Myc stability, which transcriptionally upregulates the expression of pyruvate dehydrogenase kinase 2 (PDK2). PDK2 phosphorylates pyruvate dehydrogenase (PDH) to inhibit the activity of mitochondrial pyruvate dehydrogenase complex, which reduces mitochondrial pyruvate metabolism, suppresses reactive oxygen species production, and promotes xenograft tumor growth. Furthermore, c-Myc S415 glycosylation levels positively correlate with PDK2 expression levels in clinical colorectal tumor tissues. This study highlights the OGT–c-Myc–PDK2 axis as a key mechanism linking oncoprotein activation with deregulated glucose metabolism in colorectal cancer.

## Introduction

Many cancer cells exhibit enhanced rates of glycolysis with concomitant reduction of tricarboxylic acid (TCA) cycle metabolism and subsequent oxidative phosphorylation (OXPHOS) [1–3]. This altered glucose metabolism, termed aerobic glycolysis, is considered as a critical means to provide biosynthetic intermediates to fuel cancer cell growth and proliferation [4, 5]. How cancer cells regulate glycolysis and the TCA cycle metabolism is an area of active scientific investigation. The pyruvate dehydrogenase complex (PDC) converts pyruvate to acetyl-CoA at the crossroads between glycolysis and the TCA cycle and plays a critical role in this metabolic transition [6, 7]. Pyruvate dehydrogenase kinases (PDKs) are the well-known regulators of PDC by phosphorylating pyruvate dehydrogenase (PDH) to inhibit the activity of PDC, thus blocking the TCA cycle and oxidative phosphorylation [6–9]. There are four PDK isoforms in mammals with differential tissue expressions [10–12]. Among them, PDK2 is highly expressed in a variety of tumors, and correlated with poor prognosis in patients with prostate cancer, acute myeloid leukemia, lung adenocarcinoma and head and neck cancer [13–17]. Although accumulating evidence has shown the pivotal roles of PDK2 in tumor cell proliferation, migration and drug resistance, how PDK2 is regulated in cancer cells is largely unknown.

*O*-linked *N*-acetylglucosamine (O-GlcNAc) is a dynamic monosaccharide modification of numerous nucleocytoplasmic proteins in mammals [18, 19]. The sugar donor of this modification, uridine 5-diphospho-N-acetylglucosamine (UDP-GlcNAc), is derived from the hexosamine biosynthetic pathway (HBP), a branch of glycolysis. O-GlcNAc transferase (OGT) is the principal enzyme catalyzing the conjugation of the GlcNAc residue onto proteins, while O-GlcNAcase (OGA) is responsible for hydrolysis of GlcNAc from proteins [20–22]. Highly responsive to fluctuating nutrient status in cells, O-GlcNAcylation is shown to regulate many important biological events including gene transcription, protein quality control, signal transduction, and immune responses [21, 23, 24]. Recently, accumulating studies have showed that O-GlcNAcylation is involved in cellular metabolic reprogramming through directly or indirectly modulating metabolic enzymes [25, 26]. For example, O-GlcNAcylation of glycolytic enzymes redirects glucose flux for anabolic biosynthesis and redox homeostasis [23]. However, how O-GlcNAcylation regulates the TCA cycle remains elusive.

MYC (also known as c-Myc) is a transcription factor overexpressed in over 70% of human cancers, which is associated with poor patient survival [27–29]. The c-Myc governs the expression of numerous genes involved in a variety of biological processes [30, 31]. The activation of c-Myc is closely linked to multiple hallmarks of cancer, such as uncontrolled proliferation, distant organ metastasis, immune evasion, genomic instability, and metabolic reprogramming [27, 32–34]. The upregulation of c-Myc in tumors is shown to be mediated by genomic alterations, such as amplification of gene, chromosomal translocations and aberration [27, 35]. Post-translational modifications also contribute to c-Myc expression levels by modulating the protein stability [36, 37]. For example, poly-ubiquitination of c-Myc by the E3 ligases FBXW7, HectH9, TRIM32 and MAGI3 promotes c-Myc degradation, while USP28 antagonizes the above process [38, 39]. Phosphorylation at S62 induced by ERK signaling increases, while phosphorylation at T58 reduces, c-Myc stability [39]. It was also reported that O-GlcNAcylation at Thr58 enhances c-Myc stability by competitively inhibiting phosphorylation at the same site [40]. Thus, c-Myc protein is subjected to complex regulation in cells, understanding of which is far from complete.

In this study, we report a novel mechanism by which O-GlcNAcylation regulates the TCA cycle in colorectal cancer. O-GlcNAcylation repressed the TCA cycle by enhancing the transcriptional expression of PDK2, which inhibited PDH-mediated mitochondrial pyruvate metabolism, thereby reducing reactive oxygen species (ROS) production and promoting cell proliferation and tumor growth. Mechanistically, O-GlcNAcylation dynamically modified c-Myc at Ser415 to block its association with the E3 ligase MAGI3, impeding the proteasome degradation of c-Myc in cells. The accumulated c-Myc could bind to the promoter region of PDK2 to activate PDK2 transcription. Blocking Ser415 O-GlcNAcylation on c-Myc suppressed PDK2 expression, enhanced ROS levels, and decreased colorectal cancer cell proliferation and tumor growth in nude mice. Our findings reveal that the OGT–c-Myc–PDK2 axis plays a key role in regulating glucose metabolism in colorectal cancer, and suggest new therapeutic strategies.

## Results

### OGT expression is critical for colorectal tumor growth and metabolism

OGT expression is elevated in various types of cancers [41–44]. To corroborate with these findings, we analyzed OGT mRNA expression in tumor tissues and the matching normal tissues based on The Cancer Genome Atlas (TCGA) gene expression datasets. OGT expression was significantly upregulated in colorectal cancer (CRC), stomach adenocarcinoma (STAD), lung adenocarcinoma (LUAD), liver hepatocellular carcinoma (LIHC) and prostate adenocarcinoma (PRED) tissues compared to the adjacent normal tissues (Fig. S1A). Kaplan-Meier analysis revealed that elevated OGT expression were associated with poor survival of patients with colorectal cancer and liver hepatocellular carcinoma (Fig. S1B). To further investigate the function of OGT in colorectal cancer, we performed western blotting and immunohistochemistry (IHC) analyses of OGT expression in 30 pairs of human colorectal cancer tissues and matching peritumoral tissues. The result showed that OGT expression levels were significantly higher in cancer tissues compared to adjacent normal tissues (Figs. 1A, B and S1C). Consistently, both mRNA and protein levels of OGT were significantly increased in a panel of colorectal cancer cell lines (HCT116, HT-29, RKO, SW620, LoVo) compared to a normal colon epithethial cell NCM460 (Fig. 1C and S1D). We then depleted OGT expression in HT-29, HCT116, and NCM460 cells using small hairpin RNAs (shRNAs), and analyzed cell proliferation. OGT depletion expectedly reduced cellular O-GlcNAcylation levels in all three cell lines, and caused a significant decrease of cell proliferation in both HT-29 and HCT116 cells, while only slightly affecting NCM460 cells (Fig. 1D and S2A). To further probe the effect of OGT deficiency on tumor growth, we subcutaneously injected control or OGT-depleted HT-29 cells into nude mice. In line with above findings, OGT-depleted HT-29 cells developed tumors more slowly, with smaller sizes and masses, and lower positive signals of Ki-67 compared to control cells (Fig. 1E–H). Together, these results demonstrated that OGT expression is crucial for colorectal cancer cell proliferation and tumor growth.

**Fig. 1:**
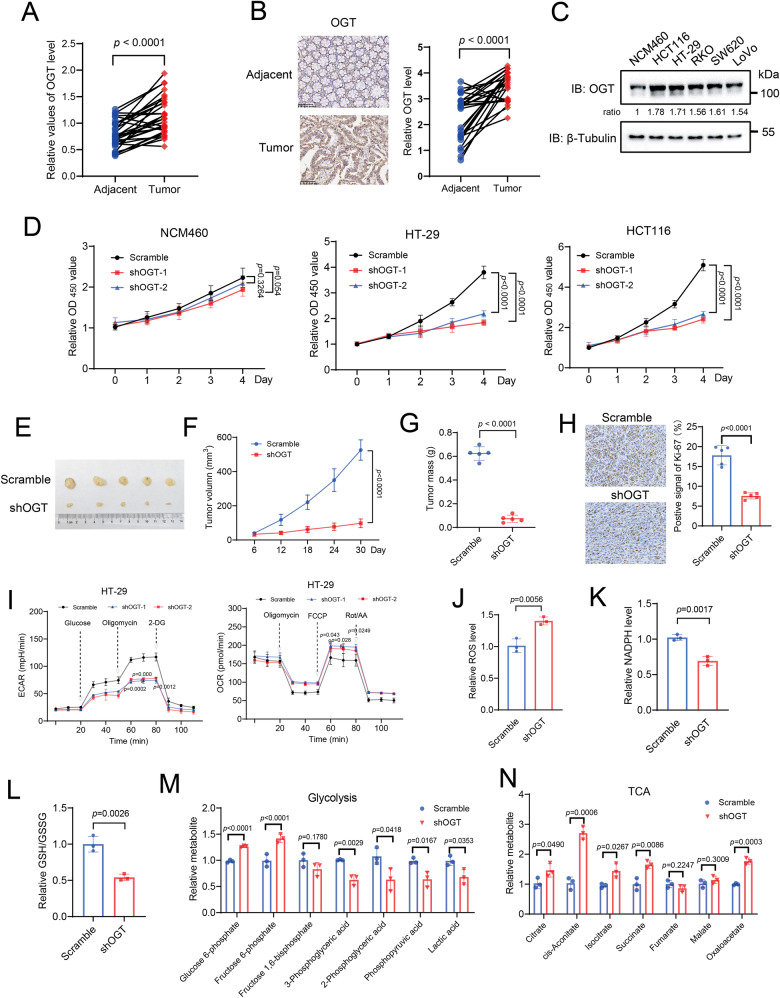
OGT expression is critical for colorectal tumor growth and metabolism. **A** Quantification analysis of OGT expression levels from human colon tumor (T) and the matching non-tumor (N) tissue samples (*n*  =  30). **B** Immunohistochemistry staining of human CRC samples with OGT antibody (Scale bar, 100 μm). The relative OGT expression was quantified based on intensity and area of the staining. **C** Immunoblotting analysis of OGT expression using colon cancer cell lines (HCT116, HT-29, RKO, SW620 and LoVo) and a normal colon cell line (NCM460). **D** Cell proliferation of NCM460, HT-29, HCT116 cells upon OGT knockdown with small hairpin RNAs (shRNA1 and 2). *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **E** HT-29 cells expressing scramble or shOGT were subcutaneously injected into 6-week-old male nude mice (*n* = 5 per group). Images of dissected tumors from mice. **F** Growth curves of tumors measured at indicated time points. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **G** Tumor mass measured at the experimental endpoint. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **H** Ki67 staining of tumors generated from HT-29 cells infected with scramble or shOGT (Scale bar, 100 μm). Quantification was shown. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **I** Analysis of extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) in HT-29 cells expressing scramble or shOGT. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Analysis of ROS (**J**), NADPH (**K**), GSH/GSSG (**L**) in HT-29 cells expressing scramble or shOGT. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Relative abundance of metabolites derived from glycolysis (**M**) and the TCA cycle (**N**) in HT-29 cells expressing scramble or shOGT. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests.

To evaluate whether OGT impacts glucose metabolism, we analyzed the extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) in OGT-depleted or control NCM460 and HT-29 cells. The results showed that compared to the control, OGT depletion caused a significant reduction of ECAR, and a significant increase of OCR, indicating a reduced glycolytic activity, and an enhanced mitochondrial oxidation activity in HT-29 cells, but not in NCM460 cells (Fig. 1I and S2B). Similar observations were obtained when cells were incubated with OSMI4, a specific OGT inhibitor, suggesting that OGT regulated glucose metabolism dependent on its enzymatic activity (Fig. S2C, D). In addition, glucose uptake and the level of adenosine triphosphate (ATP) were significantly reduced upon OGT depletion in HT-29 cells compared to the control (Fig. S2E, F). In contrast, OGT depletion promoted reactive oxygen species (ROS) levels, and decreased the relative levels of nicotinamide adenine dinucleotide phosphate (NADPH) and reduced glutathione (GSH) in HT-29 cells (Fig. 1J–L). To further corroborate this, we quantified metabolite levels by liquid chromatography coupled with mass spectrometry (LC-MS) analysis. OGT depletion increased the levels of glucose-6-phosphate and fructose-6-phosphate, metabolites at the early phase of the glycolysis pathway, while decreasing the levels of phosphopyruvic acid and lactic acid, metabolites at the late phase of glycolysis pathway (Fig. 1M). The increased levels of glucose-6-phosphate likely shunt into the pentose phosphate pathway. Consistently, levels of key metabolites in the pentose phosphate pathway were increased significantly upon OGT depletion (Fig. S2G). In agreement with the increase of OCR, levels of metabolites in the TCA cycle were increased (Fig. 1N). Together, OGT depletion caused a downregulation of glycolysis, but upregulation of the TCA cycle in colorectal cancer cells.

### OGT depletion upregulates the TCA cycle by transcriptional repression of PDK2

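RNA was sequenced from HT-29 cells, an established human colorectal cancer cell line, infected with a Scramble hairpin (n = 3 libraries) or with a hairpin against OGT (shOGT, n = 3 libraries). The paper lists 2 OGT hairpins in its supplementary oligonucleotide table, and its text does not name the one used for RNA-seq. The target of shOGT-1, TTTAGCACTCTGGCAATTAAA, lies in the coding part of exon 3 of 22 of OGT, at 71537839 to 71537859 on chromosome X of GRCh38. The target of shOGT-2, GCCCTAAGTTTGAGTCCAAAT, lies in the coding part of exon 7, at 71555212 to 71555232. Neither target occurs in a transcript of another gene of GENCODE version 29, and the Scramble sequence occurs in 0 genes. The paper's methods name the Agilent SureSelect strand-specific kit, whereas the sample labels describe capture with oligo(dT), second strands marked with dUTP and adapters with unique molecular identifiers. The values do not settle which description holds.
The authors deposited 1 table of normalized counts per gene and library, with their group means, log2 fold changes, p-values and adjusted p-values. In each library, 100% of the values were whole multiples of a single step, which is the form of read counts divided by 1 size factor per library. The size factors ranged from 1.09 to 1.13 in Scramble and from 0.879 to 0.950 in shOGT. The recovered reads on the genes of the table numbered between 4145921 and 4504303 in Scramble and between 3302558 and 3471647 in shOGT. These sums cover the genes of the table alone and are not the depth of the libraries. The table held 5681 genes, of which 72.7% were protein coding, and it matched the start and end of each gene in GENCODE version 29. No gene in the table had an absolute log2 fold change under 1.00 or an adjusted p-value over 0.04997, so genes outside these thresholds were not analysed here. The ratio of adjusted to unadjusted p-values fitted best to a test of 23652 genes by the authors. For the comparison of shOGT with Scramble, limma's trend method was fitted to log2(normalized count + 1), a scale that understates the change of genes with low counts.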

To further investigate the mechanism by which OGT depletion upregulates the TCA cycle, we performed transcriptomic analysis by RNA sequencing (RNA-seq) of HT-29 cells with or without OGT depletion. 

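OGT (ENSG00000147162, chromosome X from 71533083 to 71575897) was examined first, as a check of the labels. Its normalized counts were 9628, 11638 and 11619.5 in the Scramble libraries and 484, 621 and 537 in the shOGT libraries. The means were 10962 ± 1155 (SD, n = 3) and 548 ± 69.1 (SD, n = 3), and shOGT retained 4.99% of the Scramble level. The log2 fold change was −4.32 (standard error 0.11, adjusted p = 1.59e-12 from limma with Benjamini-Hochberg adjustment). An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest p that 3 libraries against 3 allow.
Of the 5671 genes with a normalized count of at least 1 in at least 3 libraries, 5636 passed a 2-fold change and p under 0.05, with 2959 higher and 2677 lower in shOGT. The same numbers passed with the Benjamini-Hochberg adjusted p. Since the table was already restricted to genes past these thresholds, the total says little about how many genes of the cell changed. The count moved most when the libraries were rescaled by the median of ratios over the genes of the table, which gave 4071 genes, 2980 higher and 1091 lower. That rescaling raised the median log2 fold change of all genes by 0.71.
Among genes with a mean normalized count of at least 10 and no overlap between the groups, the 5 highest log2 fold changes on normalized counts + 1 were those of KRT16, STOM, TMPRSS11E, AC006441.1 and ANKRD1. Their Scramble counts were low, and with a pseudocount of 0.1, edgeR or DESeq2, 2 of them were among the 5 highest. All Scramble libraries held 3 or fewer reads of KRT16 and of TMPRSS11E, so only lower bounds are given for them. KRT16, at 264 ± 67.7 (SD, n = 3) in shOGT, was at least 97.4-fold higher. Of its transcript, 9.68% of the stretches of 75 bases also occur in KRT14 or KRT16 pseudogenes, which leaves part of its count uncertain. TMPRSS11E was at least 46.4-fold higher. STOM, AC006441.1 and ANKRD1 had log2 fold changes of 6.35, 5.91 and 5.60, which a pseudocount of 0.1 moved to 7.63, 6.36 and 6.87. With each library left out in turn, the log2 fold change ran from 5.53 (without the Scramble library numbered 1) to 6.87 for STOM, from 5.32 (without the same library) to 6.21 for AC006441.1 and from 4.75 (without the Scramble library numbered 2) to 6.18 for ANKRD1. The 5 lowest genes were KLHDC7B, AKNA, PAOX, ZBTB22 and PPP1R1B, of which 1 was among the 5 lowest with these alternatives. KLHDC7B had 4.21, 0 and 0 normalized counts in the shOGT libraries, so the size of its fall depends on the pseudocount. Its log2 fold change was −5.56, or −7.85 with a pseudocount of 0.1 and −6.35 without the shOGT library numbered 4. On the log2 scale AKNA fell by 5.04, PPP1R1B fell by 4.70 and ZBTB22 fell by 4.90, with a log2 fold change of −5.49 for ZBTB22 without the shOGT library numbered 5. PAOX was at the floor of 3 reads in every shOGT library and at least 20.2-fold lower.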

There were 2987 and 2694 differentially expressed genes (DEGs) with fold change >2 and *p* value < 0.05 significantly upregulated or downregulated in OGT-depleted HT-29 cells, respectively, compared to control cells (Fig. S3A). 

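The gene sets of MSigDB were not used here. A list of 98 glucose metabolism genes was written from glycolysis, the pentose phosphate pathway, the TCA cycle, the pyruvate dehydrogenase complex, gluconeogenesis and glycogen metabolism, together with the 10 genes shown in Fig. 2B. Of these, 26 were among the genes of the deposited table, 17 lower and 9 higher in shOGT. All 26 passed the thresholds over all genes tested and when adjusted over the list alone, which is no independent evidence since the table was restricted to such genes. Enrichment was computed with fgsea on the ranking by signal-to-noise, and asks only whether the list leans lower than the other genes of the table. The normalized enrichment score was −1.66 (permutation p = 0.0177, or 0.106 adjusted over 6 glucose sets, and 0.124 over 7 sets with the gluconeogenesis and glycogen genes as a set of their own). A lower limit on the SD of each gene, by the rule of the GSEA program but taken on the log2 values, moved the score to −0.64 (permutation p = 0.946). On that scale the limit grows with the expression level, so shifts under it may come from the scale.
Without the genes of Fig. 2B, which the study picked from these libraries, 7 of the 16 remaining genes were lower and 9 were higher, and the score was −1.25 (permutation p = 0.208). For the separate pathways, the scores were −0.90 for glycolysis (8 genes, permutation p = 0.589), −1.47 for the pentose phosphate pathway (3 genes, permutation p = 0.0463, adjusted 0.139) and −1.21 for the TCA cycle (3 genes, permutation p = 0.254). The 3 genes of the pyruvate dehydrogenase list gave −1.21 (permutation p = 0.253), and the 7 genes of gluconeogenesis and glycogen metabolism gave −1.49 (permutation p = 0.0666). With the lower limit on the SD, the scores turned to 0.52 for glycolysis (permutation p = 0.969), 1.10 for the TCA cycle (permutation p = 0.370) and 0.61 for gluconeogenesis and glycogen (permutation p = 0.913). With ranking by log2 fold change, those of glycolysis and the TCA cycle were 0.65 (permutation p = 0.881) and 0.47 (permutation p = 0.996). Of the 3 TCA cycle genes, SUCLG2 was lower and SDHA and OGDHL were higher. The 10 genes of Fig. 2B alone gave −1.77 (permutation p = 0.00975), which tests nothing, since they were picked for their fall in these libraries. Of the higher genes, LDHC and OGDHL had 3 or fewer reads in every Scramble library, with means of 9.20 and 4.06 normalized counts in shOGT. In 39.4% of 10000 random lists matched for GC content, gene length and expression level, at least 17 of 26 genes were lower.

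**Figure D1:**
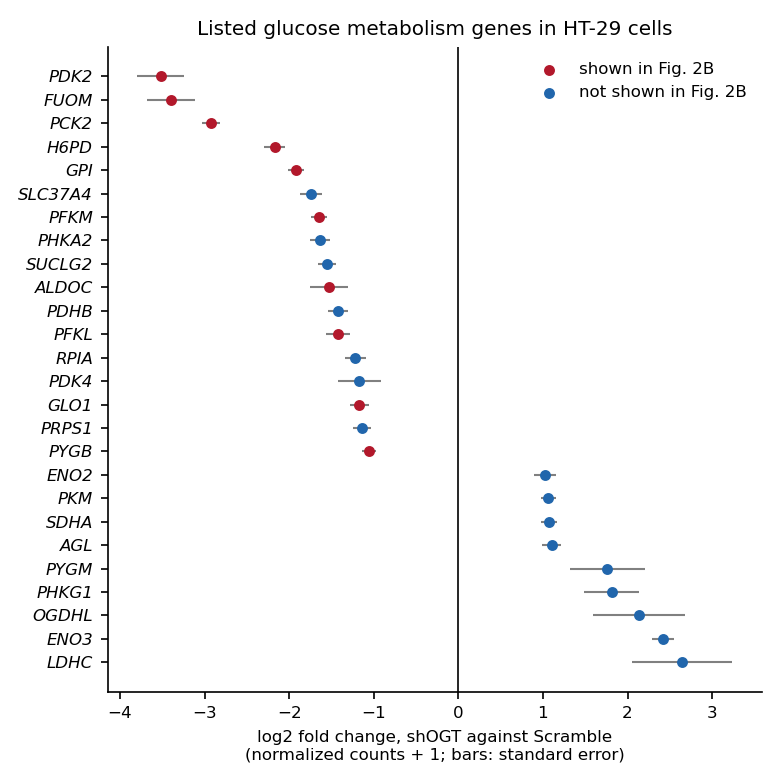
Log2 fold change of shOGT against Scramble for the 26 glucose metabolism genes of the table, on normalized counts + 1, with bars for the standard error. The genes of Fig. 2B (red) all lie below 0, and the other 16 (blue) lie on both sides, such as SLC37A4 at −1.74 and ENO3 at 2.42. LDHC and OGDHL were at the floor in Scramble, and their points depend on the pseudocount.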

Gene set enrichment analysis (GSEA) showed marked enrichment of glucose metabolic pathways, mainly composed of glycolysis, the pentose phosphate pathway and the TCA cycle (Fig. 2A). 

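PDK2 (ENSG00000005882, chromosome 17 from 50094737 to 50112152) had a log2 fold change of −3.52, the lowest of the glucose metabolism list in the fit to all 6 libraries (standard error 0.28, adjusted p = 2.33e-08 from limma with Benjamini-Hochberg adjustment). Its normalized counts were 363, 269 and 279 in Scramble and 20.0, 41.8 and 19.3 in shOGT. The means were 304 ± 51.4 (SD, n = 3) and 27.0 ± 12.8 (SD, n = 3), so that shOGT retained 8.90% of the Scramble level. Leaving out each library in turn kept the log2 fold change between −3.87 and −3.33. Rescaling by the median of ratios moved it to −2.82, with a ratio of shOGT to Scramble of 0.148. FUOM was lower than PDK2 without the shOGT library numbered 4 (−3.72 against −3.36) and without that numbered 6 (−3.40 against −3.33). On the opposite strand, exons of SAMD14 cover 38.6% of the exon bases of PDK2. The counting is not stated to use the strand, so reads of SAMD14 in the count of PDK2 cannot be excluded. SAMD14 itself was not among the genes of the table. By quantitative PCR, the paper's PDK2 level in shOGT relative to Scramble was about 0.12 in Fig. S3B, read by eye. In Fig. 2J it was about 0.13, read by eye, against 0.0890 here before rescaling. These levels argue against reads of SAMD14 as the source of the fall of PDK2. A share of such reads in its count stays open. Among the 104 genes of the table in the same class of GC content, length and expression level as PDK2, 66.3% were lower in shOGT and 1 had a lower log2 fold change. PDK4 was also lower, with a log2 fold change of −1.17, whereas PDK1 and PDK3 were not among the genes of the table.
Besides PDK2, the genes of Fig. 2B with the largest falls were FUOM, PCK2 and H6PD, with log2 fold changes of −3.40, −2.93 and −2.17. ALDOC retained 34.1% of its Scramble level, GLO1 44.8% and PYGB 47.9%. Outside the genes of Fig. 2B, 7 genes of the list had a lower log2 fold change than PYGB, and 6 without the Scramble library numbered 3 or the shOGT library numbered 6.

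**Figure D2:**
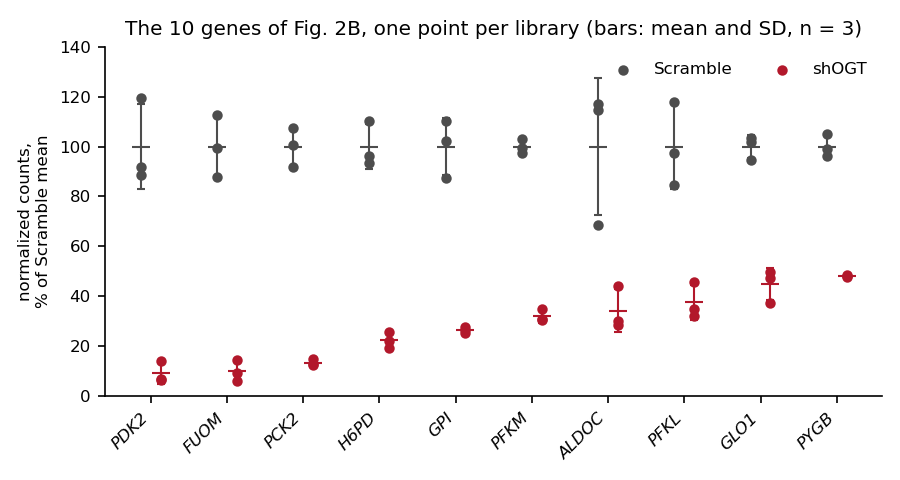
Normalized counts of the 10 genes of Fig. 2B in each library, in percent of the mean of the 3 Scramble libraries, with the mean and SD of each group. For each gene, all shOGT libraries lie below all Scramble libraries.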

Among the top 10 downregulated genes in glucose metabolism, *PDK2* encoding pyruvate dehydrogenase kinase 2 is directly involved in the TCA cycle (Fig. 2B). GPI and PFK1 encode enzymes responsible for metabolizing glucose-6-phosphate and fructose-6-phosphate, respectively. The reduced mRNA expressions of GPI and PFK1 likely lead to accumulation of glucose-6-phosphate and fructose-6-phosphate as shown in Fig. 1M. 

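GPI (ENSG00000105220, chromosome 19 from 34359480 to 34402413) had 6630 ± 763 normalized counts (SD, n = 3) in Scramble and 1752 ± 75.6 (SD, n = 3) in shOGT. This was a log2 fold change of −1.91 (standard error 0.09, adjusted p = 3.14e-10 from limma with Benjamini-Hochberg adjustment). Of the stretches of 75 bases in its longest transcript, 10.1% occur in transcripts of other genes, among them AC092073.1, which overlaps it on the same strand, so that part of its count is uncertain. PFK1 is a tetramer of subunits from the genes PFKM, PFKL and PFKP. PFKM (ENSG00000152556, chromosome 12) fell from 1493 ± 44.4 to 477 ± 38.7 normalized counts (SD, n = 3 each), a log2 fold change of −1.65 (standard error 0.10, adjusted p = 1.23e-09 from limma). PFKL (ENSG00000141959, chromosome 21) fell from 1293 ± 219 to 483 ± 92.0 (SD, n = 3 each), a log2 fold change of −1.42 (standard error 0.14, adjusted p = 2.98e-07 from limma). After rescaling by the median of ratios, PFKM at −0.93 and PFKL at −0.70 no longer passed a 2-fold change. PFKP was not among the genes of the table. In their classes of GC content, length and expression level, 64.0% of the genes were lower for GPI and for PFKM, and 89.4% were lower for PFKL. From the lower mRNA of GPI and PFK1, the paper proposes that glucose-6-phosphate and fructose-6-phosphate accumulate, as in Fig. 1M.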

Selected glucose metabolic genes were verified with real-time PCR (Fig. S3B). PDK2 is a mitochondrial enzyme that catalyzes phosphorylation of pyruvate dehydrogenase (PDH), resulting in PDH inactivation and the subsequent suppression of pyruvate conversion to acetyl-CoA [6, 9]. We confirmed that depletion of PDK2 in NCM460, HT-29, and HCT116 cells resulted in suppression of PDH Ser293 phosphorylation, a known marker of PDH inactivation (Fig. S3C) [7, 45]. The metabolic analysis consistently showed that PDK2 depletion significantly increased OCR, and reduced ECAR (Fig. S3D). The levels of key metabolites at the late phase of glycolysis pathway were reduced, while those in the TCA cycle were upregulated upon PDK2 depletion (Fig. 2C, D). In line with the this, ROS levels were significantly enhanced, while the relative levels of GSH and NADPH were decreased in cells with PDK2 depletion, which phenocopies OGT-depleted cells (Fig. S3E, G). Reconstituted expression of PDK2 in OGT-depleted HT-29 and HCT116 cells partially reduced ROS levels, increased the relative levels of GSH and NADPH, and rescued cell proliferation and colony formation (Fig. 2E–I and S3H–J). Consistently, depletion of PDK2 repressed cell proliferation in HT-29 and HCT116 cells, but not in NCM460 cells (Fig. S3K). To evaluate whether OGT regulates PDK2 expression, we depleted or ectopically expressed OGT in both HT-29 and HCT116 cells, and analyzed PDK2 expression. OGT depletion reduced, while OGT expression increased, both mRNA levels and protein levels of PDK2 (Fig. 2J–M and S3L–O). Together, these data indicated that OGT impacts the TCA cycle by regulating the transcriptional level of PDK2.

**Fig. 2:**
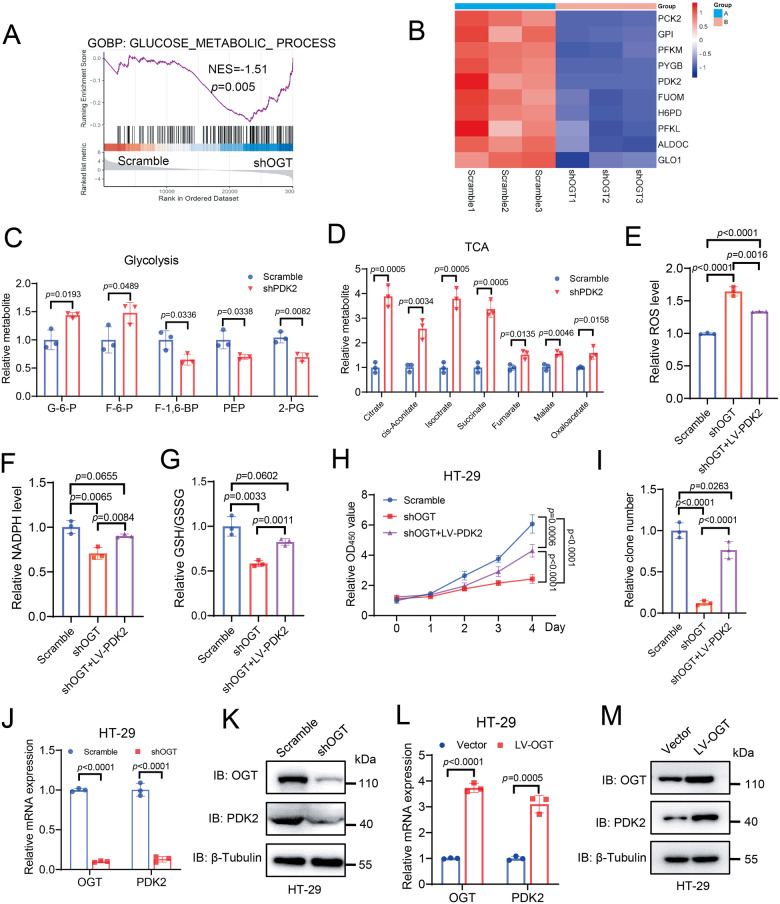
OGT depletion upregulates the TCA cycle by transcriptional repression of PDK2. **A** GSEA analysis of OGT-regulated gene signature versus glucose metabolic process. **B** Heatmap showing the top 10 downregulated genes of glucose metabolism from the RNA-seq analysis. Relative abundance of metabolites derived from glycolysis (**C**) and TCA cycle (**D**) HT-29 cells expressing scramble or shPDK2. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Comparison of ROS (**E**), NADPH (**F**), GSH/GSSG (**G**) in HT-29 cells expressing scramble, shOGT or shOGT reconstituted with PDK2 expression. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Cell proliferation (**H**) and clone formation (**I**) of HT-29 cells expressing scramble, shOGT or shOGT with reconstituted PDK2 expression. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Quantitative PCR analysis (**J**) and immunoblotting analysis (**K**) of PDK2 expression in HT-29 cells expressing scramble or shOGT. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Quantitative PCR analysis (**L**) and immunoblotting analysis (**M**) of PDK2 expression in HT-29 cells expressing control vector or LV-OGT. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests.

### c-Myc directly regulates PDK2 expression

To investigate how OGT regulates PDK2 transcription, we firstly sought to identify the transcription factor that directly regulates PDK2 expression. Using the online bioinformatics tool JASPAR, we obtain potential transcription factors that likely bind to promoter regions of PDK2. The diagram reveals that there is one binding site of c-Myc at the promoter region of PDK2 ( − 201 to −212 bp), implicating c-Myc as a potential transcription factor of PDK2 (Fig. S4A). To verify that c-Myc transcriptionally regulates PDK2 expression, we depleted c-Myc in HT-29 and HCT116 cells, and observed that PDK2 expression was decreased in both mRNA and protein levels (Fig. 3A, B). In contrast, ectopic expression of c-Myc in cells led to upregulation of PDK2 mRNA and protein levels (Fig. S4B, C). The luciferase signal for *PDK2* promoter was increased significantly upon c-Myc expression, but the signal was significantly decreased when mutations were introduced in the *PDK2* promoter of the putative c-Myc-binding region (Fig. 3C). In addition, the chromatin immunoprecipitation (ChIP) assay demonstrated an enrichment of c-Myc at the PDK2 promoter, compared to the IgG control (Fig. 3D). Thus, these results suggest that c-Myc directly regulates PDK2 transcription in cells.

**Fig. 3:**
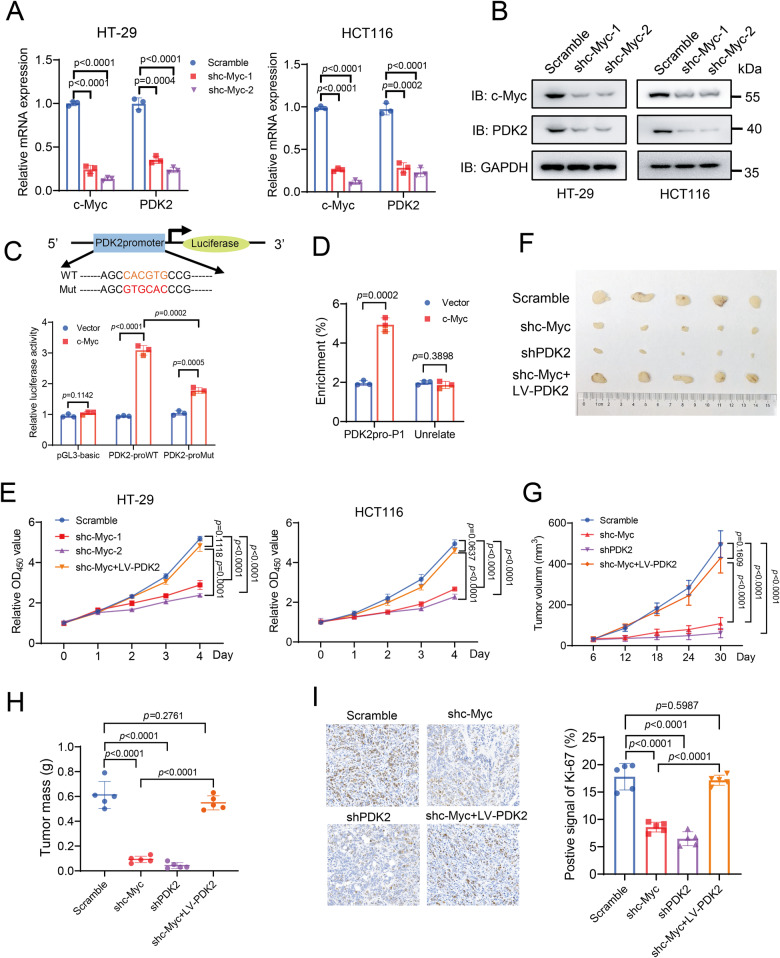
c-MYC directly regulates PDK2 expression. Quantitative PCR analysis (**A**) and immunoblotting analysis (**B**) of PDK2 expression in HT-29 and HCT116 cells infected with scramble or shc-Myc. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **C** Dual-luciferase reporter assay showing the effects of c-Myc overexpression on relative PDK2-promoter activity in the 293 T cells. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **D** ChIP-qPCR analysis of c-Myc binding to the predicted binding regions of PDK2 promoter in HT-29 cells. Ectopic c-Myc was pulled down by the anti-c-Myc antibody. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **E** Cell proliferation of HT-29 and HCT116 infected with Scramble, shc-Myc or shc-Myc reconstituted with PDK2 expression. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **F** Xenograft analysis of HT-29 cells expressing Scramble, shc-Myc, shPDK2 or shc-Myc reconstituted with PDK2 expression. Images of dissected tumors from mice. Analysis of tumor growth (**G**), tumor weights (**H**) and Ki67 staining (**I**) of tumors generated from HT-29 cells infected with scramble, shc-Myc, shPDK2 or shc-Myc reconstituted with PDK2 expression. Scale bars: 100 μm. Quantification was shown. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests.

We next explored the effects of c-Myc-mediated PDK2 expression on cell proliferation and tumor growth. Depletion of c-Myc repressed cell proliferation in HT-29 and HCT116 cells, but had no impact on NCM460 cells (Fig. 3E and S4D). Reconstituted expression of PDK2 in c-Myc-depleted HT-29 and HCT116 cells rescued cell proliferation (Fig. 3E). To further evaluate the effect on tumor growth, we generated stable HT-29 cell lines with depletion of endogenous c-Myc or PDK2, and reconstituted expression of PDK2 in c-Myc-depleted cells (Fig. S4E). We subcutaneously injected these cell lines into nude mice. The c-Myc or PDK2 depletion similarly inhibited tumor growth and reduced Ki-67 expression in tumors (Fig. 3F–I). The inhibitory effect of c-Myc was abrogated by the reconstituted expression of PDK2 (Fig. 3F–I). Together, these results indicated that c-Myc impacts colorectal cancer cell proliferation and tumor growth via regulating PDK2.

### O-GlcNAcylation of c-Myc promotes its stability

Gene set enrichment analysis (GSEA) of the transcriptomic data of HT-29 cells showed that OGT depletion markedly reduced enrichment of c-Myc-targeted signaling pathways compared to the control (Fig. S5A). 

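Of a list of 58 c-Myc target genes written for this comparison in place of the MSigDB sets, 14 were among the genes of the deposited table. In shOGT, 13 of them were lower and NOP2 was higher (log2 fold change 1.67). The normalized enrichment score from fgsea was −1.93 (permutation p = 0.00226). With the lower limit on the SD, the score was −1.32 (permutation p = 0.141). The largest falls were those of SRM, from 1070 ± 49.4 to 187 ± 29.3 normalized counts (SD, n = 3 each), of MAP3K6 with a log2 fold change of −2.41, and of TCOF1 with −1.85. MYC itself, a member of the list, fell from 4796 ± 313 to 2295 ± 350 normalized counts (SD, n = 3 each). Its log2 fold change was −1.07 (standard error 0.11, adjusted p = 2.64e-07 from limma with Benjamini-Hochberg adjustment), and −0.97 without the shOGT library numbered 5, which is under a 2-fold change. Rescaling by the median of ratios moved MYC to −0.35. Among the 155 genes of the table in the class of MYC by GC content, length and expression level, 80.6% were lower. At least 13 of 14 genes were lower in 1.71% of random lists matched for these properties.

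**Figure D3:**
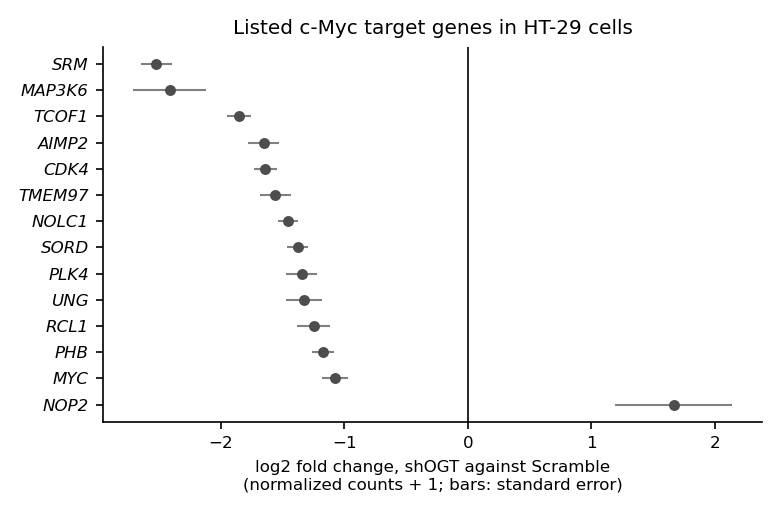
Log2 fold change of shOGT against Scramble for the 14 c-Myc target genes of the table, on normalized counts + 1, with bars for the standard error. The genes other than NOP2 lie below −1.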

OGT depletion also decreased the expression levels of c-Myc-targeted glycolytic genes including HK2, PFKM, ENO1 and LDHB (Fig. S5B). In addition, loss of OGT reduced the production of lactate, NADPH and GSH, which were fully rescued by reconstituted expression of c-Myc, suggesting that OGT-mediated regulation of glucose metabolism in colorectal cancer cells is mainly dependent on c-Myc (Fig. S5C–E). We next asked whether OGT regulates c-Myc expression. To test this, we depleted OGT in both HT-29 and HCT116 cells, and observed that c-Myc protein expression, but not mRNA expression, was significantly decreased compared to the control, suggesting that OGT regulates c-Myc at the protein level (Fig. 4A, B). Overexpression of OGT in both HT-29 and HCT116 cells enhanced c-Myc protein expression, but not mRNA expression (Fig. S5F–H). In addition, inhibition of OGT with OSMI-4 decreased c-Myc protein expression in a dose-dependent manner (Fig. S5I). In contrast, inhibition of OGA (the enzyme to remove O-GlcNAc) with a small molecule ThiaMet G (TMG) to increase cellular O-GlcNAc levels in turn enhanced c-Myc protein expression (Fig. 4C). The mRNA level of c-Myc was not altered upon TMG or OSMI4 treatment (Fig. S5J). Thus, c-Myc protein levels are positively regulated by O-GlcNAc levels in cells.

**Fig. 4:**
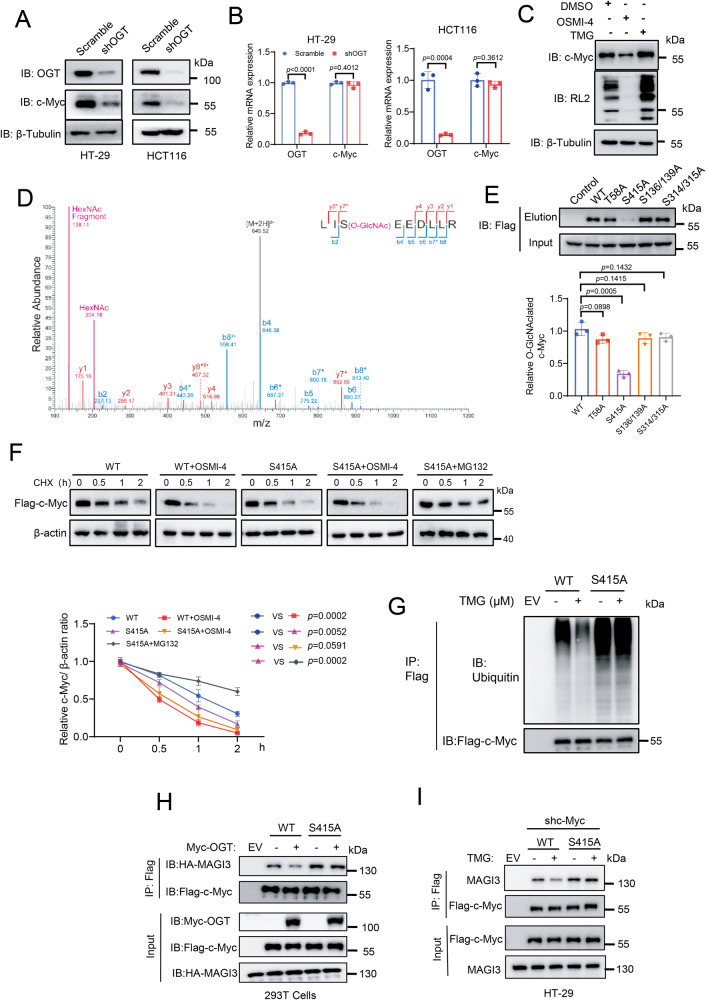
O-GlcNAcylation of c-Myc promotes its stability. Immunoblotting analysis (**A**) and quantitative PCR analysis (**B**) of c-Myc expression in HT-29 and HCT116 cells expressing scramble or shOGT. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **C** Analysis of c-Myc O-GlcNAcylation upon OSMI-4 or TMG treatment. **D** Mapping the site of O-GlcNAcylation on c-Myc using mass spectrometry. **E** Probing the major site of glycosylation on c-Myc using various site-directed mutants. Quantification was shown. *n* = 3; Data are presented as means ± SD. Statistical analyses were performed by unpaired two-tailed Student’s *t* tests. **F** Immunoblotting of c-Myc levels in WT or S415A c-Myc-reconstituted HT-29 cells by CHX treatment in the presence of inhibitors for OGT (OSMI-4) or proteasome (MG132). Quantification was shown. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **G** Immunoblotting of c-Myc ubiquitination levels in the presence or absence of TMG treatment in WT or S415A c-Myc-reconstituted HT-29 cells. EV, expression of vehicles as a negative control. **H** Analysis of c-Myc-MAGI3 interaction in 293 T cells overexpressing WT or S415A Flag-tagged c-Myc and HA tag MAGI3 in the presence or absence of OGT overexpression. Immunoblot analyses were performed with the indicated antibodies. **I** Analysis of c-Myc-MAGI3 interaction in WT or S415A c-Myc-reconstituted HT-29 cells. Immunoblot analyses were performed with the indicated antibodies.

The previous study showed that c-Myc was O-GlcNAc modified at Thr58 in lymphomas [40]. We speculate that c-Myc protein level is regulated by its O-GlcNAc modification. To investigate this, we firstly detected O-GlcNAc modification on c-Myc with a well-established chemoenzymatic labeling method. Flag-tagged c-Myc was ectopically expressed in HT-29 cells. Glycoproteins from cell lysates were enzymatically tagged with an azido-N-acetylgalatosamine (GalNAz), and subsequently reacted with alkynyl-biotin via Cu(I)-mediated azide-alkyne cycloaddition. After capture with streptavidin-coated beads, the proteins were eluted and further immunoblotted with the anti-Flag antibody. The blotting signal was clearly observed in the experimental group, but absent in the control group where the labeling enzyme was omitted. Treatment with TMG increased, while OSMI4 reduced, the blotting signal, confirming the presence of O-GlcNAc modification on c-Myc (Fig. S6A). However, the T58A (Thr to Ala mutation) mutant, which is glycosylation deficient, had a comparable blotting signal as the wild-type (WT) protein in the absence or presence of TMG treatment, indicating that T58 is not the glycosylation site on c-Myc (Fig. S6B). To further validate this result, we detected the effect of modulating O-GlcNAcylation on T58 phosphorylation, as T58 was known to be phosphorylated by GSK-3β and subjected to degradation mediated by the FBXW7 E3 ligase [39]. The data showed that treatment with TMG or OSMI4 had no apparent effect on T58 phosphorylation, nor the interaction of c-Myc with FBXW7 (Fig. S6C, D). The data suggest that O-GlcNAcylation on c-Myc is independent of T58 phosphorylation, thus further supporting the notion that T58 was not the glycosylation site in colorectal cancer cells. Thus, the absence of T58 glycosylation of c-Myc may reflect the cell-type specificity of O-GlcNAcylation. The underlying mechanisms for differential glycosylation await further investigation.

We next mapped the sites of O-GlcNAc on c-Myc in HT-29 cells with mass spectrometry. We identified five putative glycosylation sites (S316, S319, S314, S315 and S415) (Fig. 4D). Based on this result, we further generated different point mutations of c-Myc and detected their glycosylation levels. Notably, only S415A mutant, but not other mutants, exhibited a marked reduction of glycosylation signal (Fig. 4E). Consistently, ectopic expression of OGT in HT-29 cells increased the glycosylation level of WT, but not S415A c-Myc (Fig. S6E). Besides, S415 of c-Myc is evolutionarily conserved across species (Fig. S6F). Together, these results suggest that S415 is the major site of glycosylation of c-Myc.

We next explored the effect of S415 glycosylation on c-Myc expression. When incubated with cycloheximide (CHX) to repress new protein synthesis, c-Myc showed a faster degradation rate in HT-29 cells upon OGT inhibition compared with the control. The degradation was recovered by addition of the proteasomal inhibitor MG132, but not the lysosomal inhibitor chloroquine, suggesting that O-GlcNAcylation regulates c-Myc degradation via the proteosome-dependent pathway (Fig. S6G). Moreover, S415A c-Myc exhibited enhanced degradation rate than WT c-Myc, and this effect could not be further potentiated with OSMI-4 treatment (Fig. 4F). Similar results were observed in HCT116 cells (Fig. S6H). Thus, these results suggest that S415 glycosylation promotes c-Myc stability in colorectal cancer cells. As glycosylation regulates c-Myc degradation via the proteosome-dependent pathway, we further detected the ubiquitination level of c-Myc in HT-29 cells. As expected, TMG treatment significantly inhibited the ubiquitination of WT c-Myc, but showed little impact on S415A c-Myc (Fig. 4G).

MAGI3 was a principal E3 ubiquitin ligase for c-Myc in colorectal cancer cells [46]. Consistently, loss of MAGI3 in HT-29 cells increased c-Myc expression and concomitantly decreased ubiquitination of c-Myc (Fig. S7A, B). On the contrary, MAGI3 overexpression reduced the expression of c-Myc and increased the level of c-Myc ubiquitination, confirming that MAGI3 is a major E3 ubiquitin ligase for c-Myc degradation in colorectal cancer cells (Fig. S7C, D). As the PDZ domain binding motif (PBM) at the C-terminus of c-Myc is required for the association of c-Myc with MAGI3, we speculate that S415 glycosylation may affect the binding of c-Myc with MAGI3 [46]. To test this, we ectopically expressed Flag-tagged WT or S415A c-Myc and HA-tagged MAGI3 in 293 T cells with or without OGT overexpression. Co-immunoprecipitation (Co-IP) assays showed that OGT overexpression significantly reduced the interaction of WT c-Myc with MAGI3, but had no effect on the interaction of S415 A c-Myc and MAGI3 (Fig. 4H). Co-IP in the reverse order also showed consistent results (Fig. S7E). We then analyzed the effect of O-GlcNAcylation on the interaction of the endogenous MAGI3 in WT or S415A c-Myc reconstituted HT-29 cells. As shown in Fig. 4I, elevated O-GlcNAcylation by TMG treatment weakened the association of c-Myc with MAGI3 in cells expressing WT c-Myc, whereas no effect was observed in cells expressing S415A c-Myc. Together, these results suggest that S415 glycosylation promotes c-Myc expression by inhibiting its degradation via blocking the interaction with MAGI3.

### S415 glycosylation of c-Myc regulates PDK2 transcription and metabolism

We further probed the O-GlcNAcylation levels of c-Myc in different cell lines. We observed that c-Myc glycosylation levels were significantly higher in RKO, SW620, HT-29 and HCT116 cells compared to NCM460 cells (Fig. S8A). To investigate the functional role of c-Myc glycosylation, we depleted endogenous c-Myc with shRNA and simultaneously expressed Flag-tagged WT or S415A c-Myc, which was resistant to the shRNA targeting (Fig. 5A). Depletion of c-Myc reduced PDK2 mRNA and protein expression, which was effectively rescued by the re-expression of WT, but not S415A c-Myc (Fig. S8B). Overexpression of OGT elevated PDK2 mRNA levels in WT rescued cells, but not in S415A rescued cells (Fig. 5B). Depletion of c-Myc abolished the upregulation of PDK2 mRNA mediated by OGT overexpression in both HT-29 and HCT116 cells (Fig. S8C). Moreover, ChIP assays showed that enrichment of c-Myc at the PDK2 promoter was significantly reduced for S415A c-Myc as compared to WT c-Myc (Fig. S8D). TMG treatment potentiated the luciferase signal in WT c-Myc reconstituted HT-29 cells, but not in S415A c-Myc reconstituted cells (Fig. 5C). Together, these results indicate that c-Myc regulates PDK2 mRNA expression via S415 glycosylation.

**Fig. 5:**
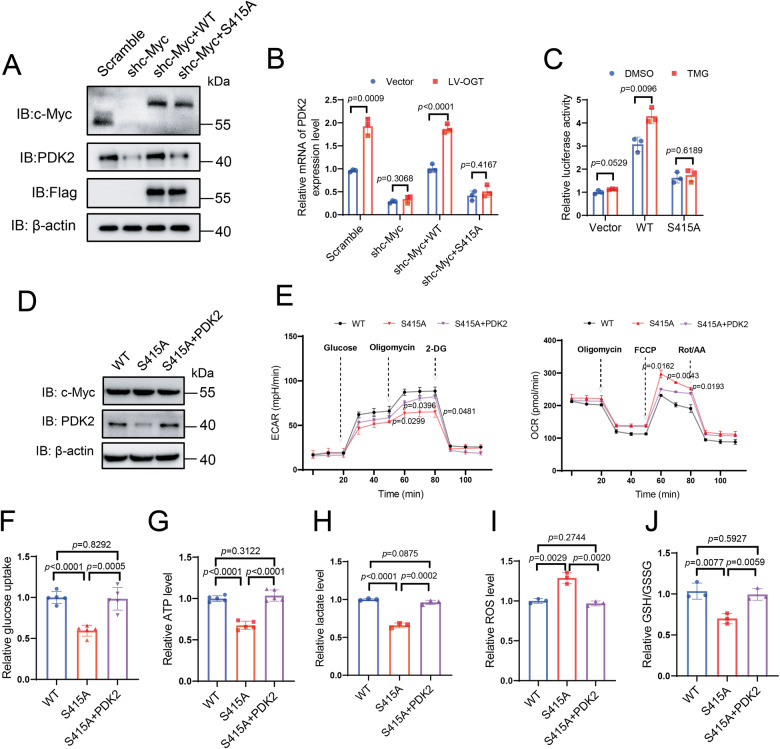
S415 glycosylation of c-Myc regulates PDK2 transcription and metabolism. **A** Generation of stable HT-29 cells with c-Myc knockdown and reconstituted expression of shRNA-resistant WT or S415A c-Myc. The c-Myc knockdown efficiency and re-expression were examined using immunoblotting. **B** Quantitative PCR analysis was performed to detect the expression of the PDK2 in HT-29 cells with c-Myc knockdown and reconstituted expression of shRNA-resistant WT and S415A c-Myc in the presence or absence of OGT overexpression. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **C** Dual-luciferase reporter assay showing the effects of c-Myc WT and S415A on relative PDK2-promoter activity in the presence or absence of TMG in the 293 T cells. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **D** Immunoblotting of c-Myc and PDK2 expression in stable HT-29 cells ectopically expressing Flag-tagged WT or S415A c-Myc with PDK2 overexpression, with a simultaneous depletion of the endogenous c-Myc. **E** ECAR and OCR in HT-29 cells stably expressing scramble shRNA, c-Myc-targeting shRNA and shRNA-resistant WT, S415A c-Myc or S415A c-Myc with PDK2 overexpression. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. Comparison of glucose uptake (**F**), ATP(**G**), lactate (**H**), GSH/GSSG (**I**), ROS (**J**) in HT-29 cells reconstituted with WT, S415A c-Myc or S415A c-Myc with PDK2 overexpression. *n* = 3; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests.

To further verify that the effects of c-Myc glycosylation were exerted through PDK2, we restored PDK2 expression in S415A c-Myc reconstituted HT-29 cells (Fig. 5D). Cells expressing S415A c-Myc showed reduced ECAR and increased OCR compared to cells expressing WT c-Myc. The effects were abolished by restoration of PDK2 expression in S415A c-Myc reconstituted cells, indicating that c-Myc S415 glycosylation regulated glucose metabolism via PDK2 (Fig. 5E). Consistently, re-expression of S415A c-Myc in HT-29 cells attenuated glucose uptake, lactate and ATP production, while elevating the level of ROS and reducing the ratio of GSH/ GSSG. Notably, these effects were reversed by restoring PDK2 expression in S415A c-Myc reconstituted cells (Fig. 5F–J). Collectively, these results indicate that O-GlcNAcylation of c-Myc on S415 regulates PDK2 transcription and the subsequent metabolic activity.

### c-Myc-mediated PDK2 expression is vital for cell proliferation and tumor growth

We next examined the effect of c-Myc S415 glycosylation on cell proliferation. As expected, S415A c-Myc reconstituted HT-29 cells displayed a reduction in cell proliferation rate and colony formation ability as compared to WT c-Myc reconstituted cells. These effects were reversed by restoring PDK2 expression in S415A c-Myc reconstituted cells (Fig. 6A, B and S9A). To examine the effect of c-Myc glycosylation-regulated PDK2 expression in tumor development, we subcutaneously injected the above cell lines into nude mice. Mice bearing S415A c-Myc reconstituted cells showed a significantly reduced tumor volume, weight and Ki-67 expression compared to mice bearing WT c-Myc reconstituted cells (Fig. 6C–F). These inhibitory effects were abrogated by restoring PDK2 expression in S415A c-Myc reconstituted cells (Fig. 6C–F). To further verify the role of c-Myc glycosylation in glucose metabolism, we employed 18F-FDG PET/CT scans to analyze the glucose uptake in tumors. The results show that mice bearing S415A c-Myc reconstituted cells showed a marked decrease in 18F-FDG uptake compared to mice bearing WT c-Myc reconstituted cells (Fig. 6G). Restoring PDK2 expression in S415A c-Myc reconstituted cells fully rescued glucose uptake in tumors (Fig. 6G). Collectively, these results demonstrate that c-Myc glycosylation-regulated PDK2 expression promotes glucose metabolism and tumor growth.

**Fig. 6:**
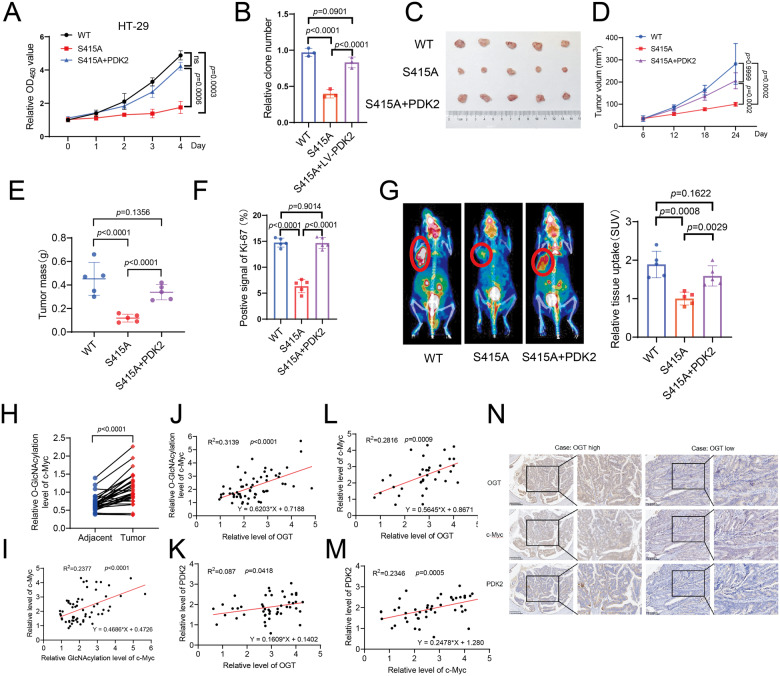
c-Myc-mediated PDK2 expression is vital for cell proliferation and tumor growth. Cell proliferation (**A**) and clone formation (**B**) of HT-29 cells stably expressing scramble shRNA, c-Myc-targeting shRNA, or reconstituted with WT, S415A c-Myc or S415A c-Myc with PDK2 overexpression. **C** Xenograft analysis of HT-29 cells stably expressing scramble, c-Myc-targeting shRNA, or reconstituted with WT, S415A c-Myc or S415A c-Myc with PDK2 overexpression. Images of dissected tumors from mice. Analysis of tumor growth (**D**), tumor weights (**E**) and Ki67 staining (**F**) of tumors generated from above HT-29 cells. Scale bars: 100 μm. Quantification was shown. *n* = 5; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **G** Representative ^18^F-FDG micro-PET/CT images of mice. Red circles indicate glucose uptake in tumors. *n* = 5 mice per group. Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **H** The statistical analysis of c-Myc glycosylation in paired tumor and matched adjacent tissues. *n* = 30; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **I** Analysis of the correlation of c-Myc O-GlcNAcylation and c-Myc expression levels by western blotting. *n* = 30; Data are presented as means ± SD. *P* values were determined by unpaired two-tailed Student’s *t* tests. **J** Analysis of the correlation of OGT expression and c-Myc O-GlcNAcylation by western blotting. **K**–**M** Analysis of the correlation of OGT, c-Myc and PDK2 protein levels in clinical CRC specimens. Analysis of the correlation of OGT / PDK2 (**K**), OGT / c-Myc (**L**), and c-Myc / PDK2 (**M**) from CRC samples. Representative IHC staining of OGT and c-Myc in 30-paired cases of CRC samples (**N**). Scale bars: 200 μm. Right panels are ×4 magnification of the dashed areas on the left. *P* values were determined by unpaired two-tailed Student’s *t* tests.

To detect the clinical importance of c-Myc O-GlcNAcylation, we performed western blotting and immunohistochemistry (IHC) analyses of 30 pairs of colorectal cancer tissues and matching peritumoral tissues. We observed that the levels of c-Myc, PDK2 and c-Myc glycosylation were all significantly higher in tumor tissues compared to the matching peritumoral tissues (Fig. 6H, S9B–D). In addition, the levels of c-Myc glycosylation were positively correlated with protein levels of OGT and c-Myc (Figs. 6I, J). IHC analyses showed that OGT levels were positively correlated with c-Myc levels, both of which were positively correlated with PDK2 levels, in line with the analysis of the CRC dataset based on the TCGA database (Fig. 6K–N, S9E, F). Kaplan-Meier analysis in TCGA database revealed that PDK2 mRNA expression levels were positively correlated with poor survival of patients with colorectal cancer (Fig. S9G). Collectively, these results support the cellular data, and underscore the importance of the OGT–c-Myc–PDK2 axis in colorectal cancer development.

## Discussion

Colorectal cancer cells are highly glycolysis-dependent, with attenuated TCA cycle metabolism [1]. The altered glucose metabolism provides the metabolic requirements for rapid macromolecule synthesis, and coordinates cellular redox homeostasis, thereby fueling tumor growth [5]. However, despite the accumulated findings on the regulation of glycolysis, how the TCA cycle is modulated in cancer cells remains elusive. Here, we identified a novel regulatory mechanism of the TCA cycle in colorectal cancer cells. We demonstrate that O-GlcNAcylation represses the TCA cycle by enhancing PDK2 expression. Mechanistically, OGT-mediated O-GlcNAcylation directly modifies c-Myc on S415 to inhibit ubiquitination and proteasomal degradation of c-Myc by impeding the interaction between c-Myc and the E3 ligase MAGI3. Accumulated c-Myc can bind to the promoter region of PDK2 to upregulate the transcriptional expression of PDK2. c-Myc glycosylation-mediated expression of PDK2 dampens the mitochondrial pyruvate metabolism and ROS production, leading to enhanced cell proliferation and tumor growth in mice (Fig. 7). Thus, our study identifies OGT–c-Myc–PDK2 axis as a key mechanism to regulate colorectal cancer metabolism.

**Fig. 7:**
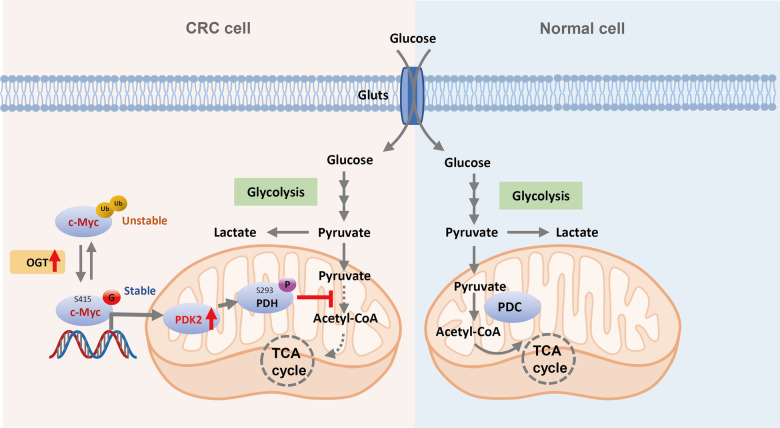
A schematic model showing c-Myc O-GlcNAcylation regulates the TCA cycle and tumor growth in CRC. S415 O-GlcNAcylation represses the degradation of c-Myc. Thus, c-Myc O-GlcNAcylation facilitates the Warburg effect and results in colorectal cancer tumorigenesis.

c-Myc is a well-studied transcription factor that modulates the expression of genes related to cell proliferation, apoptosis and metabolism [27, 29]. Given the growth-promoting function of c-Myc, the intricate regulation of c-Myc abundance plays critical roles in normal cellular physiology. Aberrant expression of c-Myc is implicated in tumorigenesis. The tactics to tumor treatment by targeting c-Myc should be carefully performed due to its indispensable role in cellular homeostasis. Elevated c-Myc O-GlcNAcylation in cancer cells emerges as a promising avenue for therapeutic intervention. While accumulated studies have revealed that upregulation of c-Myc elevated the expression of glycolysis-related genes, contributing to aerobic glycolysis and tumor progression, how c-Myc rewires the TCA cycle in tumors is largely unknown [30, 46]. Understanding of the metabolic vulnerabilities conferred by glycosylation-mediated c-Myc stabilization paves the way for combination therapies that target both oncogenic signaling and metabolic dependencies in cancer cells. Thus our study not only enhances our understanding of cancer biology but also suggests new therapeutic strategies in cancer.

O-GlcNAcylation is highly sensitive to fluctuations in nutrient levels and it is regarded as a nutrient sensor in cells [22, 47, 48]. Increasing evidence has revealed that alteration in nutrition metabolism can lead to aberrant O-GlcNAcylation, which directly modifies metabolic enzymes such as PGK1, PFK1, G6PD, PKM2 and MDH1 to reprogram metabolic pathways, thereby contributing to tumor growth [44, 49–52]. In this study, we identify a novel O-GlcNAcylation site on c-Myc in colorectal cancer cells, indicating that different glycosylation sites may be present in the same protein in different cells. This may reflect the existence of differential modes of regulation in different tissues of origin under unique nutrient and stress conditions.

### Supplementary information

Supporting Information Text and Figures

Supplementary Table

Supplement Material-uncropped western blots

## Data Availability

All study data are included in the article and Supplementary information. Data supporting the findings of this study are available on reasonable request from the corresponding author. The RNA sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) datasets with accession number GSE232258. The survival analyses of LIHC and CRC patients were analyzed by using GEPIA2 (http://gepia2.cancer-pku.cn). The OGT expression analyses of STAD, LUAD, LIHC, PRAD and CRC patients were performed based on cBioPortal for Cancer Genomics.

# Supplementary material for: The OGT–c-Myc–PDK2 axis rewires the TCA cycle and promotes colorectal tumor growth
**Source:** Cell Death Differ. 2024 May 22;31(9):1157–69. doi: 10.1038/s41418-024-01315-4
**Supplement:** Supplementary file 1 — Supporting Information Text and Figures

## 1    **Materials and Methods**

### 2    **Cell culture**

3    Cells obtained from American Type Cell Culture (ATCC) included NCM460, HT-29,  
4    HCT116, RKO, SW620, LoVo, and 293T. All cells were cultured in complete medium  
5    (10% fetal bovine serum was added to Dulbecco's Modified Eagle's Medium) at 37°C  
6    with 5% CO<sub>2</sub>. STR profiling was used to identify every cell line, and no mycoplasma  
7    contamination was found.

8

### 9    **Western blot analysis**

10    Protease inhibitor cocktail (Yeasten, 20124ES03) and 20 μM Thiamet-G  
11    (MedChemExpress, HY-12588) were added to RIPA lysis buffer (Beyotime, P0013C)  
12    to lyse the cells. After being resolved on a 10% SDS-PAGE gel, about 40 μg of protein  
13    lysate were transferred to PVDF membranes (Millipore, IPVH00010). The membrane  
14    was blocked with 5% skim milk for one hour at room temperature, and then the  
15    matching primary antibodies were incubated overnight at 4 °C. The proteins were  
16    visualized by chemiluminescence with the ECL reagent. **Supplementary Table 1**  
17    contains a list of the antibodies utilized in this investigation. The full and uncropped  
18    western blots were present in the **supplementary data**. The intensity of protein bands  
19    was measured with Image J.

20

### 21    **Immunoprecipitation (IP) and Co-immunoprecipitation (Co-IP)**

22    Protease and phosphatase inhibitors were added to IP buffer before cells were lysed

(Yeasen, 20124ES03). The lysates were mixed with protein A/G agarose (MedChemExpress, HY-K0202-1) following incubation with the designated antibodies. For proteins with a tag, we used immunomagnetic beads coupled with anti-Flag/anti-HA antibody. After IP, protein A/G agarose or magnetic beads were washed three times with TBST (0.1% Tween-20, 150 mM NaCl, 10 mM Tris-HCl pH7.5) and eluted in SDS lysis buffer (100 mM NaCl, 1%SDS, 50 mM Tris-HCl pH 7.5) for western blotting analyses.

### **Quantitative RT-PCR**

Trizol reagent (Takara, 9109) was used to extract total RNA. The quantity and quality of RNA were measured using a Thermo Fisher Scientific NanoDrop 2000 spectrophotometer. Following the manufacturer's instructions, Superscript reverse transcriptase (TAKARA, DRR047S) was used to reverse transcribe RNA. cDNA, gene-specific primers, and SYRB Green Master Mix were used in quantitative real-time PCR (yeasean, 11201ES08), which was detected using the Bio-Rad CFX96™ Real-Time System. The primers used in this work are presented in **Supplementary Table 2**. Fold changes were quantified using the 2<sup>-rCt</sup> method and normalized to  $\beta$ -actin.

### **Analysis of c-Myc glycosylation**

Chemoenzymatic labeling was used to identify the O-GlcNAcylation of the protein. Cell lysate (500  $\mu$ g) was conjugated with an alkyne-biotin compound utilizing the Click-iT Protein Analysis Detection Kit (Invitrogen) after being labeled with an azide

group using  $\beta$ -1,4-galactosyltransferase GalT (Y289L). Control experiments were conducted simultaneously in the absence of UDP-GalNAz or GalT. After neutralizing biotinylated lysates in a buffer (150 mM NaCl, 100 mM Na<sub>2</sub>HPO<sub>4</sub>, and 6% NP-40), the samples were treated with Pierce streptavidin resin for an overnight period at 4 °C. The resin was washed three times with low salt buffer (0.1 M Na<sub>2</sub>HPO<sub>4</sub>, 0.15 M NaCl, 0.1% SDS, 1% Triton-X100, 0.5% sodium deoxycholate, pH 7.5) and high salt buffer (0.1 M Na<sub>2</sub>HPO<sub>4</sub>, 0.5 M NaCl, 0.2% Triton-X100, pH 7.5), respectively. The loading buffer was used to elute the bound proteins for western blotting analyses.

#### **Site mapping of c-Myc glycosylation**

c-Myc was isolated from HT-29 cells that were coexpressing Flag-tagged c-Myc and HA-tagged OGT. The protein was separated using 10% SDS/PAGE and stained with Coomassie blue R250 (Bio-Rad). The c-Myc band was excised, rinsed with Milli-Q water, and destaining buffer was applied twice for 30 minutes. After being dehydrated in acetonitrile and rehydrated with 10 mM DTT in 50 mM IAM for 45 minutes at 56 °C, proteins in-gel were digested with Trypsin/GluC for 16 hours at 37 °C. As directed by the manufacturer, the resulting peptides were desalted using Millipore's C18 Zip-Tips. Following vaporation in a vacuum centrifuge, the samples were reconstituted in water and subjected to LC-MS/MS analysis. The materials were identified using the ETD fragmentation mode of the Thermo Fisher Scientific Orbitrap Elite mass spectrometer.

#### **Analysis of metabolite by HPLC-MS/MS**

Cells were collected and resuspended with prechilled 80% methanol by well vortex. Then samples were incubated on ice for 5 min and centrifuged at 15,000 g, 4 °C for 15 min. Some of supernatant was diluted to final concentration containing 53% methanol LC-MS grade water. Cellular metabolites were quantitated by LC-MS/MS with a triple quadrupole mass spectrometer (the QTRAP 6500+ System, ABSCIEX). Briefly, metabolites were separated chromatographically on a SeQuant Zic-pHILIC column (5 µm polymer 150 × 2.1 mm, Millipore Sigma) using a high-performance UHPLC system (Exion LC AD system) coupled to a triple quadrupole mass spectrometer (QTRAP 6500+ System, AB SCIEX). The eluents were eluent A (0.1% Formic acid-water) and eluent B (0.1% Formic acid-acetonitrile). The solvent gradient was set as follows: 2% B, 2 min; 2-100% B, 15.0 min; 100% B, 17.0 min; 100-2% B, 17.1 min; 2% B, 20 min. The following gradient was employed: 0.01 min 80% B, 20 min 20% B, 20.5 min 80% B, 34 min 80% B. Metabolites were detected by MRM transitions in positive or negative modes. The raw data were extracted with the software Analyst v1.7.2 and OS v1.7.

### **RNA-seq analysis**

We used the following publicly available gene expression datasets: GSE232258. Novogene carried out RNA-seq. Briefly stated, Trizol Reagent (Takara, 9109) was used to extract the total RNA from HT-29 cells following Scramble or OGT depletion, respectively. Agilent Technologies, CA, USA's Bioanalyzer 2100 system's RNA Nano 6000 Assay Kit was utilized to assess the overall amounts and quality of RNA. The

RNA-Seq libraries were made with the Agilent SureSelect Strand-Specific RNA Library Preparation Kit. Next, AMPure XP Beads (Beckman Coulter, Brea, CA, USA) were used to select the library sizes. The libraries were then pooled based on the target amount of data off the machine and the effective concentration, and the Illumina NovaSeq 6000 was used to sequence the data.

#### **ECAR and OCR analysis**

The Glycolysis Stress Test Kit (Angilent, 103020-100) was used to calculate ECAR based on the manufacturer's instructions. In summary,  $1.0 \times 10^4$  cells were seeded into an XF96 plate overnight. After switching to XF medium, the media were incubated for one hour. To detect the ECAR, more glucose (10 mM), oligomycin (1  $\mu$ M), and 2-deoxy glucose (2-DG) (100 mM) were added. The Cell Mito Stress Test Kit (Angilent, 103015-100) was used to determine OCR. To detect the OCR, 1  $\mu$ M rotenone, 0.5  $\mu$ M FCCP, and 1  $\mu$ M oligomycin were automatically added into the cartridge. The Seahorse Bioscience XF96 Extracellular Flux Analyzer was used to determine and normalize OCR and ECAR values to cell counts.

#### **Measurement of Intracellular ROS Levels**

Dichlorofluorescein diacetate (DCFH-DA), a fluorescent dye (Beyotime, S0033S), was used to detect the levels of ROS. DCFH-DA was diluted 1:1000 to a final concentration of 10 mmol/L in serum-free medium. The cells were collected and suspended in diluted DCFH-DA at a concentration of 1 to 20 million/ml and cultivated for 20 minutes at

37°C in a cell incubator. Every three to five minutes, flip and stir to ensure the probe is in complete contact with the cells. To ensure that no DCFH-DA entered the cells, the cells were carefully washed three times using serum-free cell culture media. A Multi-Mode Plate Reader (BioTek) with an excitation wavelength of 488 nm and an emission wavelength of 525 nm was used to measure the fluorescence intensity.

#### **Measurement of intracellular or tissue NADPH and NADP<sup>+</sup> levels**

To measure NADPH and NADP<sup>+</sup> levels, the NADP<sup>+</sup>/NADPPH Quantitation Kit (Biovision, K347-100) was utilized. Briefly, Cells were lysed in extraction buffer at 4°C for 20 minutes and centrifuged at 12,000 g for 10 minutes. To analyze total NADP<sup>+</sup>/NADPH, 50 µL supernatant was added to 100 µL NADP<sup>+</sup> reaction mixture and incubated at room temperature for 30 minutes. After being recorded, the signal at 450 nm was adjusted for protein concentration. Following the elimination of NADP<sup>+</sup>, NADPH levels were measured as previously mentioned, by heating for 30 minutes at 60°C.

#### **Measurement of intracellular or tissue GSH and GSSG levels**

Using a GSH/GSSG Quantitation Kit (Biovision, K264) and following the manufacturer's instructions, the levels of GSH and GSSG were determined. After adding the cell to the GSH Assay Mixture, it remained at room temperature for half an hour. A Multi-Mode Plate Reader (BioTek) was used to detect the absorbance at 412 nm and then normalized to the concentration of protein.

133

134 **Generation of c-Myc reconstituted stable cell lines**

135 To generate c-Myc reconstituted cell lines, pLenti-FlagN-shRNA vector that affords  
136 small hairpin RNA (shRNA)-mediated knockdown of endogenous c-Myc while co-  
137 expressing exogenous Flag-tagged c-Myc (WT, S415A) was employed. To deplete  
138 endogenous c-Myc, the 3' UTR sequence of c-Myc gene was inserted into pLenti-  
139 FlagN-shRNA vector. The rescued c-Myc sequences (flag-tagged WT, S415A) were  
140 inserted into the vector. The sequences were present in **Supplementary Table 2**. Cells  
141 were infected with the lentiviruses and stable cell lines were selected with 4 µg/ml  
142 puromycin for 2 weeks.

143

144 **Measurement of glucose uptake, ATP levels, lactate production,**

145 Glucose uptake was assessed using the glucose uptake-Glo™ test kit (Promega, J1341)  
146 following the manufacturer's instructions. Briefly, 2,000 cells were seeded per well in  
147 a 96-well plate. Cells were then washed with PBS. 50 µl of prepared 1mM 2DG was  
148 added to each well and incubated at room temperature for 10 minutes. 25 µl Stop Buffer  
149 was added to terminate the reaction. Followed by the addition of 25 µl Neutralization  
150 Buffer, 100 µl 2DG6P Detection Reagent was added and incubated at room temperature  
151 for 0.5-5 hours. The signal integration time was selected as 0.3-1 SEC on the  
152 luminescence detector (BioTek), and the luminescence signal was recorded.

153 ATP levels were determined by ATP assay kit (Beyotime, S0026). Briefly, cells were  
154 lysed and centrifuged at 12,000 g for 5 minutes at 4°C. The supernatant was with

incubated with 100 microliters of the ATP test solution for five minutes at room temperature. the RLU values were measured using a luminometer (BioTek).

To determine the amount of lactate released by cells, the culture media was collected. A lactate test kit (Solarbio, BC2235) was used to measure lactate levels in accordance with the manufacturer's instructions. The extraction solution to volume (ml) ratio is 500~1000:1 (it is advised that 5 million cells be added to 1ml of extraction solution); After centrifuging for 10 minutes at 4°C and 12000g, supernatant was removed of 0.8 ml, then 0.15 mL of extract solution 2 was gradually added and mixed. The absorbance at 570 nm was recorded using a microplate reader (BioTek).

#### **Cell proliferation assay**

Cell proliferation rate was analyzed by Cell Counting Kit-8 (Beyotime, C0039). In a 96-well plate, 2000 cells were planted and cultivated for the specified amount of time. After adding CCK-8 solution to each well and incubating for one hour at 37 °C, the Multi-Mode Plate Reader (BioTek) was used to measure the absorbance at 450 nm.

#### **Colony formation assay**

Lentivirus was used to infect HT-29, HCT116, and NCM460 cells. Then 1000 cells were seeded into each well of six-well plates, and the cells were grown for two weeks at 37 °C in new media. After 30 minutes of fixing in 4% paraformaldehyde (Beyotime, P0099), the cells were stained for 20 minutes with 1% crystal violet (Beyotime, C0121).

### **Determination of c-Myc half-life**

To repress the synthesis of new proteins, 50  $\mu$ M cycloheximide (CHX) (MedChemExpress, HY-13259) was added to c-Myc WT or S415A rescue HT-29 cells. The stated time points (0, 0.5, 1 or 2 hours) were used to harvest the cells after treatment. After that, c-Myc levels were analyzed by western blotting, and the relative half-life was calculated .

### **Dual luciferase reporter assays**

Using the primers listed in **Supplementary Table1**, the upstream (-1498/+1) region of the PDK2 gene promoter was cloned into the pGL3-basic expression vector. Using Polyjet (Sinagen, SL100688), cells were transfected with pGL3 and pGL3-PDK2 expression vectors. Renilla luciferase expression vector (pRL) was also transfected into cells as a transfection control. After 48 h of transfection, luciferase assays were performed using a Dual Luciferase Reporter Assay System (Beyotime, RG088S) according to the manufacturer's instructions. The promoter activities were normalized to the corresponding values of Renilla luciferase.

### **Chromatin immunoprecipitation assay (ChIP)**

Plvx-HA control or plvx-HA c-Myc WT/S415A vectors were transfected into HT-29 cells for a duration of 48 hours. The cells were collected and washed three times with PBS. 1% formaldehyde was added and incubated at room temperature for 10 minutes. The addition of 125 mM glycine then halted the process. The cells were collected by centrifugation at  $300 \times g$  at  $4^{\circ}\text{C}$  and then resuspended it in 1ml ChIP sonication buffer

(10 mM Tris-HCl pH 7.4, 25 mM KCl, 5 mM MgCl<sub>2</sub>) and DNA was sheared by a sonicator to fragment size. Debris from pellet cells were removed by centrifuging at 14,000 × g for 15 minutes at 4 °C. 10% of the supernatant was set aside as input, and the remaining supernatant was incubated with an anti-c-Myc antibody overnight at 4 °C. The corresponding IgG was used as a negative control. The supernatant was mixed with Protein A/G Magnetic Beads and then incubated for 4 hours at 4 °C on a rotary homogenizer. Following that, the beads were washed using the following buffers: low salt buffer (0.1% SDS, 1.0% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), high salt buffer (0.1% SDS, 1.0% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), LiCl wash buffer. Using 300 µL of elution buffer, the sheared DNA was eluted. The products were treated with RNaseA and Proteinase K after the crosslinking was reversed by adding 5 M NaCl (final concentration, 0.2 M) and incubating at 65 °C for the entire night. Using a PCR purification kit (Qiagen, 28024), the immunoprecipitated DNA fragments were recovered and subjected to RT-PCR. The crosslinking was undone by adding 5 M NaCl (final concentration: 0.2 M) and letting it sit at 65 °C for an entire night. The products were then treated with RNaseA and Proteinase K. Quantitative RT-PCR was used to evaluate the immunoprecipitated DNA fragments after isolated using a PCR purification kit (Qiagen, 28024).

### **Gene set enrichment analysis**

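The signal-to-noise of a gene is the difference between the means of the groups divided by the sum of their SDs. With few libraries per group the SD is imprecise, and genes whose replicates happened to lie close together rank high. The GSEA program therefore raises each SD to at least 0.2 times the mean. The recomputed ranking was run both without and with this limit.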

Based on log<sub>2</sub>-fold changes, we used the signal-to-noise measurement derived by GSEA to rank the genes according to their connection with the Scramble (n = 3) and shOGT (n = 3) groups. Gene sets related to the glucose metabolic process were gathered

from the following database: <https://www.gsea-msigdb.org/gsea/index.jsp>.

### **Transcription factors prediction**

The putative transcription factors of PDK2 were scanned using the online bioinformatics tools TRANSFAC (<http://gene-regulation.com/pub/databases.html>) and Animal TFDBI (<http://bioinfo.life.hust.edu.cn/AnimalTFDB/>). For every transcription factor, the sites that had the highest binding score were set aside. Two transcription factors that were chosen were evaluated for their binding scores using JASPAR (<http://jaspar.genereg.net/>).

### **Xenograft model in nude mice and PET/CT imaging**

6-week-old male nude BALB/c mice (n = 5 per group) were randomly and blindly assigned to groups.  $4 \times 10^6$  HT-29 cells were injected into mice flanks. Once a week, the tumors' volume was measured. When tumor diameter reached  $400 \text{ mm}^3$ , 0.15 mCi  $^{18}\text{F}$ -FDG was injected intravenously after starvation for one night. After 1 hour,  $^{18}\text{F}$ -FDG micro-PET-CT scanning (Siemens, Berlin, Germany) was conducted. A pseudocolor map was used to display the PET acquisition images, with red representing a significant absorption of  $^{18}\text{F}$ -FDG. The  $^{18}\text{F}$ -FDG-PET activity was measured using SUVmax and MTV. Tumor samples were gathered and weighed.

### **Immunohistochemistry staining**

Tissue blocks impregnated in paraffin were placed on glass slides that were charged with polylysine. 30 minutes of exposure to 3.0%  $\text{H}_2\text{O}_2$  inhibited endogenous peroxidase

activity. In a citrate buffer (pH 6.0), antigen retrieval was carried out for ten minutes at 100°C. After that, sections were incubated with anti-c-Myc (Servicebio), anti-OGT (Abcam), and anti-PDK2 (Abcam) for an entire night at 4 °C. Following washing, the sections were left at room temperature for two hours and incubated with the matching secondary antibodies. The avidin–biotin complex procedure was carried out using the Vecta-stain ABC kit (Vector labs) in accordance with the instructions. As isotype controls, sections were treated without primary antibodies with immunoglobulins that matched both isotype and concentration. The DAB Elite kit (K3465, DAKO) was used to visualize peroxidase activity, and brown tissue color indicated positive staining. Sections of tumor tissue fixed in paraffin (6 µm thick) were stained with a Ki-67 antibody. The Vecta-stain ABC kit (Vector Labs) was used to perform immunohistochemistry in accordance with the protocol.

### **Statistical analysis**

Figure legends indicate that all measurements were made from separate samples, and no data were left out. The program GraphPad Prism 8.0 was used to analyze the data. The figure legend includes sample sizes. Data are presented as means ± SD. P-values were determined by unpaired two-tailed Student's t-tests. a value of  $P < 0.05$  was considered statistically significant.

### **Materials availability**

265     This work did not produce any novel reagents.

266

267

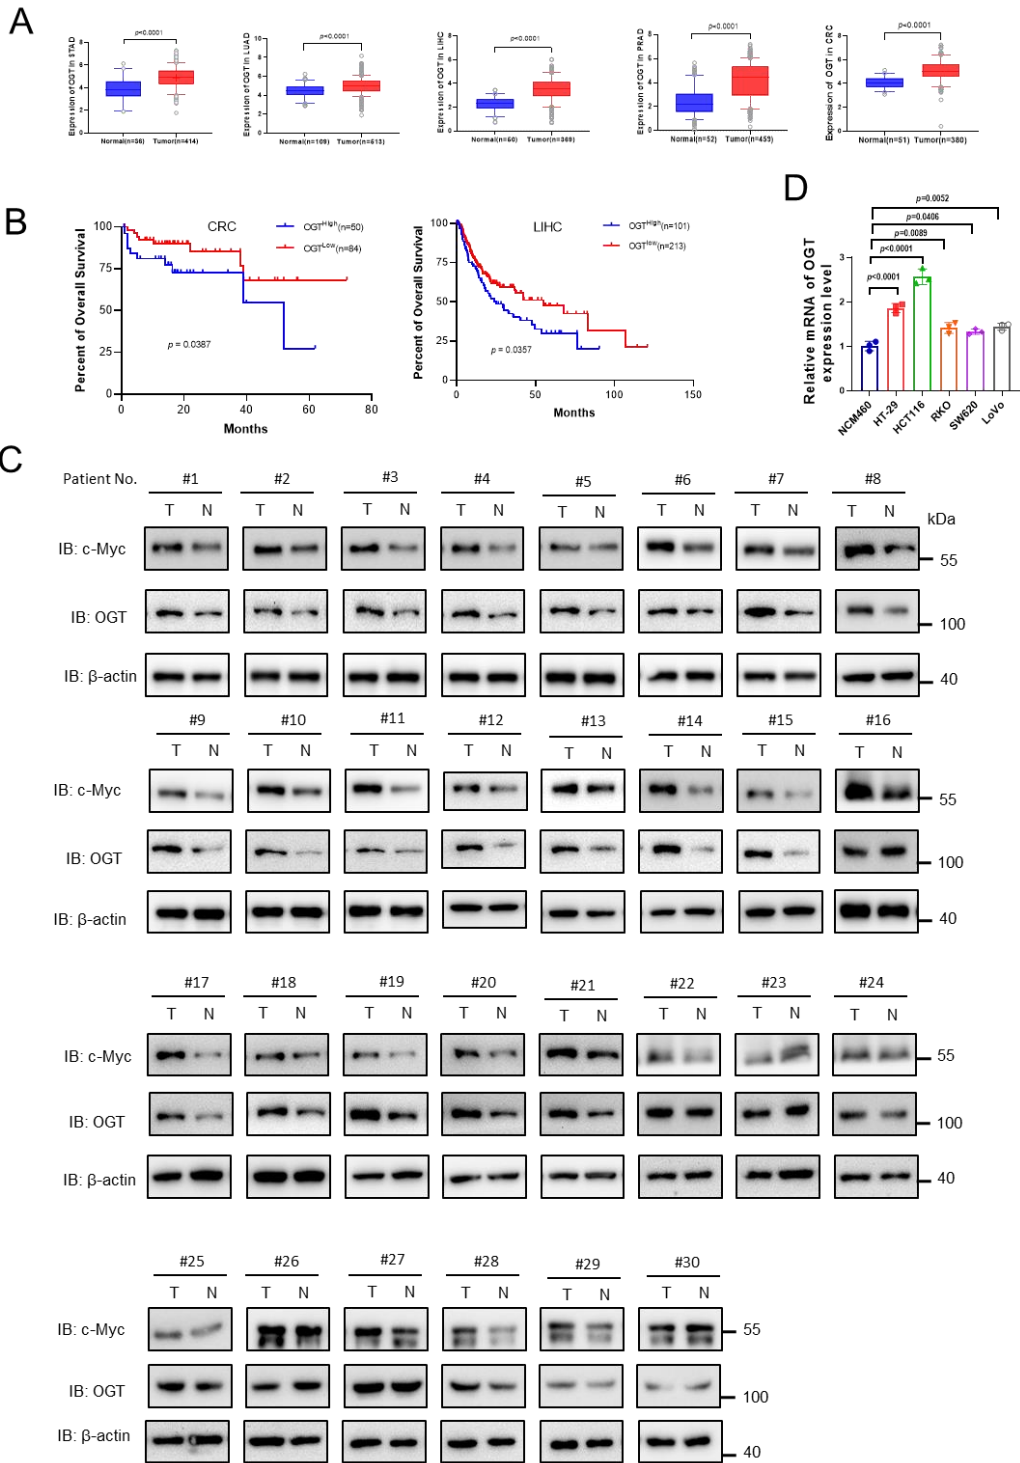

**Figure S1**

(A) The mRNA level of the OGT in the cancer tissues (CRC, STAD, LUAD, LIHC, PRAD) was higher than that matching peritumoral tissues. Gene expression data was downloaded from the TCGA database ( <https://www.cancer.gov/tcga/>).

(B) Kaplan-Meier overall survival curves of patients with CRC of high (n = 50) and low (n = 84) OGT mRNA expressions (stratified by quartile) obtained from the TCGA database (log-rank test). Kaplan-Meier overall survival curves of patients with LIHC of high (n = 101) and low (n = 213) OGT mRNA expressions (stratified by quartile) obtained from the TCGA database (log-rank test).

(C) Immunoblotting analysis of OGT and c-Myc expressions in 30 pairs of human colorectal cancer tissues and matching peritumoral tissues. Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests..

(D) Quantitative PCR analysis was performed to detect the expression of the OGT in a panel of colon cancer cell lines (HT-29, HCT116, RKO, SW620, LoVo) and one normal colon cell lines (NCM460). n = 3; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

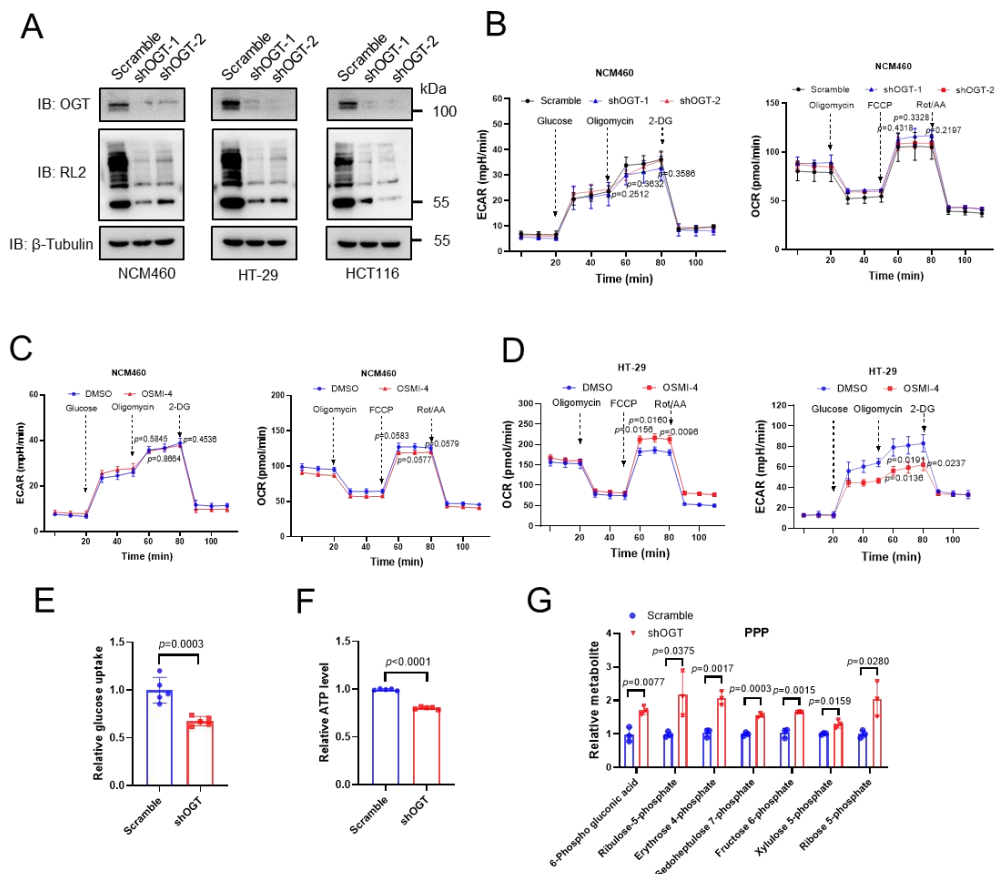

**Figure S2**

(A) Immunoblotting analysis of OGT and RL2 in NCM460, HT-29 and HCT116 cells expressing Scramble or shOGT.

290 (B) The extracellular acidification rate (ECAR) and oxygen consumption rate (OCR)  
291 in NCM460 cells expressing Scramble or shOGT. n = 3; Data are presented as means  
292  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

293 (C-D) The extracellular acidification rate (ECAR) and oxygen consumption rate (OCR)  
294 in NCM460 (C) or HT-29 cells (D) upon OSMI4 treatment. n = 3; Data are presented  
295 as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

296 (E-F) Comparison of glucose uptake (E) and ATP (F) in HT-29 cells expressing  
297 Scramble or shOGT. n = 3; Data are presented as means  $\pm$  SD. P-values were  
298 determined by unpaired two-tailed Student's t-tests.

299 (G) Relative abundance of metabolites derived from PPP HT-29 cells expressing  
300 Scramble or shOGT. n = 3; Data are presented as means  $\pm$  SD. P-values were  
301 determined by unpaired two-tailed Student's t-tests.

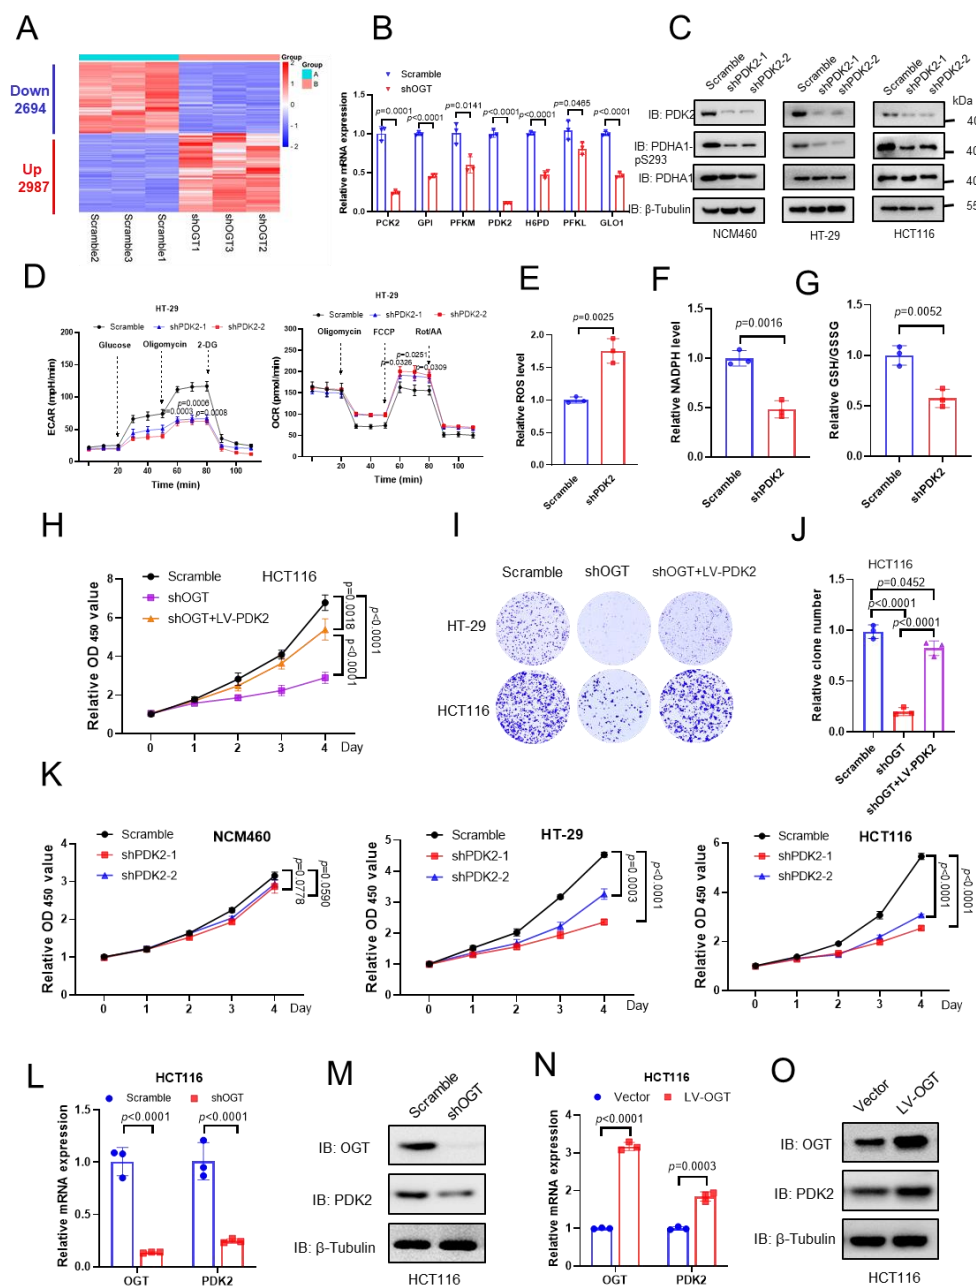

**Figure S3**

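Across the genes of the table, the log2 values of library pairs from the same group had a correlation between 0.978 and 0.987, and pairs from different groups between 0.802 and 0.828. These are correlations across genes, which are not independent replicates, in a table restricted to genes that differ between the groups. Between 7.27% and 7.90% of the genes had no read in a Scramble library, against 1.21% to 1.74% in a shOGT library. The 10 genes with the most reads took 6.60% to 7.23% of the reads in Scramble and 8.74% to 9.21% in shOGT.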

(A) The heatmap showing the genes that were differentially expressed in OGT-knockdown HT-29 cells and control cells.

(B) Quantitative PCR analysis was performed to detect the expression of the downregulated genes in glucose metabolism from the RNA-seq analysis in HT-29.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(C) Immunoblotting analysis of PDH phosphorylation in NCM460, HT-29 and HCT116 cells expressing Scramble or shPDK2.

(D) The extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) in HT-29 cells infected with Scramble or shPDK2.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(E-G) Analysis of ROS (E), NADPH (F), GSH/GSSG (G) in HT-29 cells expressing Scramble or shPDK2.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(H) Cell proliferation of HCT116 cells expressing scramble, shOGT or shOGT with PDK2 overexpression.  $n = 5$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(I) Representative images of HT-29 and HCT116 cell clones staining with crystal violet.

(J) Statistical analyses of relative clone numbers in HCT116 cells expressing Scramble, shOGT or shOGT with PDK2 overexpression.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(K) Cell proliferation of NCM460, HT-29, HCT116 cells upon PDK2 knockdown.  $n = 5$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(L-M) Quantitative PCR analysis (L) and immunoblotting analysis (M) of PDK2 expression in HCT116 cells expressing scramble or shOGT.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(N-O) Quantitative PCR analysis (N) and immunoblotting analysis (O) of PDK2 expression in HCT116 cells expressing control vector or LV-OGT.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

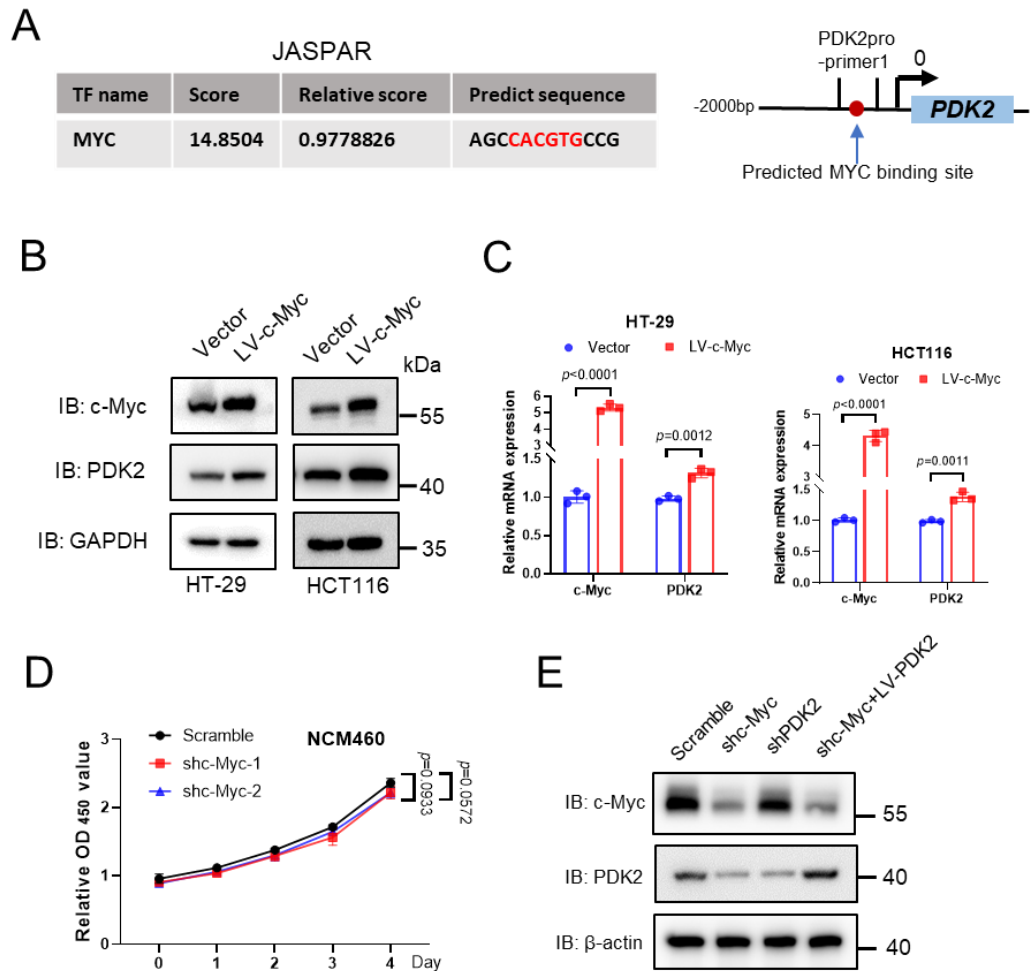

**Figure S4**

(A) Schematic illustration of the potential binding sites of c-Myc on the promoter of PDK2.

(B-C) Quantitative PCR analysis (B) and immunoblotting analysis (C) of PDK2 expression in HT-29 and HCT116 cells expressing control vector or LV-c-Myc.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(D) Cell proliferation of NCM460 cells upon c-Myc knockdown with small hairpin RNAs (shRNA) ( $n = 5$  independent assays). c-Myc was depleted in the indicated cells with two independent shRNAs (1 and 2).  $n = 5$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(E) Immunoblotting analysis of PDK2 and c-Myc expression in HT-29 infected with Scramble, shc-Myc, shPDK2 or shc-Myc with PDK2 overexpression.

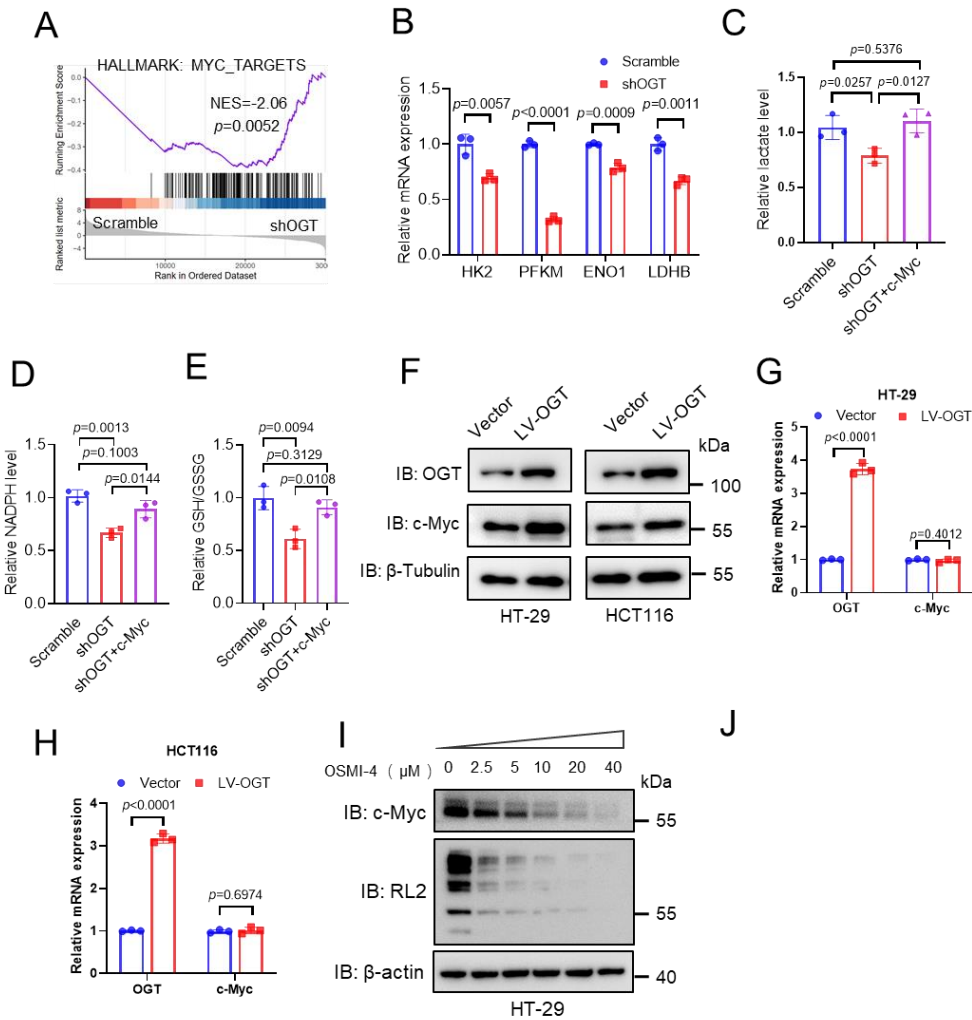

**Figure S5**

(A) GSEA analysis of OGT-regulated gene signature versus c-Myc-targeted pathway.

(B) Quantitative PCR analysis of HK2, PFKM, ENO1 and LDHB in HT-29 cells upon OGT knockdown.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(C-E) Comparison of lactate (C), NADPH (D), GSH/GSSG (E) in HT-29 cells infected with scramble, shOGT or shOGT reconstituted with c-Myc expression.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(F-H) Immunoblotting analysis (F) and quantitative PCR analysis (G and H) of c-Myc and OGT expression in HT-29 and HCT116 cells expressing control vector or LV-OGT.

n = 3; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(I) Immunoblotting analysis of c-Myc expression upon treatment with different concentrations of OSMI-4.

(J) Quantitative PCR analysis of c-Myc mRNA expression upon treatment with DMSO, OSMI-4 and TMG. n = 3; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

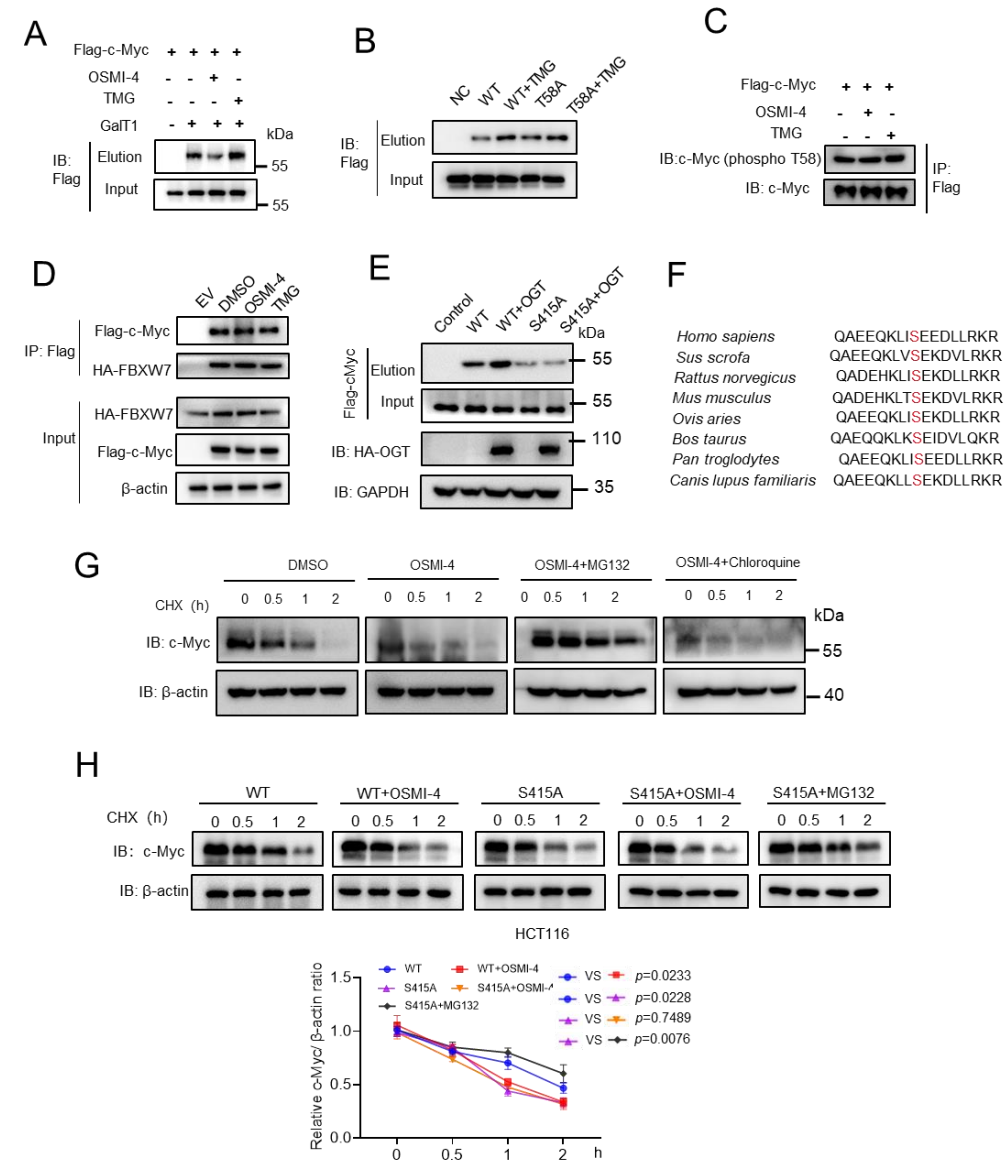

**Figure S6**

(A) Immunoblotting analysis of c-Myc O-GlcNAcylation upon treatment with DMSO, OSMI-4 and TMG.

372 (B) Immunoblotting analysis of WT and T58A c-Myc O-GlcNAcylation in HT29 cells  
373 in the presence or absence of TMG treatment.

374 (C) Immunoblotting analysis of T58 c-Myc phosphorylation in HT29 cells upon  
375 treatment with DMSO, OSMI-4 and TMG.

376 (D) Analysis of c-Myc-FBXW7 interaction in HT29 cells overexpressing WT Flag-  
377 tagged c-Myc and HA-tagged FBXW7 upon treatment with DMSO, OSMI-4 and TMG.  
378 Immunoprecipitation was performed using Flag-tagged antibody. Immunoblotting  
379 analyses were performed with the indicated antibodies.

380 (E) Immunoblotting analysis of WT and T415A c-Myc O-GlcNAcylation in HT29 cells  
381 with or without OGT expression.

382 (F) Comparison of amino acid sequences containing the glycosylation site among  
383 different species.

384 (G) Immunoblotting analysis of c-Myc levels in HT-29 cells by CHX treatment in the  
385 presence of inhibitors for proteasome (MG132) or lysosome (chloroquine).

386 (H) Immunoblotting analysis of c-Myc levels in HCT116 cells with c-Myc knockdown  
387 and reconstituted expression of shRNA-resistant WT, S415A c-Myc by CHX treatment  
388 in the presence of inhibitors for OGT (OSMI4) and proteasome (MG132).

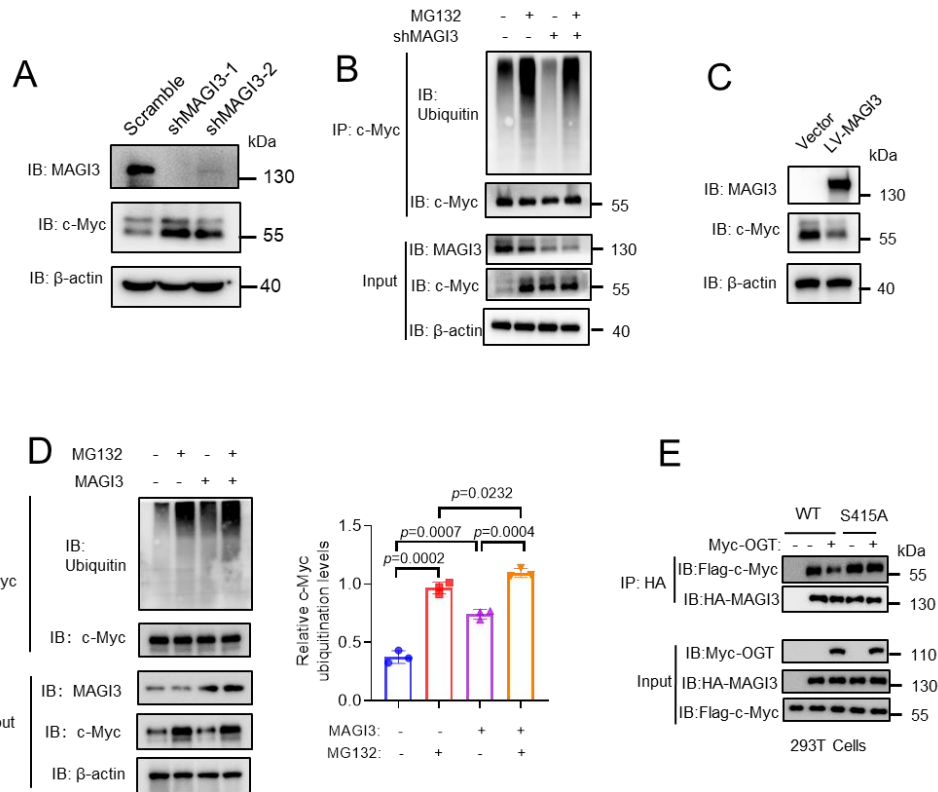

**Figure S7**

(A-D) Immunoblotting analysis of c-Myc protein expression and c-Myc ubiquitination in HT-29 cells knocked down MAGI3 (A and B) and over-expressed MAGI3 (C and D). Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

(E) Analysis of c-Myc-MAGI3 interaction in 293T cells overexpressing WT or S415A Flag-tagged c-Myc and HA-tagged MAGI3 with or without OGT overexpression. Immunoprecipitation was performed using HA-tagged antibody. Immunoblotting analyses were performed with the indicated antibodies.

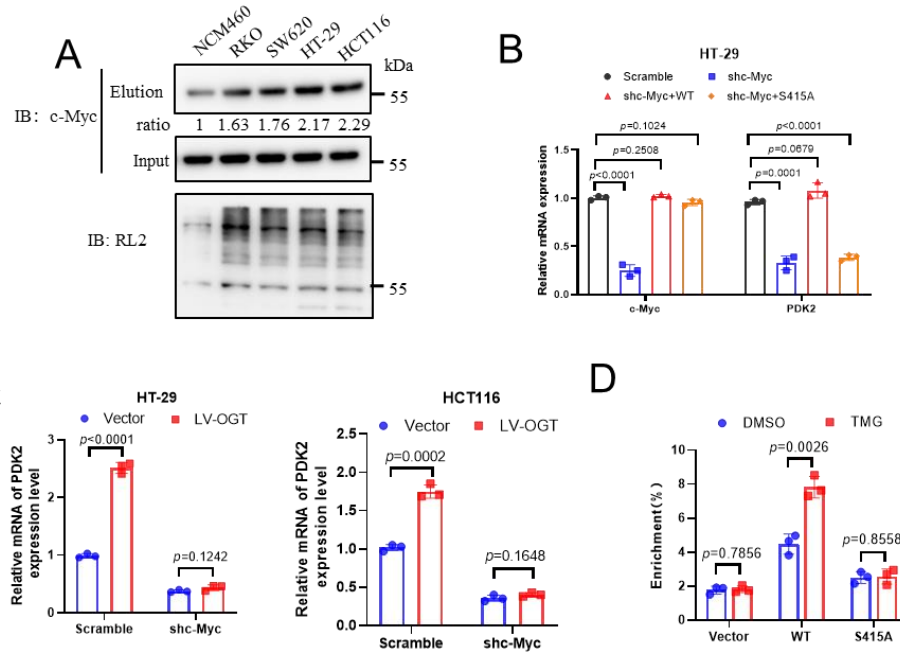

**Figure S8**

(A) Immunoblotting analysis of c-Myc glycosylation in NCM460 and CRC cells (RKO, SW620, HT-29 and HCT116).

(B) Quantitative PCR analysis of c-Myc and PDK2 expression in HT-29 cells with c-Myc knockdown and reconstituted expression of shRNA-resistant WT, S415A c-Myc in the presence or absence of OGT overexpression.

(C) Quantitative PCR analysis of PDK2 expression in HT-29 cells expressing Scramble or shc-Myc with or without OGT overexpression.

(D) ChIP-qPCR analysis of c-Myc binding to PDK2 promoter in HT-29 cells with c-Myc knockdown and reconstituted expression of shRNA-resistant WT, S415A c-Myc upon TMG treatment. Ectopic c-Myc was pulled down by the anti-c-Myc antibody.  $n = 3$ ; Data are presented as means  $\pm$  SD. P-values were determined by unpaired two-tailed Student's t-tests.

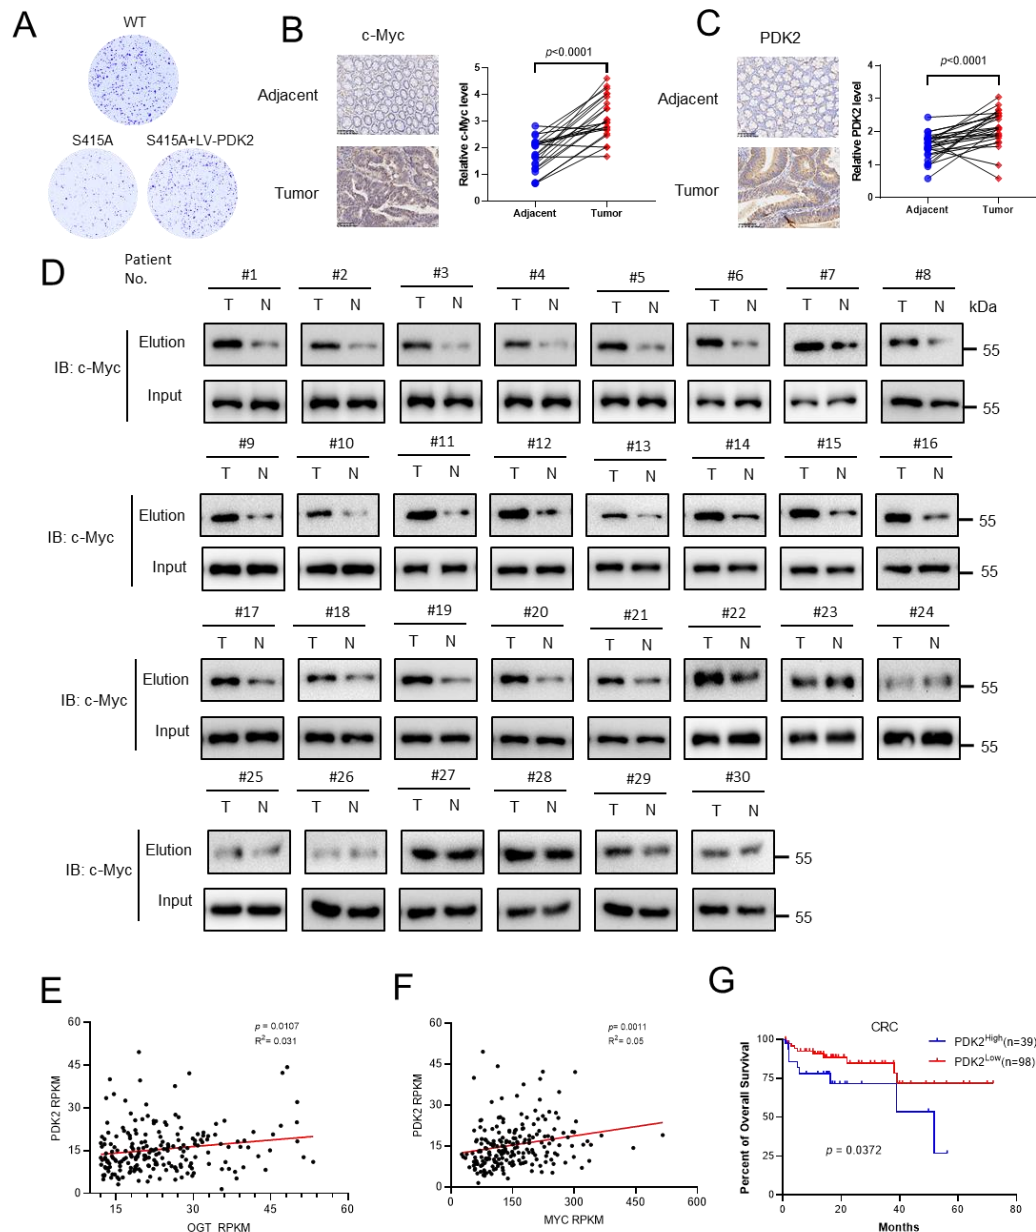

**Figure S9**

(A) Representative images of HT-29 cell clones staining with crystal violet.

(B-C) Immunohistochemical analysis of PDK2(B) and c-Myc (C) expression in CRC tissues and the matched peritumoral tissues (n = 30 pairs). Quantification of PDK2 and c-Myc levels were shown.

(D) Immunoblotting analysis of c-Myc glycosylation in CRC tissues and the matched peritumoral tissues (n = 30 pairs).

(E-F) Analysis of the correlation of mRNA expression of OGT- PDK2 (E) and c-Myc -PDK2 (F) in CRC patients from The Cancer Genome Atlas (TCGA) database.

423 (G) Kaplan–Meier survival curves were analyzed and compared between patients with  
424 low (n = 98) and high (n = 39) levels of PDK2 in CRC patients from The Cancer  
425 Genome Atlas (TCGA) database. Subgroups with high- or low-PDK2 expression were  
426 sorted according to the TPM gene expression standard values.  
427

# Supplementary material for: The OGT–c-Myc–PDK2 axis rewires the TCA cycle and promotes colorectal tumor growth
**Source:** Cell Death Differ. 2024 May 22;31(9):1157–69. doi: 10.1038/s41418-024-01315-4
**Supplement:** Supplementary file 2 — Supplementary Table

| <b>Supplementary Table 1: Information about antibodies used in this study.</b> |                           |             |                 |
|--------------------------------------------------------------------------------|---------------------------|-------------|-----------------|
| <b>Antibody</b>                                                                | <b>Brand</b>              | <b>Cat#</b> | <b>Dilution</b> |
| anti-OGT                                                                       | Abcam                     | ab177941    | 1:1000          |
| anti-RL2                                                                       | Abcam                     | ab2739      | 1:1000          |
| c-Myc                                                                          | Cell Signaling Technology | # 9402      | 1:1000          |
| PDK2                                                                           | Abcam                     | ab68164     | 1:1000          |
| MAGI3                                                                          | Santa Cruz                | sc-136471   | 1:200           |
| PDHA1                                                                          | Abcam                     | ab168379    | 1:1000          |
| PDHA1(phospho-Ser293)                                                          | Abcam                     | ab177461    | 1:1000          |
| anti-HA                                                                        | Cell Signaling Technology | #3724       | 1:1000          |
| Anti-Ubiquitin                                                                 | Abcam                     | ab134953    | 1:1000          |
| anti-Flag                                                                      | Abcam                     | ab125243    | 1:1000          |
| anti- $\beta$ -actin                                                           | Proteintech               | HRP-60008   | 1:1000          |
| anti- $\beta$ -Tubulin                                                         | Abcam                     | ab6160      | 1:1000          |
| GAPDH                                                                          | Proteintech               | HRP-60004   | 1:1000          |
| Streptavidin                                                                   | Proteintech               | SA00001-0   | 1:1000          |
| c-Myc(phospho-T58)                                                             | Abcam                     | ab185655    | 1:1000          |

**Supplementary Table 2: Sequences of primers used in this study.**

| Primers           | Sequences(5' to 3')                                         |
|-------------------|-------------------------------------------------------------|
| β-actin-F         | GAGAGCGCCCAGGCTATTT                                         |
| β-actin-R         | CTCCTTAATGTACGCACGAT                                        |
| OGT-F             | TCCTGATTTGTACTGTGTTTCGC                                     |
| OGT-R             | AAGCTACTGCAAAGTTCGGTT                                       |
| PDK2-F            | ATGAAAGAGATCAACCTGCTTCC                                     |
| PDK2-R            | GGCTCTGGACATACCAGCTC                                        |
| c-Myc-F           | GGCTCCTGGCAAAAGGTCA                                         |
| c-Myc-R           | CTGCGTAGTTGTGCTGATGT                                        |
| PCK2-F            | GCCATCATGCCGTAGCATC                                         |
| PCK2-R            | AGCCTCAGTTCCATCACAGAT                                       |
| GPI-F             | CCGCGTCTGGTATGTCTCC                                         |
| GPI-R             | CCTGGGTAGTAAAGGTCTTGGA                                      |
| PFKM-F            | AGCGTTTCGATGATGCTTCAG                                       |
| PFKM-R            | GGAGTCGTCCTTCTCGTTCC                                        |
| H6PD-F            | GCAGAGCACAAGGATCAGTTC                                       |
| H6PD-R            | GGCAGCTACTGTTGATGTTGC                                       |
| PFKL-F            | GGCTTCGACACCCGTGTAA                                         |
| PFKL-R            | CGTCAAACCTCTTGTCATCCA                                       |
| GLO1-F            | AGCAGACCATGCTACGAGTGA                                       |
| GLO1-R            | GAGAGCGCCCAGGCTATTT                                         |
| shOGT-1F          | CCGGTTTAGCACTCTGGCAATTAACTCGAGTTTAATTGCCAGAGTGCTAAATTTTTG   |
| shOGT-1R          | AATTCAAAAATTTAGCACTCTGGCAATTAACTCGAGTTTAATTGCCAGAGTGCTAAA   |
| shOGT-2F          | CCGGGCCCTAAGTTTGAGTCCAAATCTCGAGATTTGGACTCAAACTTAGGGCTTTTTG  |
| shOGT-2R          | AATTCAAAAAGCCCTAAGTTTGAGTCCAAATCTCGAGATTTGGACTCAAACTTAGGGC  |
| shPDK2-1F         | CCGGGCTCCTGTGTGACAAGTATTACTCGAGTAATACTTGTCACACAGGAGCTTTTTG  |
| shPDK2-1R         | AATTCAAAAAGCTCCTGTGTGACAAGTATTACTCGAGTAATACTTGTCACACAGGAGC  |
| shPDK2-2F         | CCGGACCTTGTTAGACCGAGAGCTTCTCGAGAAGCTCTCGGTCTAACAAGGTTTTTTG  |
| shPDK2-2R         | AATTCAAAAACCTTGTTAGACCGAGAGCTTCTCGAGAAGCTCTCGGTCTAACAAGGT   |
| shc-Myc-1F        | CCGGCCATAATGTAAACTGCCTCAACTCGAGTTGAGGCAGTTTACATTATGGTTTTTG  |
| shc-Myc-1R        | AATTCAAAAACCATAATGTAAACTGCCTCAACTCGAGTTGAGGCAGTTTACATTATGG  |
| shc-Myc-2F        | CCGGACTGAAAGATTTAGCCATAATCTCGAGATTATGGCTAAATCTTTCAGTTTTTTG  |
| shc-Myc-2R        | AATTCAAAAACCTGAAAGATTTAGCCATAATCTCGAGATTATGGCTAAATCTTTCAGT  |
| Scramble-F        | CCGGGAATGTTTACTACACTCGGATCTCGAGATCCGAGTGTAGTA AACATTCTTTTTG |
| Scramble-R        | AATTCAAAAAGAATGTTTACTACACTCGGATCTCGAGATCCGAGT GTAGTAAACATTC |
| c-Myc-T58A-F      | TGCTGCCCCGCCCCGCCCCCTGTCCCCCTA                              |
| c-Myc-T58A-R      | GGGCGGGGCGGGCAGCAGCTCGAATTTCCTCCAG                          |
| c-Myc-S136/139A-F | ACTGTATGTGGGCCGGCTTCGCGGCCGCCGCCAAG                         |
| c-Myc-S136/139A-R | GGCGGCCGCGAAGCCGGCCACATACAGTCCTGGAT                         |

|                    |                                        |
|--------------------|----------------------------------------|
| c-Myc-S159A-F      | CGCAAAGACGCCGGCAGCCCGAACCCCG           |
| c-Myc-S159A -R     | GGGCTGCCGGCGTCTTTGCGCGCAGCCTG          |
| c-Myc-S314/315A -F | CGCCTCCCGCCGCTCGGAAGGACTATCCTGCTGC     |
| c-Myc-S314/315A -R | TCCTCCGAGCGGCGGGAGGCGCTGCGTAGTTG       |
| c-Myc-S415A-F      | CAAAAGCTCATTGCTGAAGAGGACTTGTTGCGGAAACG |
| c-Myc-S415A-R      | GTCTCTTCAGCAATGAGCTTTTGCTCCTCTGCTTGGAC |
| PDK2pro-P1-F       | CGGCAAAGCGTGGGTAA                      |
| PDK2pro-P1-R       | GCCAATCGGCTCGTCATG                     |

# Supplementary material for: The OGT–c-Myc–PDK2 axis rewires the TCA cycle and promotes colorectal tumor growth
**Source:** Cell Death Differ. 2024 May 22;31(9):1157–69. doi: 10.1038/s41418-024-01315-4

**Figure1C**

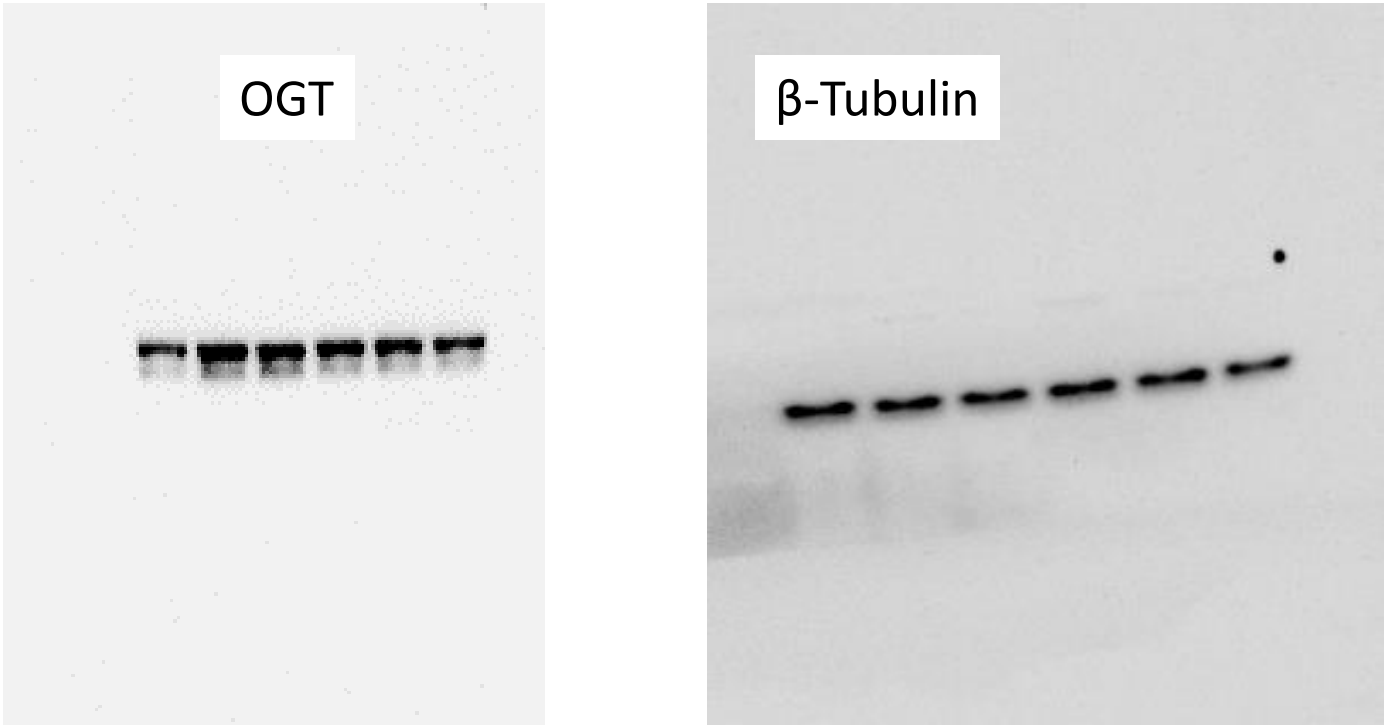

**Figure2K**

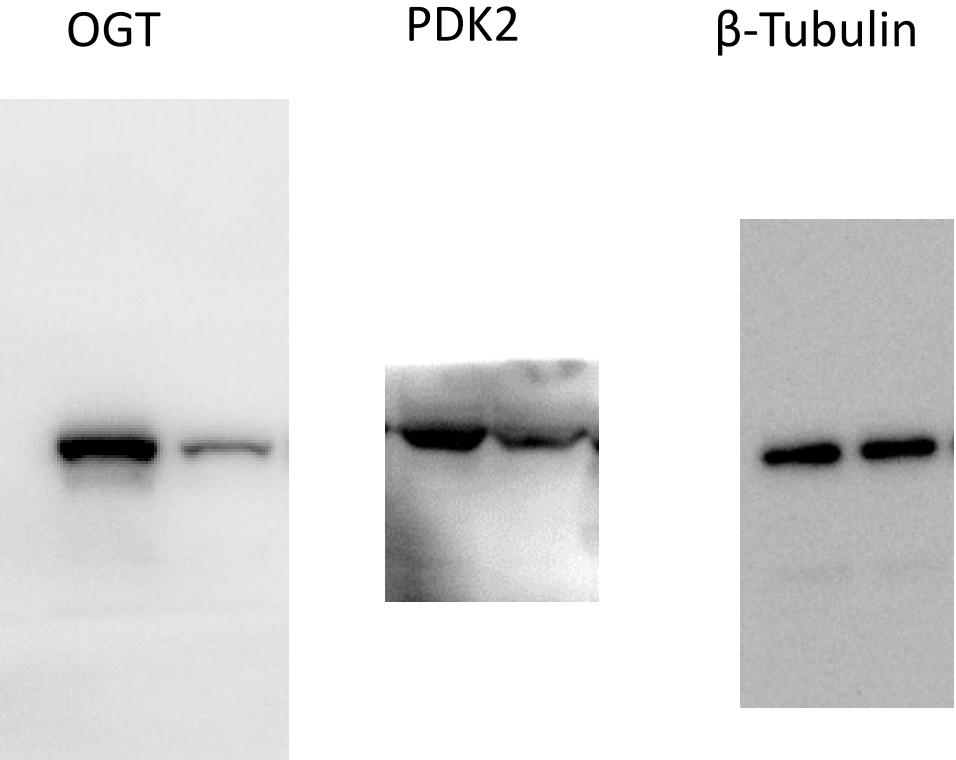

**Figure2M**

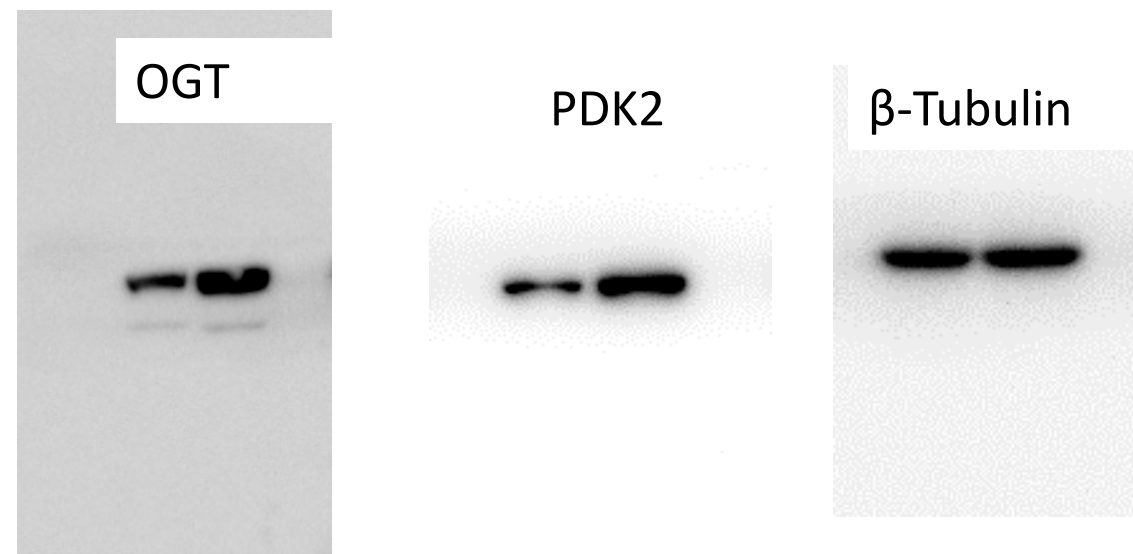

**Figure3B**

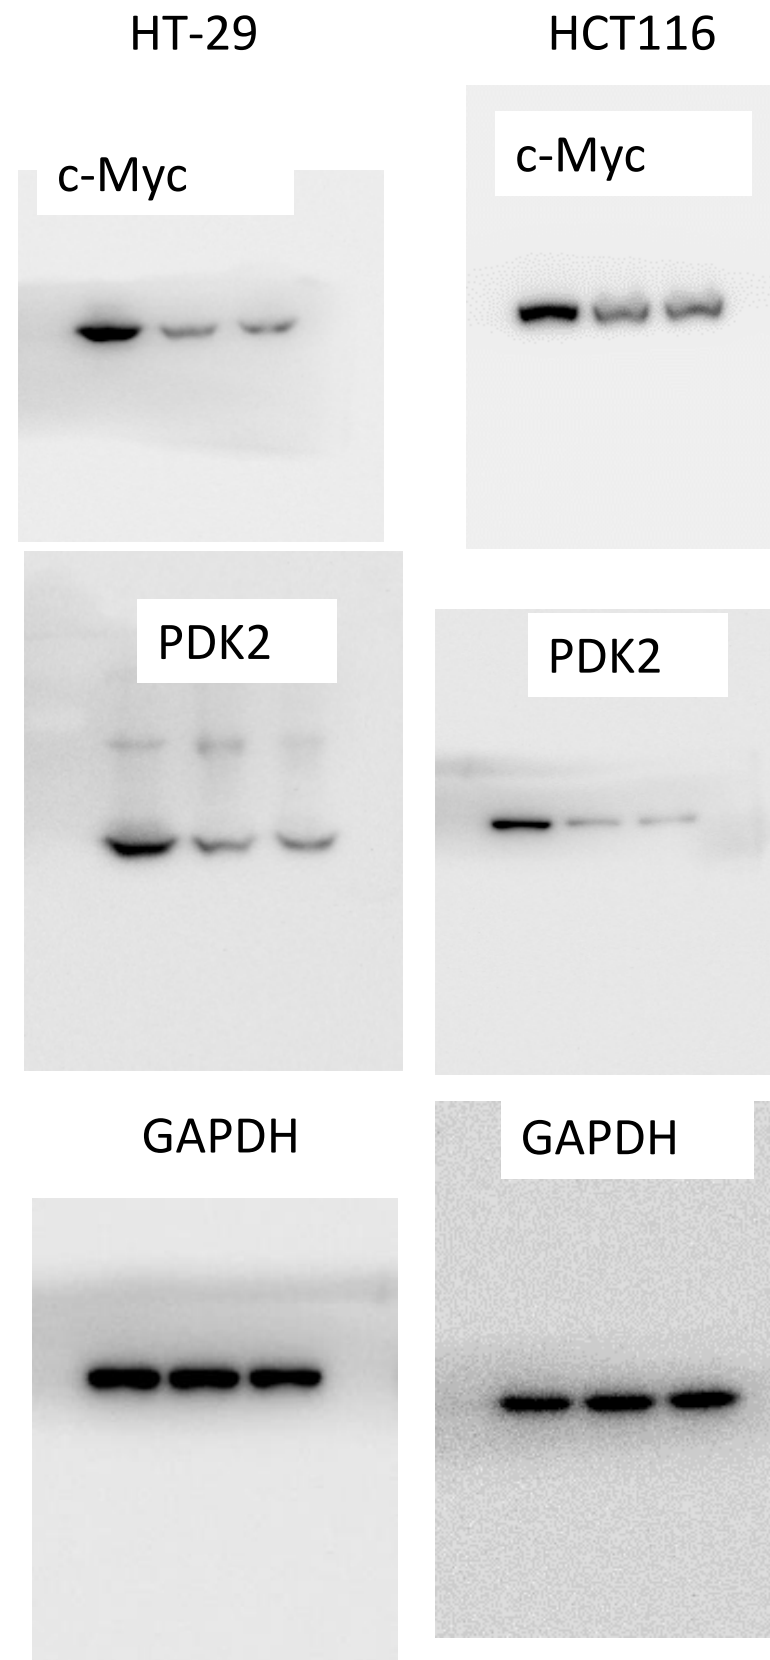

**Figure4A**

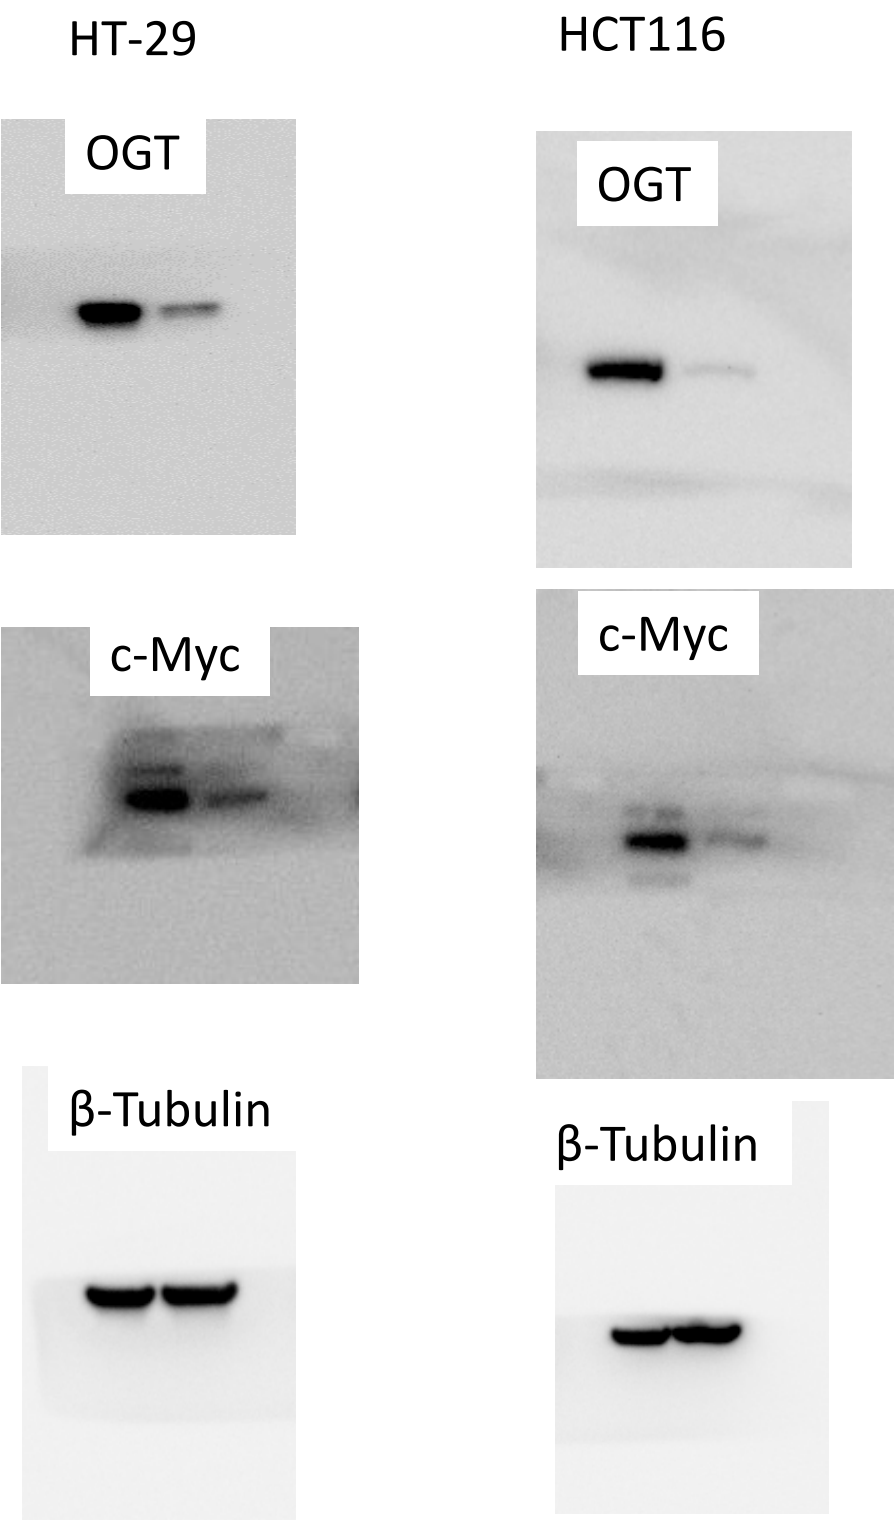

Figure4C

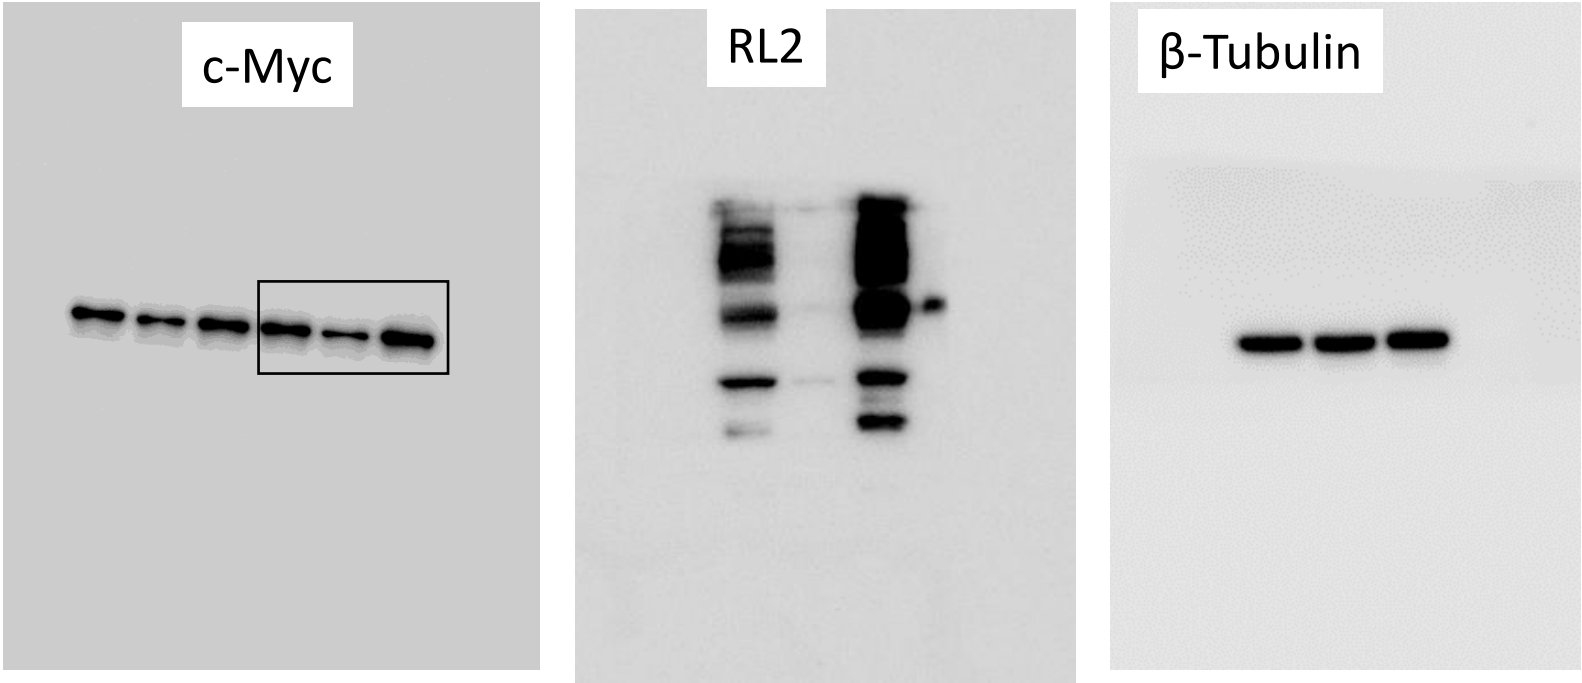

**Figure4E**

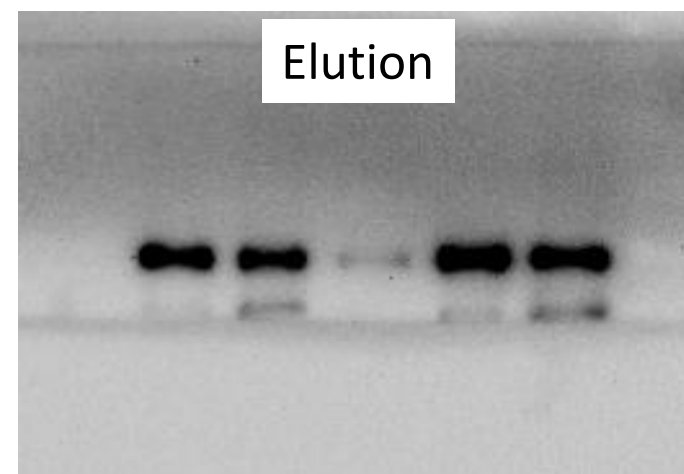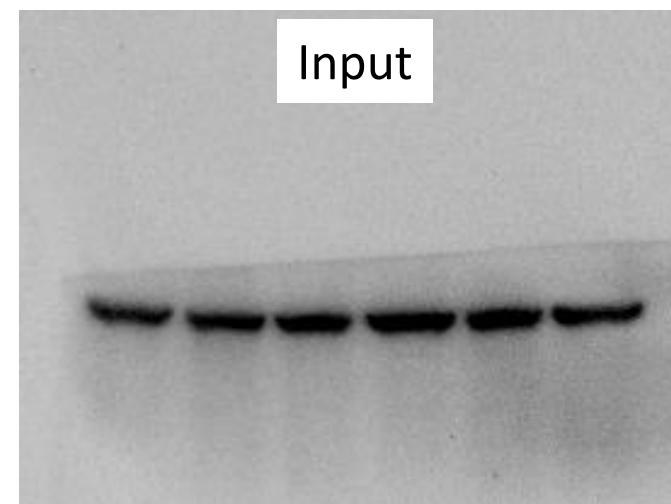

**Figure4F**

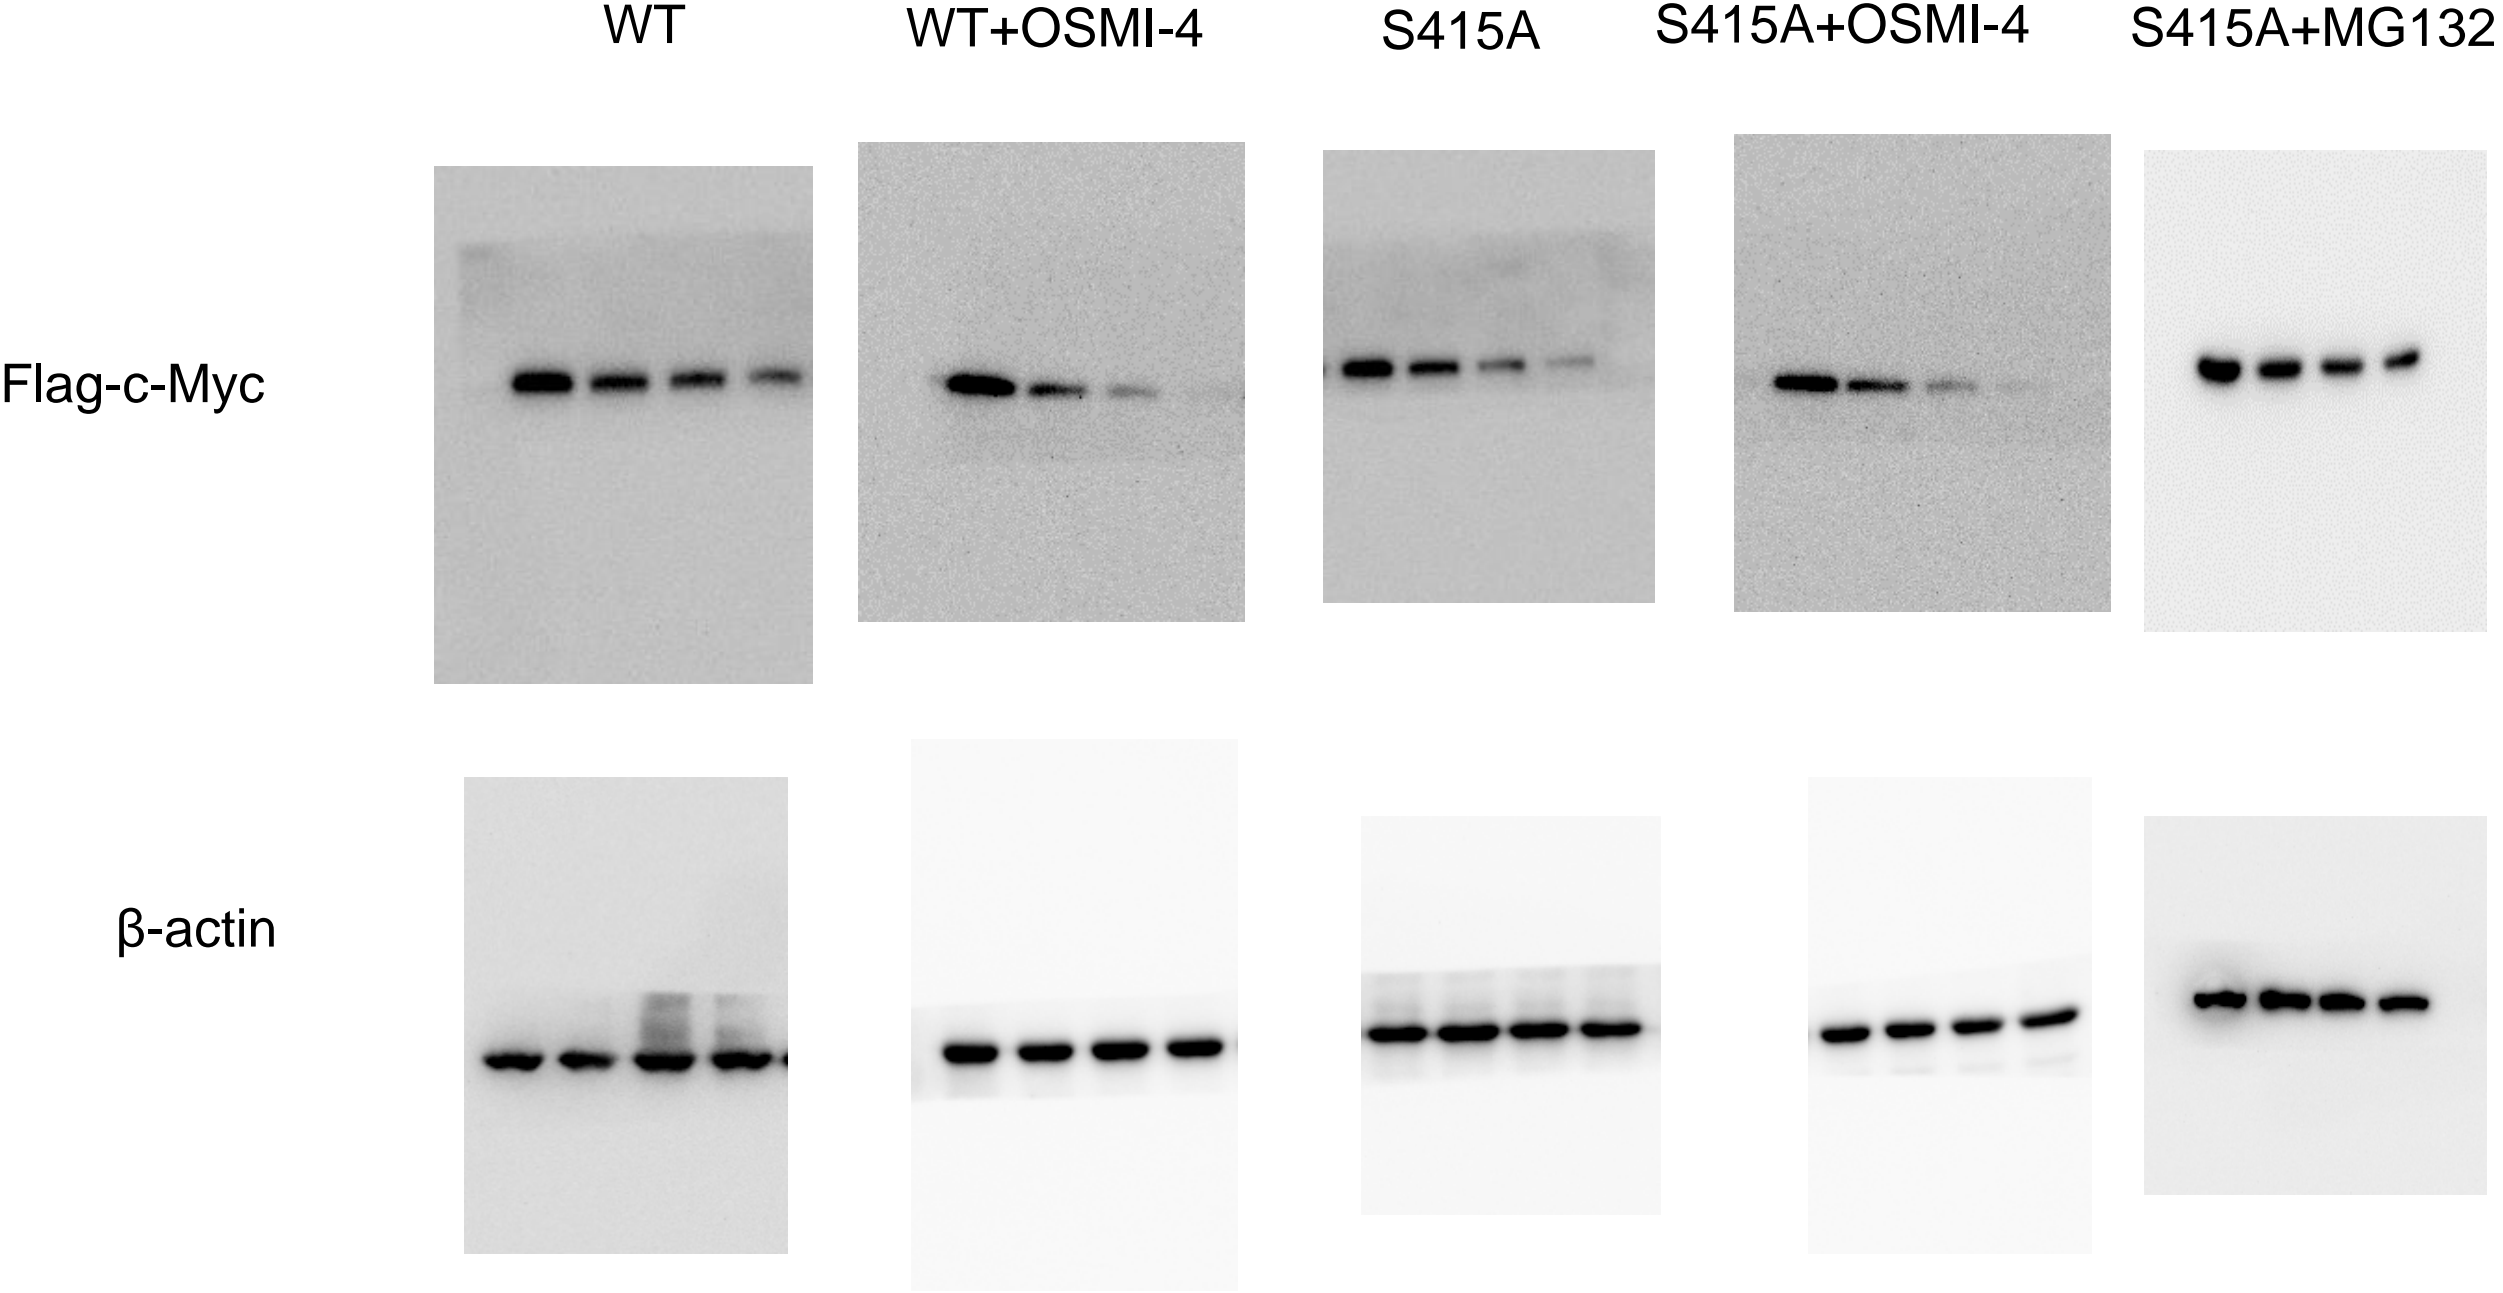

**Figure4G**

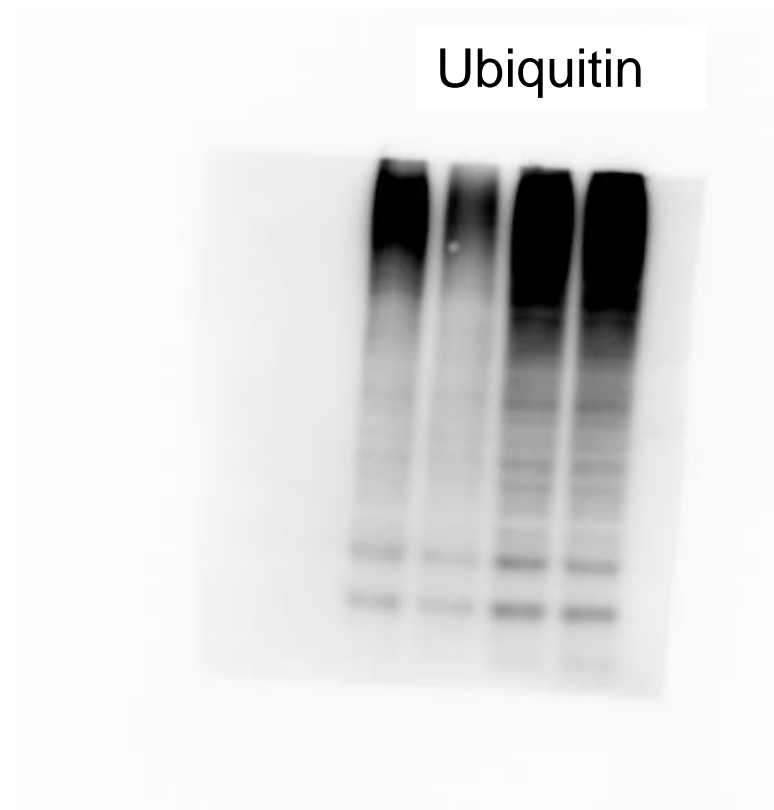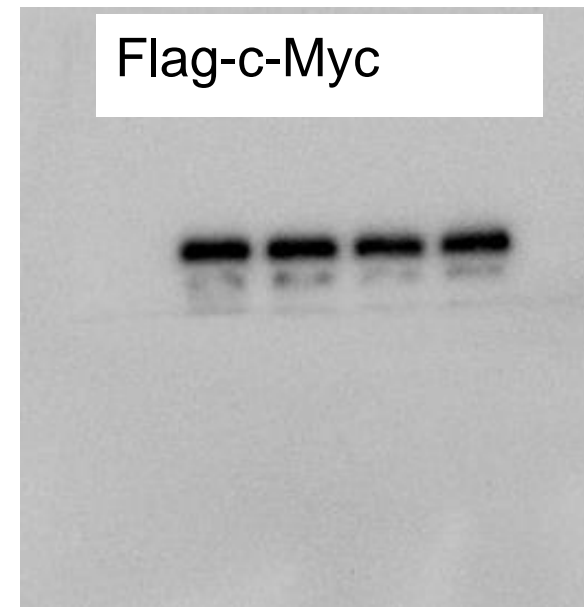

**Figure4H**

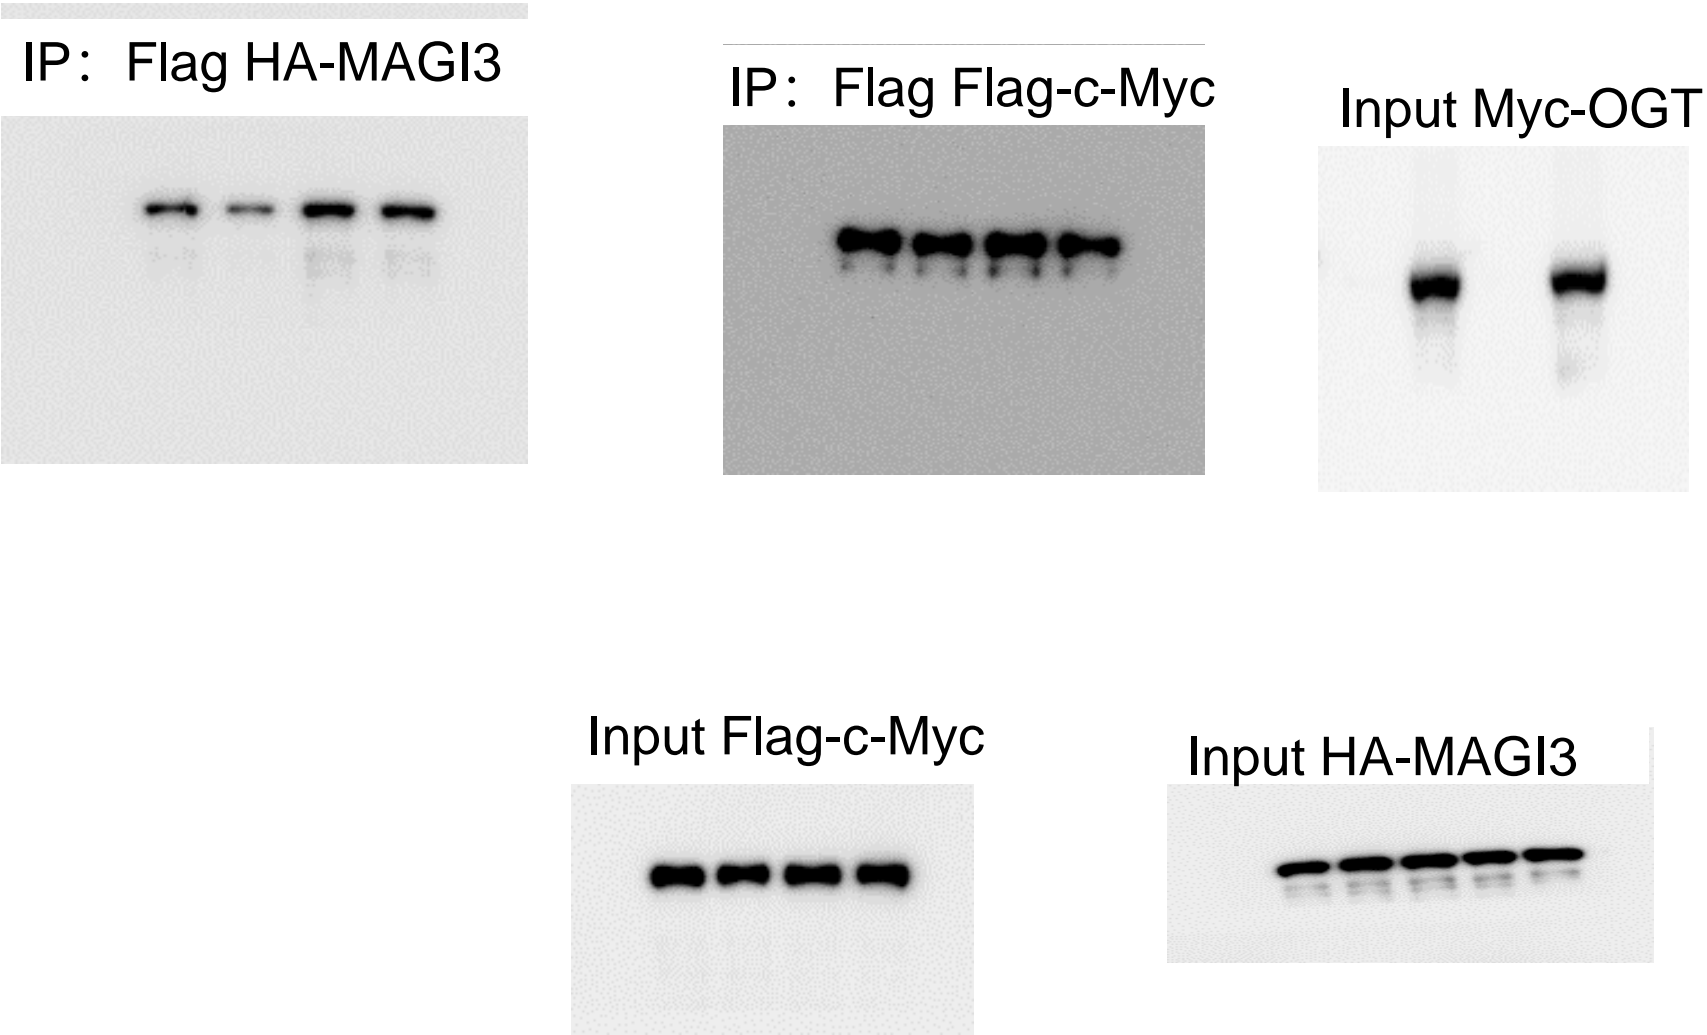

Figure4I

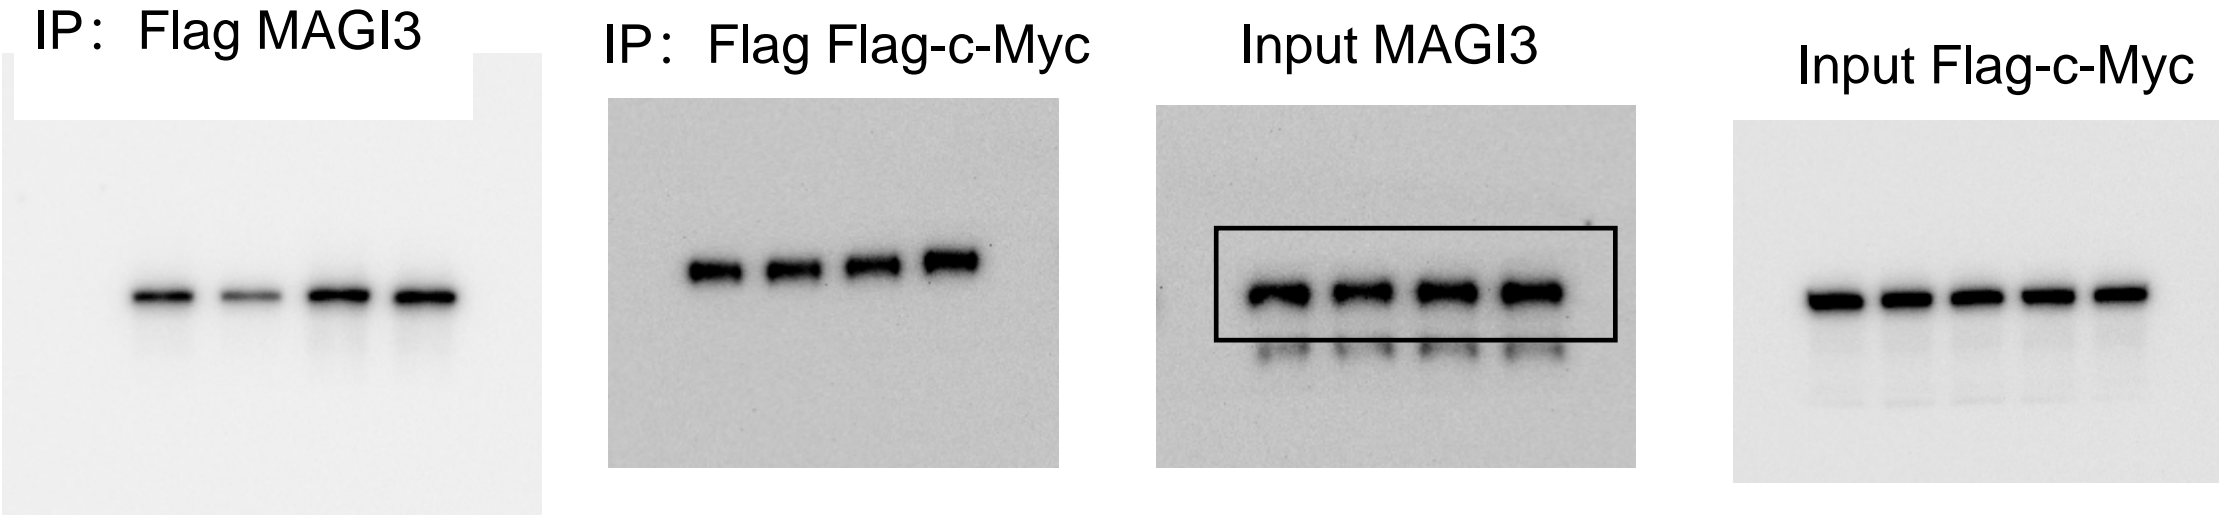

**Figure5A**

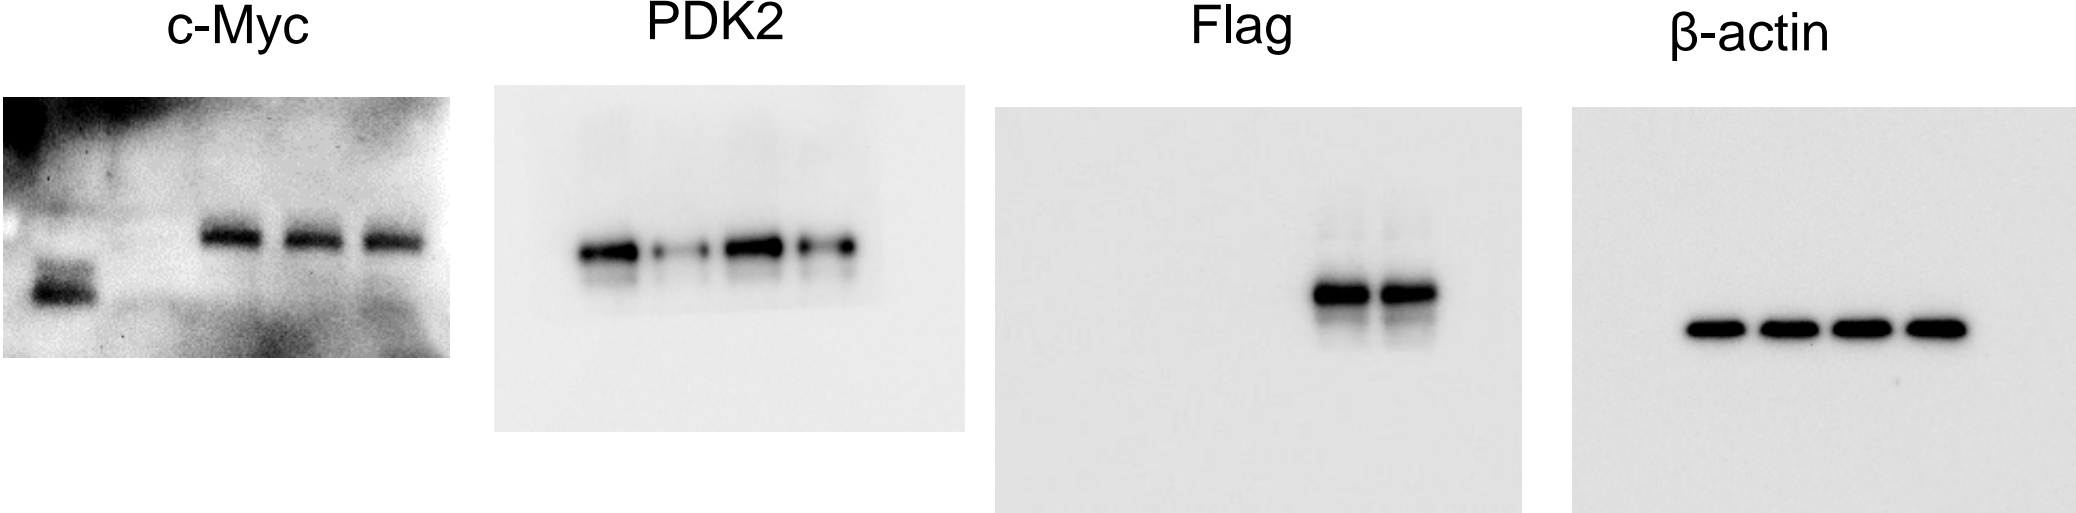

Figure5D

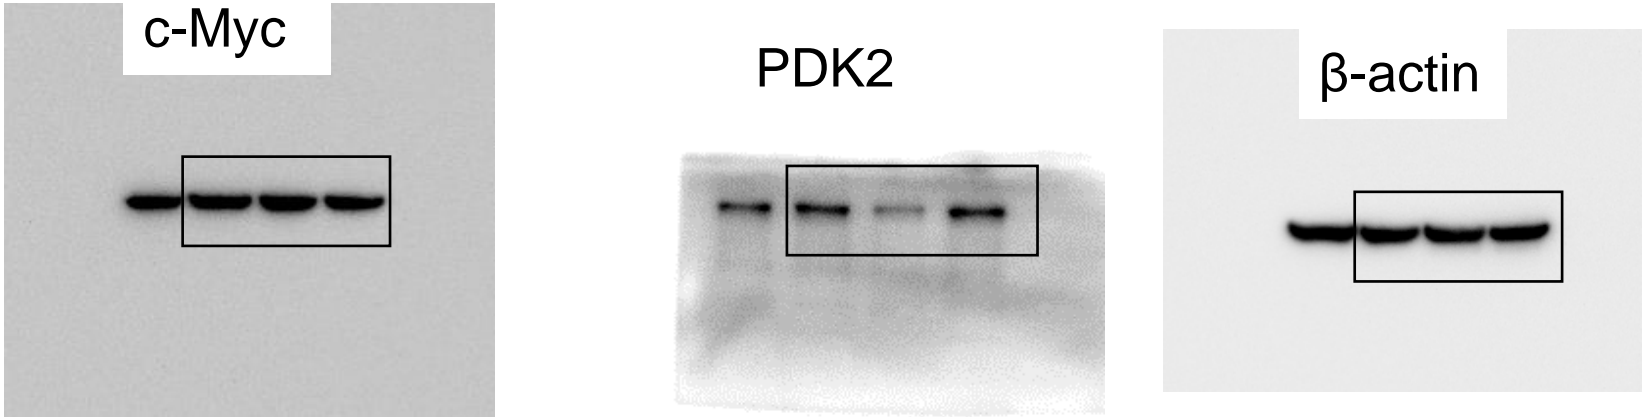

### FigureS1C

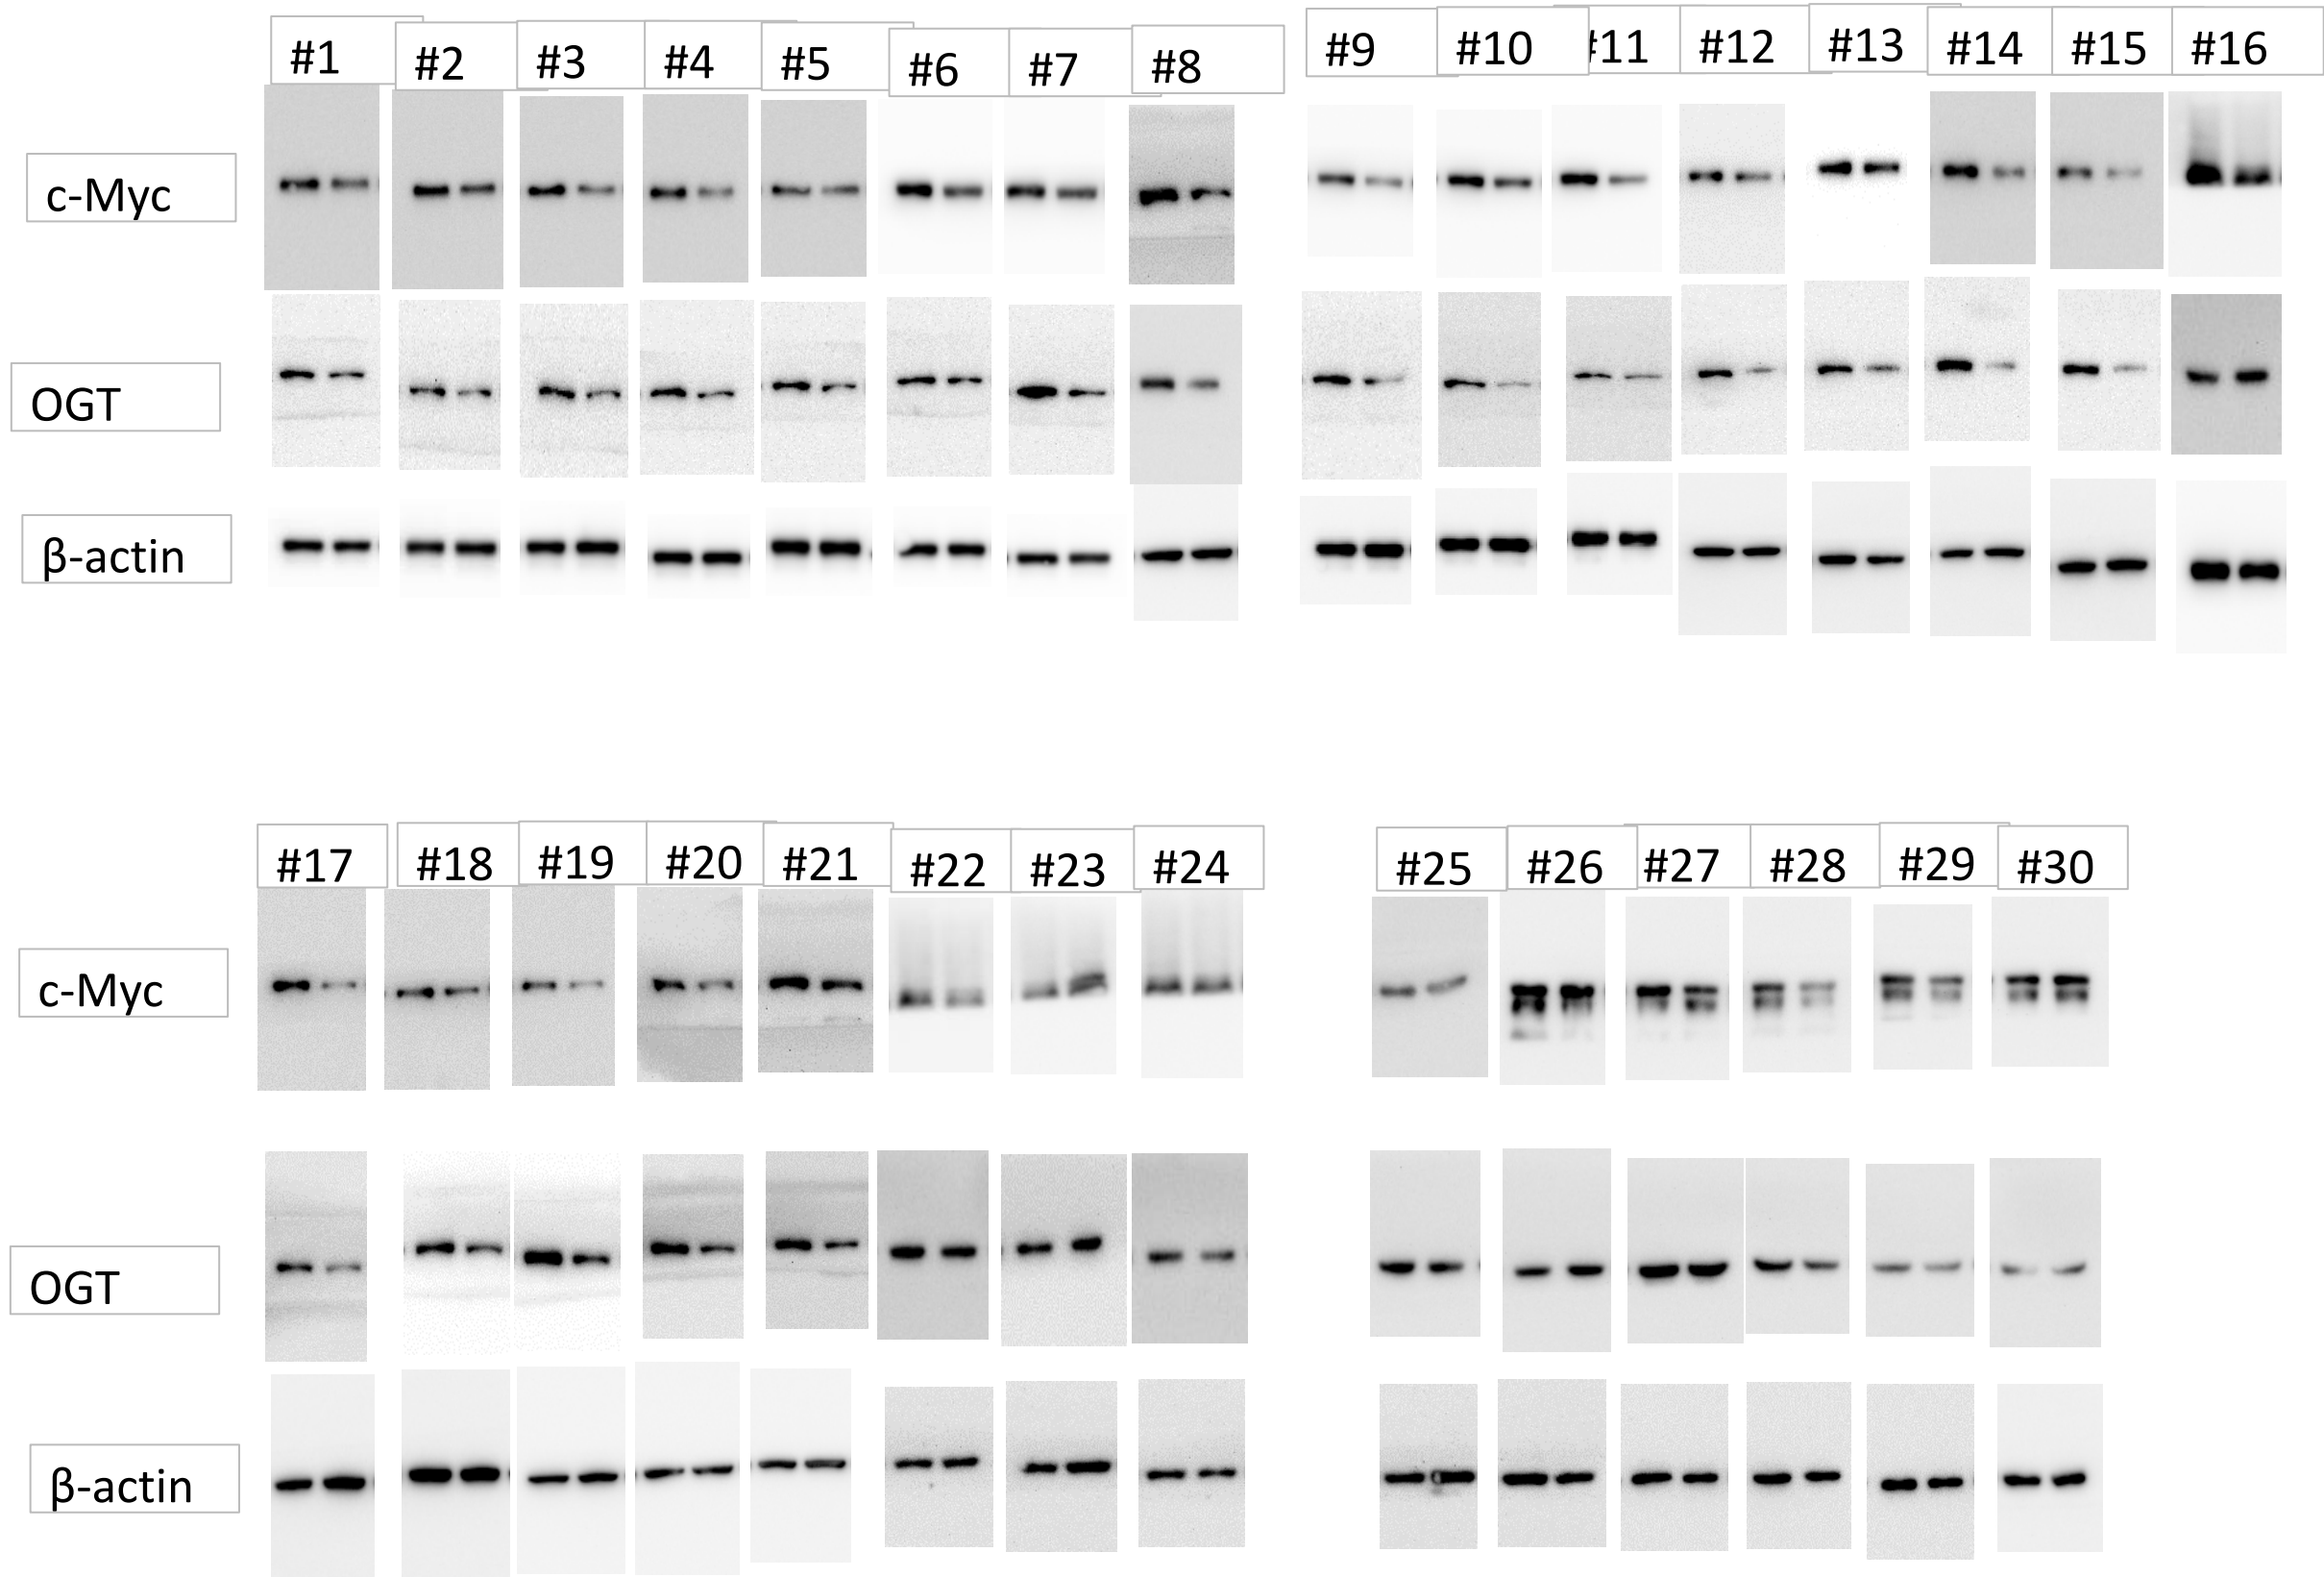

FigureS2A

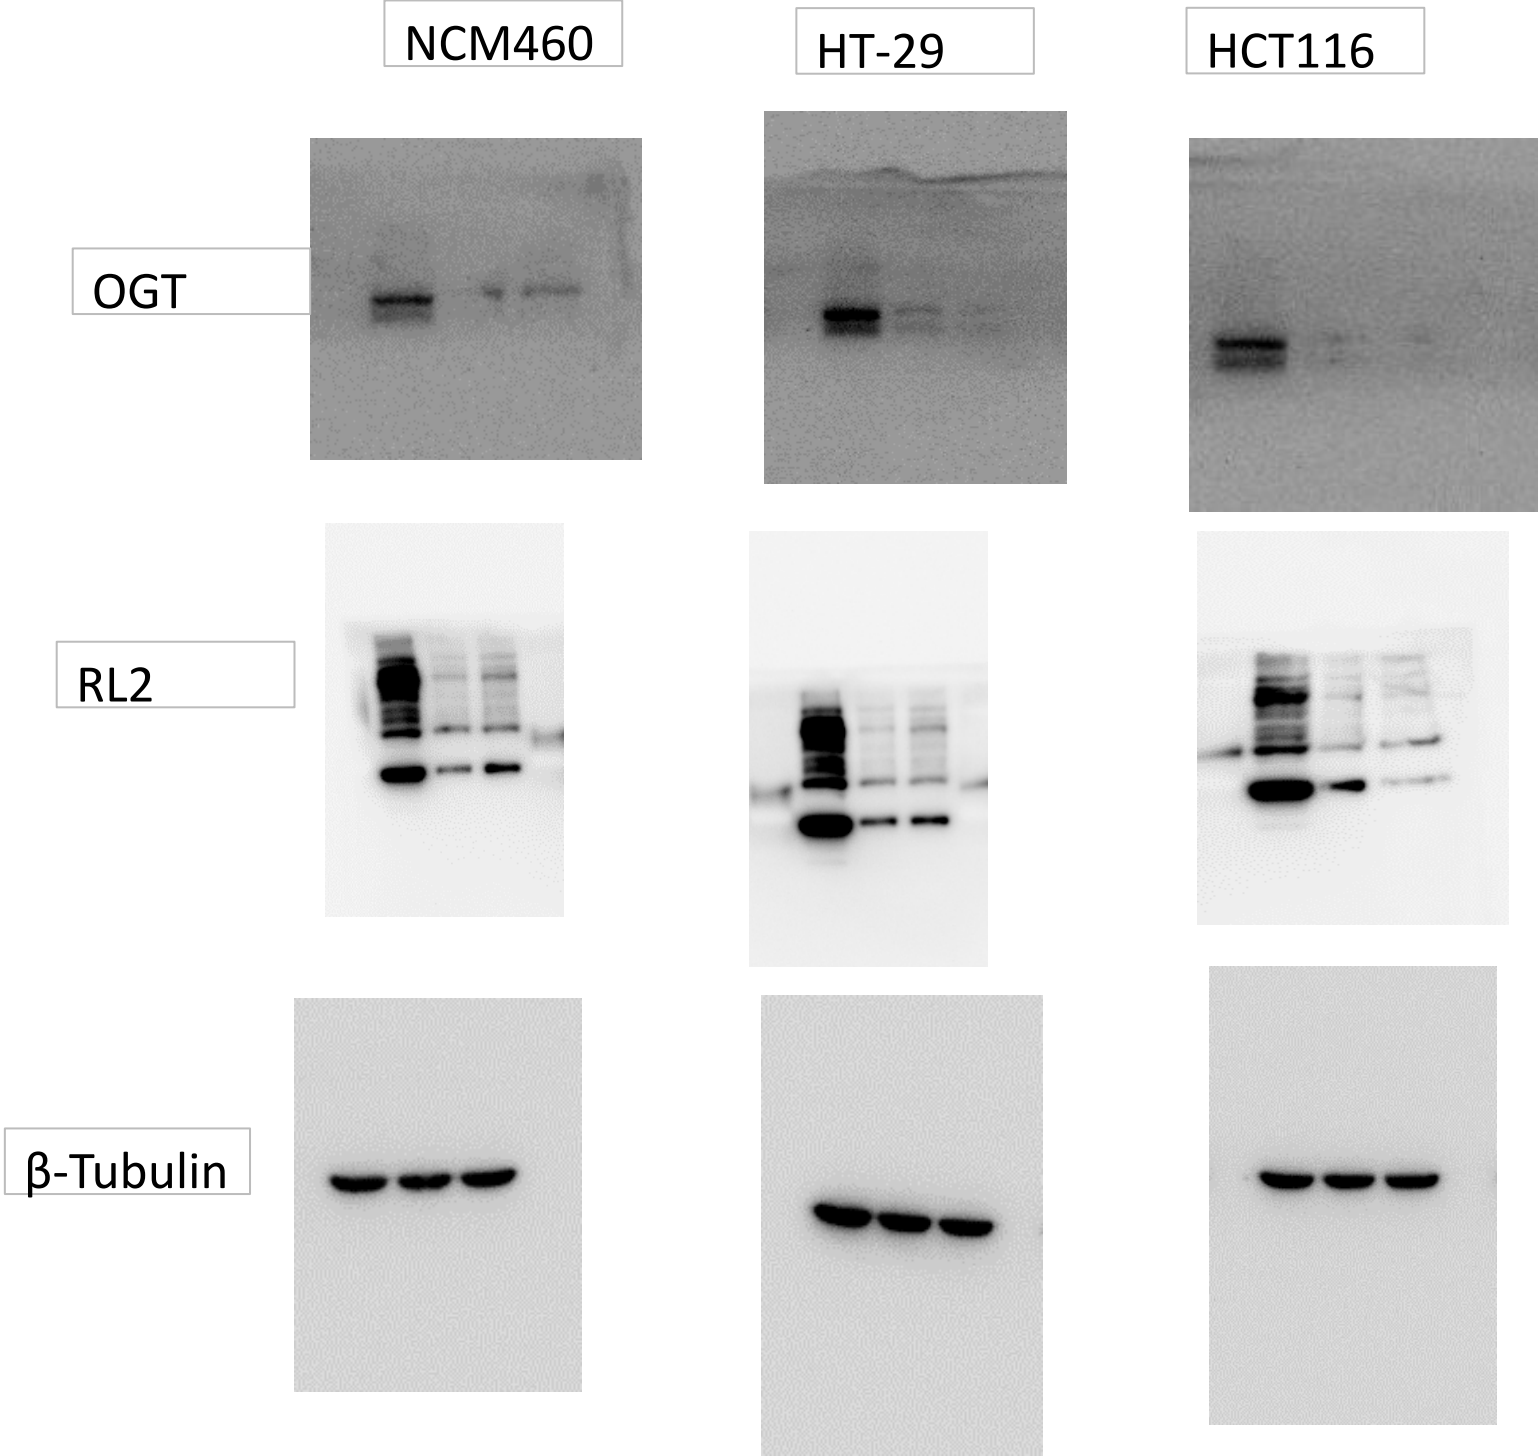

FigureS3C

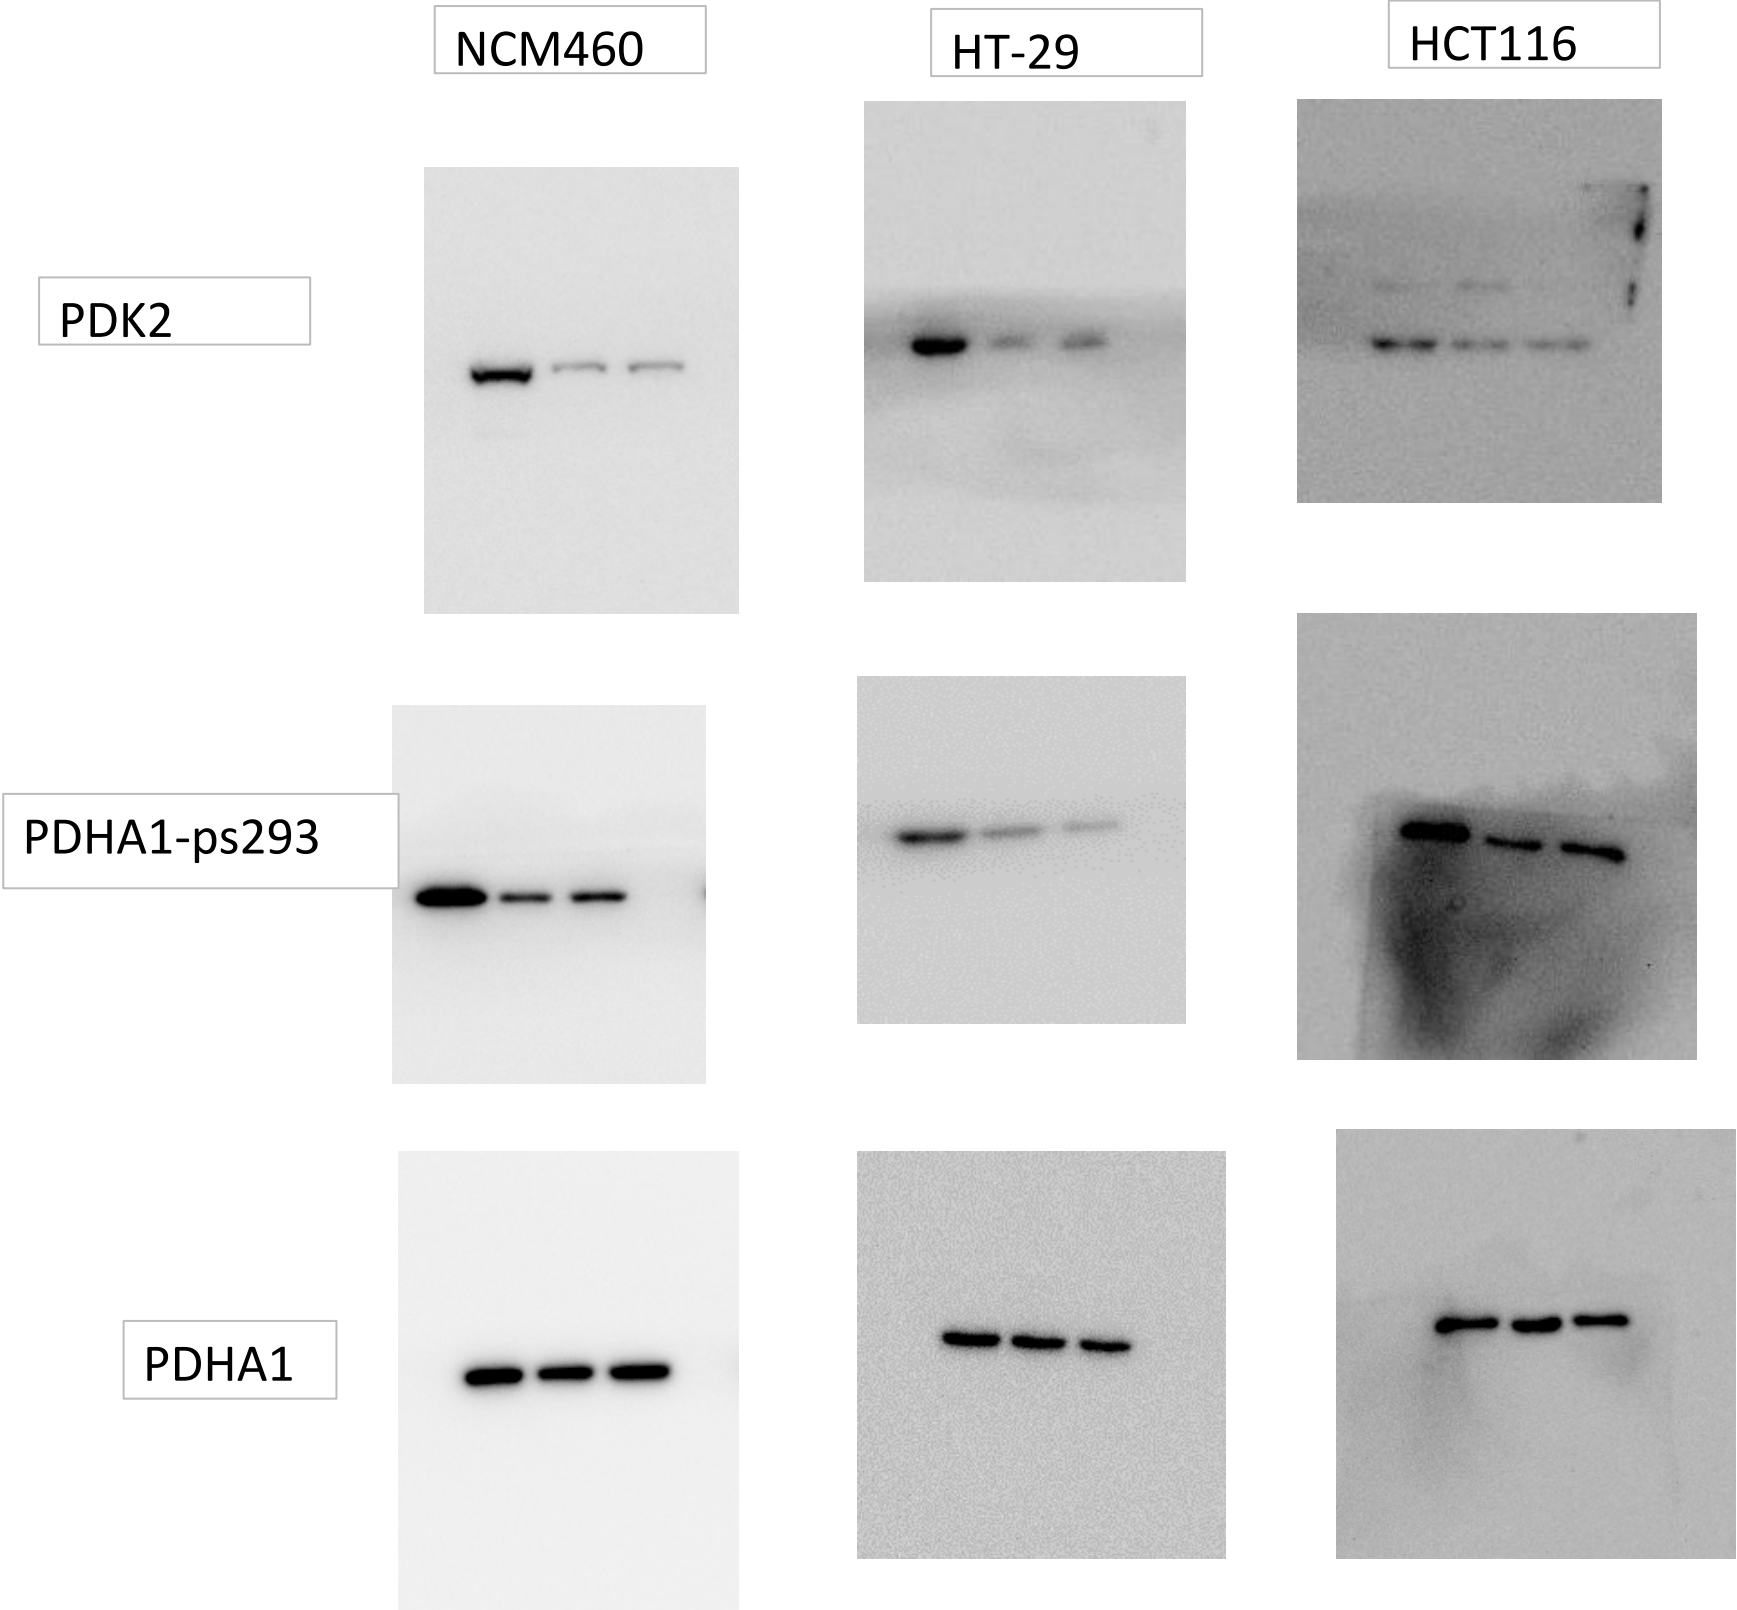

**FigureS3M**

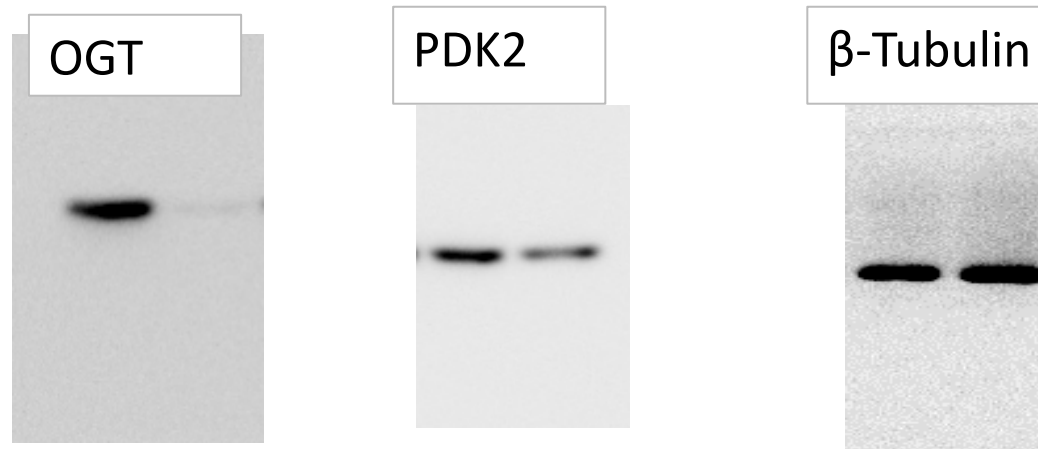

**FigureS3O**

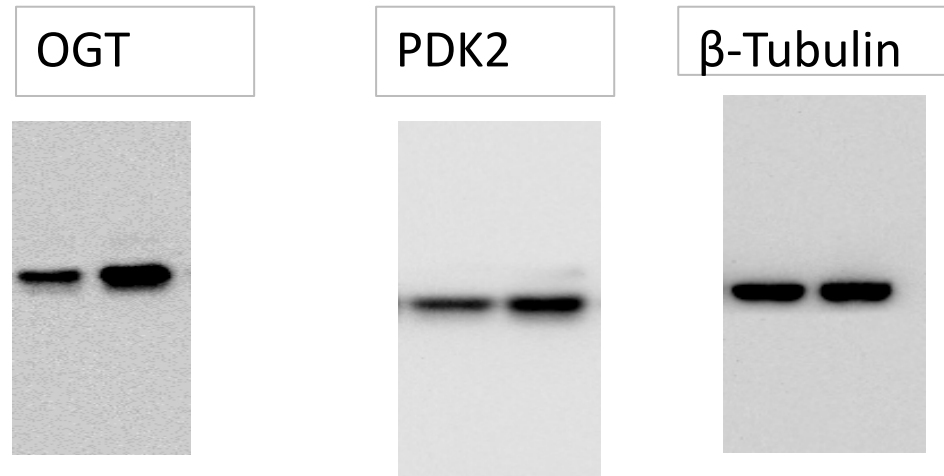

FigureS4B

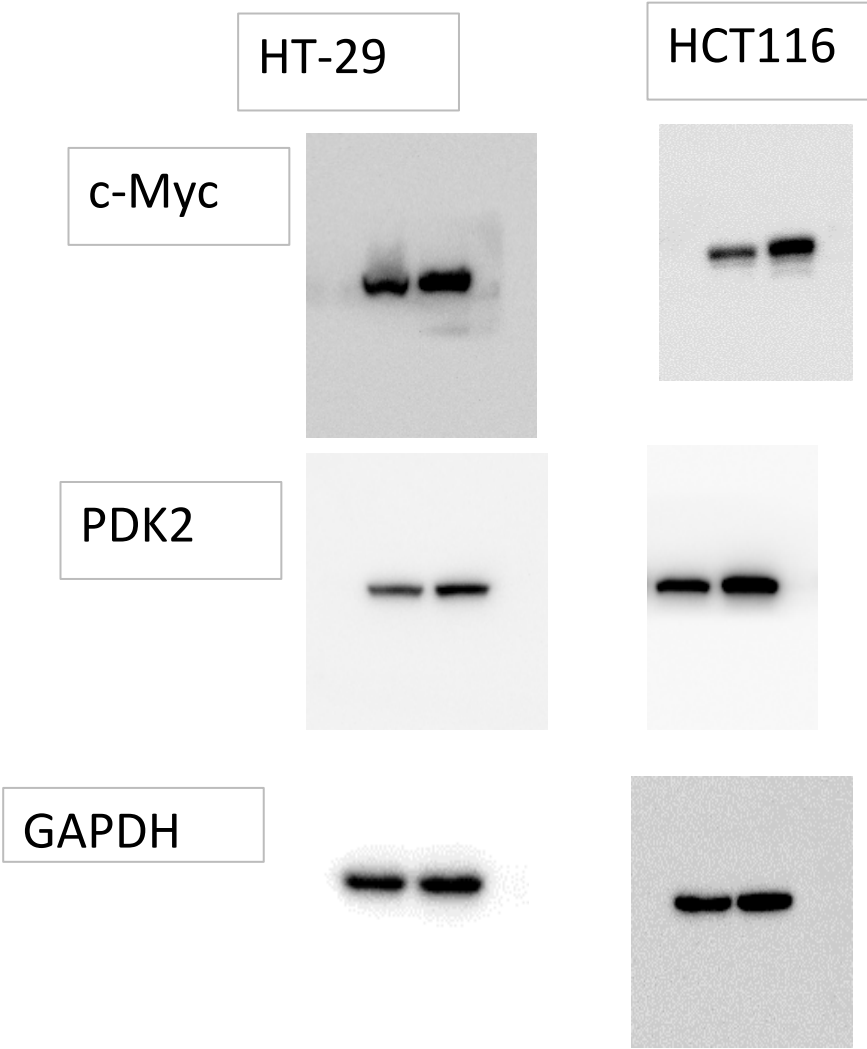

**FigureS4E**

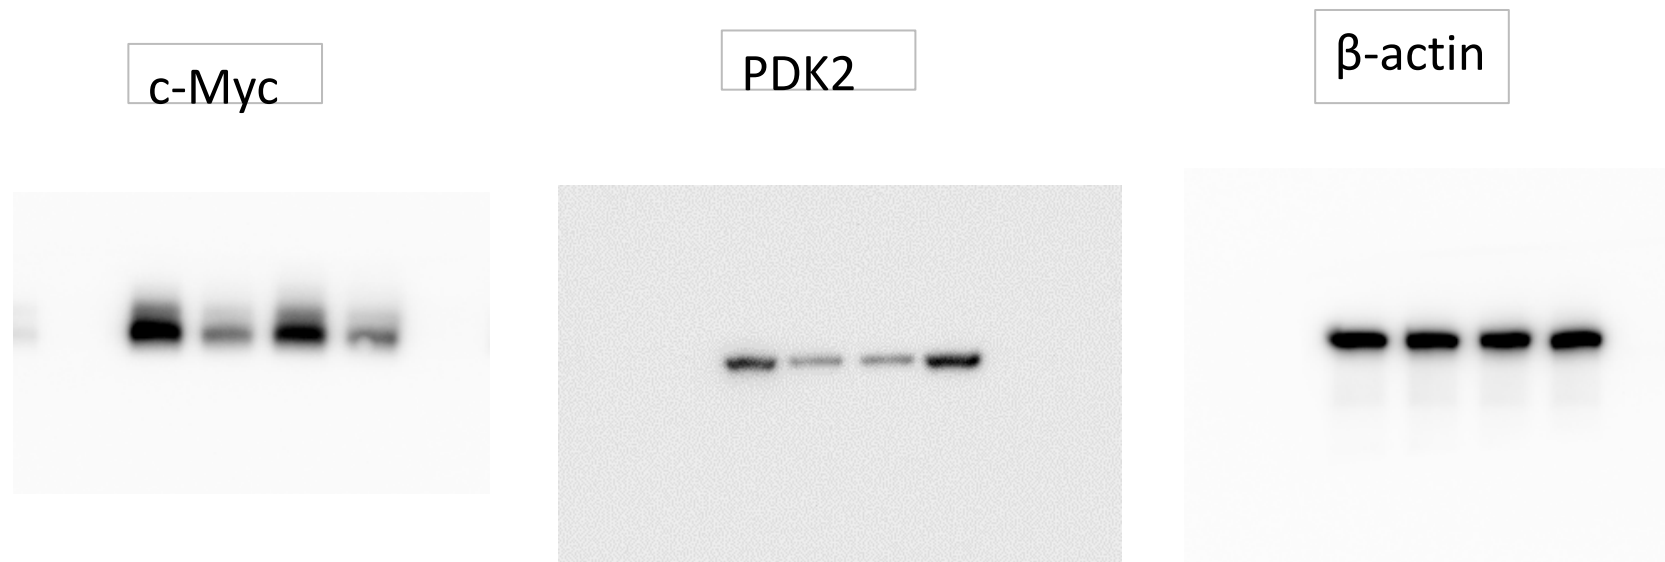

FigureS5F

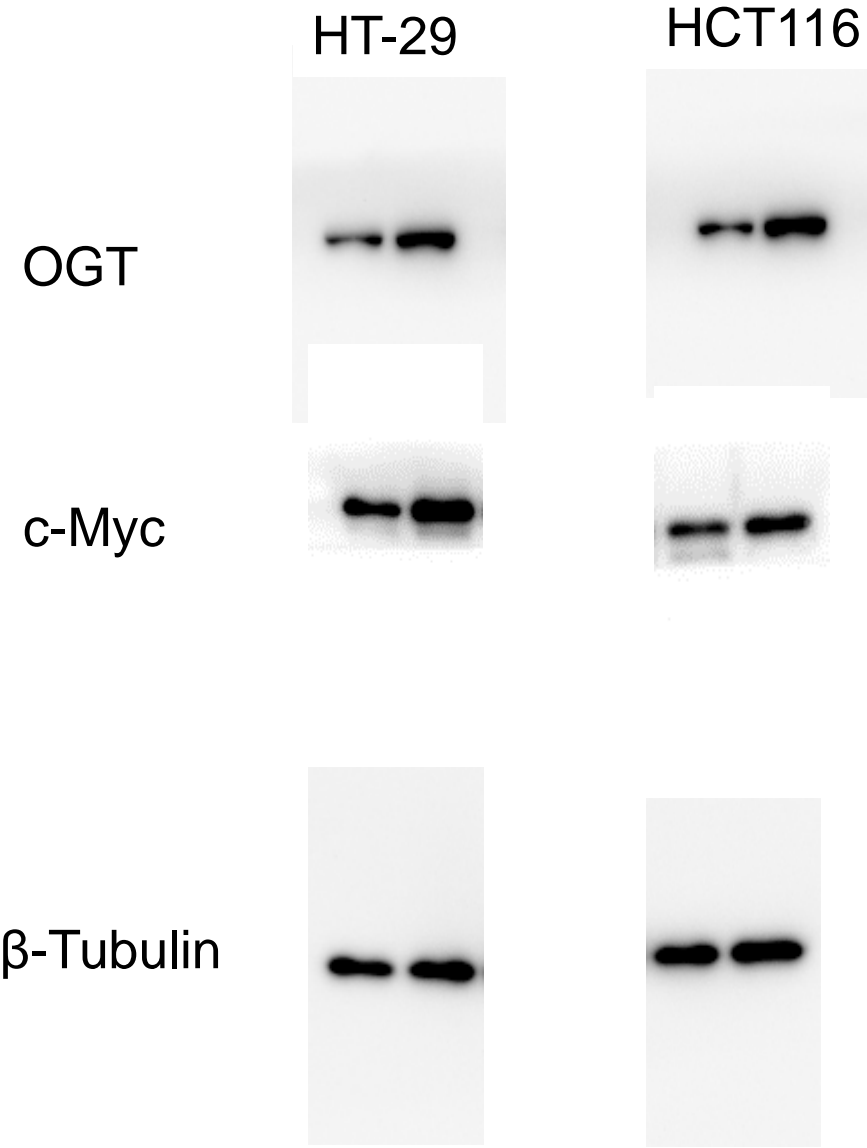

**FigureS5I**

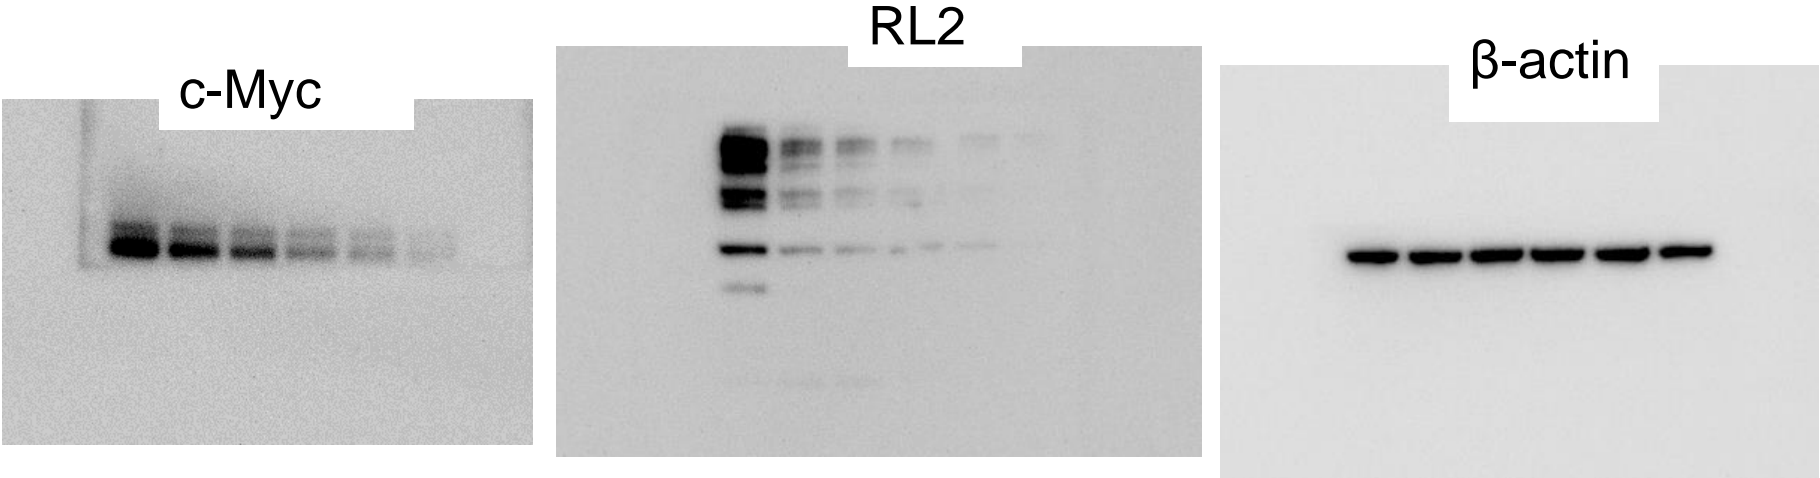

**FigureS6A**

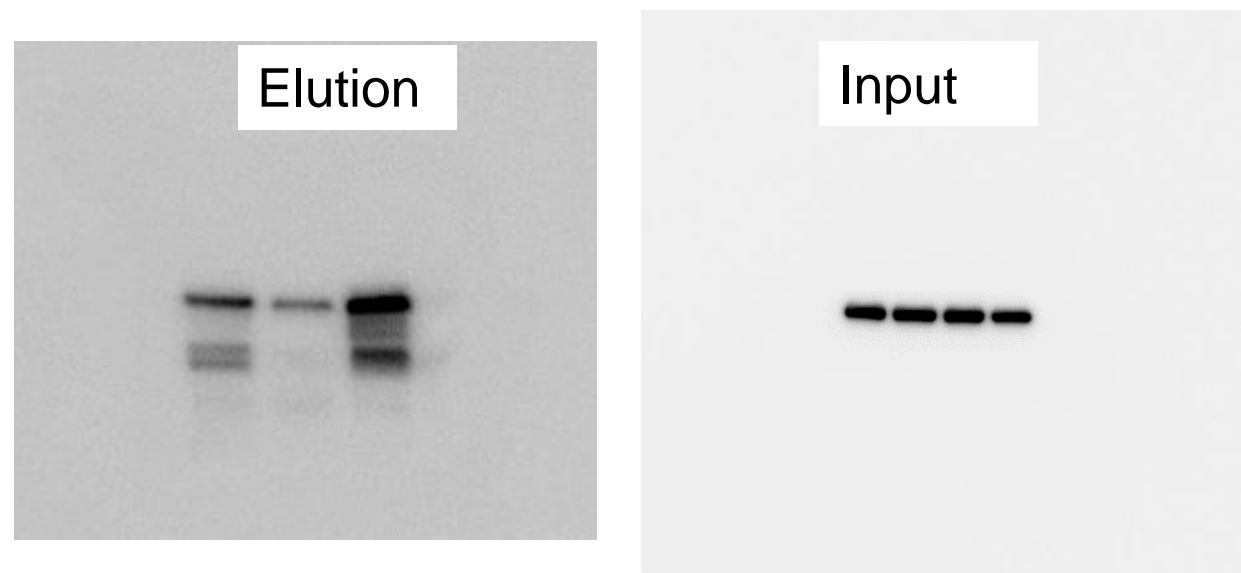

**FigureS6B**

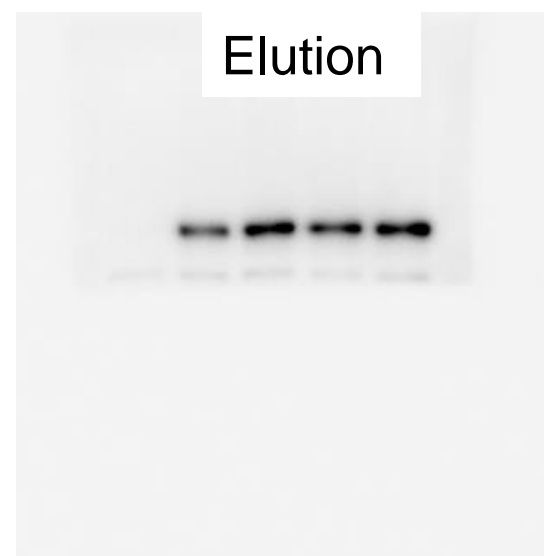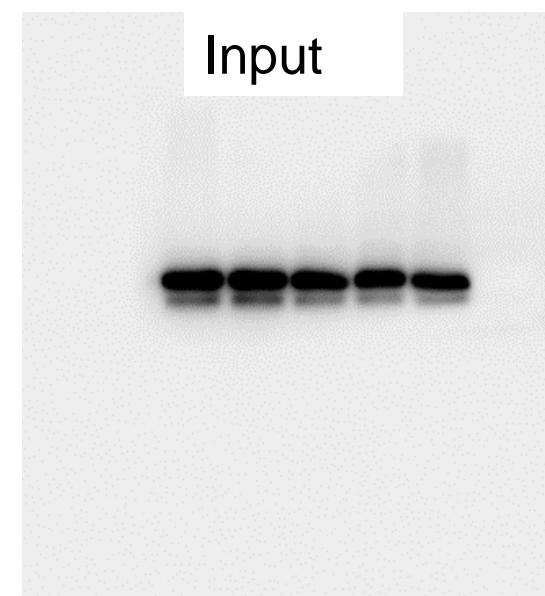

**FigureS6C**

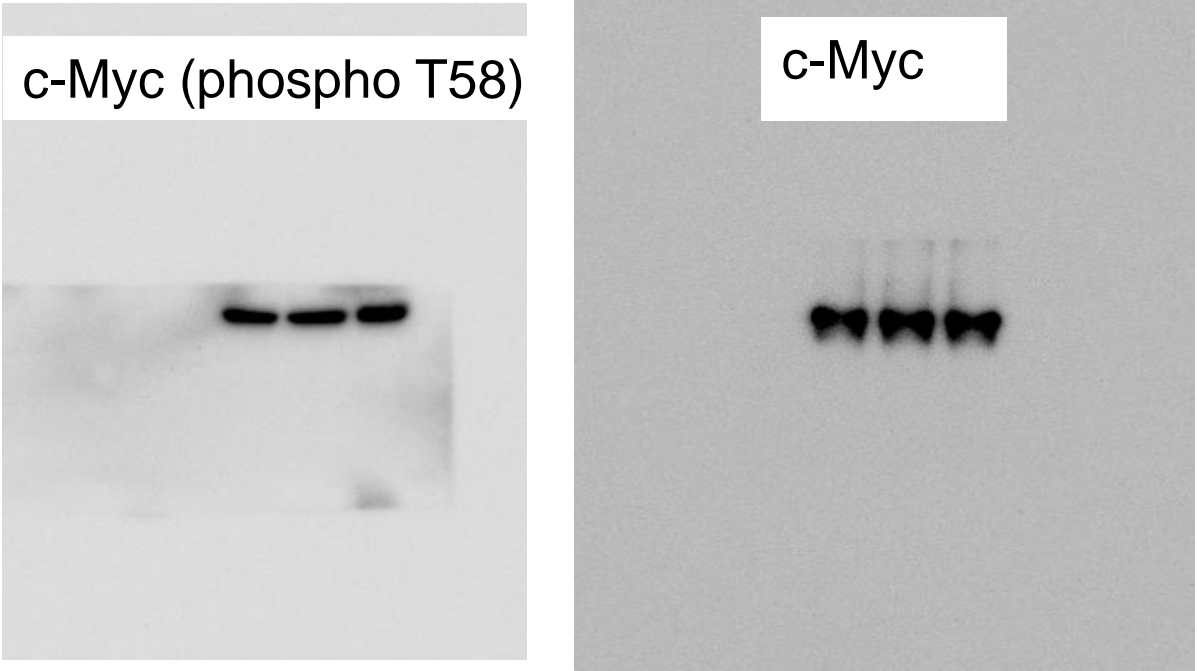

**FigureS6D**

IP: Flag Flag-c-Myc

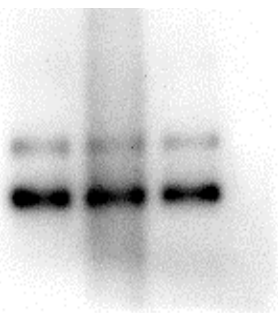

IP: Flag HA-FBXW7

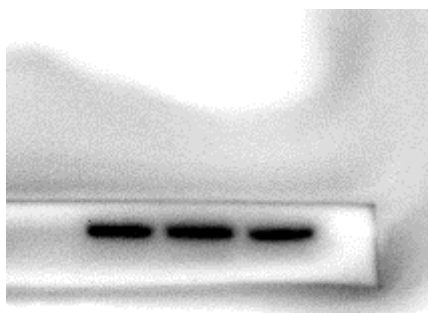

Input HA-FBXW7

How the deposited data were processed for this re-analysis (not part of the article)

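RNA-seq of HT-29 cells was re-examined in 6 libraries, 3 infected with the Scramble hairpin and 3 with a hairpin against OGT. The sample labels number the libraries 1 to 6, and each column of the table was matched to its label by that number. OGT was low in the libraries numbered 4 to 6, as their labels state. The labels name no batch.

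The authors deposited a signal table of normalized counts, 1 value per gene and library, without division by gene length. Each value was a whole multiple of its library's step, so whole read counts were recovered for 100% of the values, within a tolerance of 0.02. The deposited group means, log2 fold changes (shOGT relative to Scramble), p-values and adjusted p-values are the authors' own, and they were used here only to learn how the table was restricted. The paper's text names no aligner, counting program, genome build or test for the table. The form of the table is that of DESeq2 output. Gene identifiers and positions matched GENCODE version 29, which is on GRCh38, for all 5681 genes of the table. The table lists only genes past both a 2-fold change and an adjusted p-value under 0.05, so statements about enrichment or direction hold among such genes alone. The labels and the paper's methods describe the library preparation differently.

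The plan foresaw raw counts or values such as CPM or FPKM, and the file held counts divided by size factors. The branch for normalized values was therefore followed. limma's trend method (limma 3.58.1 in R 4.3.3) was fitted to log2(normalized count + 1) with the group as the only term, on 5671 genes with a value of at least 1 in at least 3 libraries. A gene was called where the absolute log2 fold change was over 1 and p was under 0.05, and separately where the Benjamini-Hochberg adjusted p was under 0.05. On simulated counts for 5680 genes with 200 changed genes, limma's trend method recovered 97.5% of the changed genes with 4 false calls. With edgeR 97.5% were recovered with 1 false call, and with DESeq2 89.5% with 1. The changed genes had an absolute log2 fold change of 2 and the others none, whereas the table holds changed genes alone. These rates therefore do not describe the performance on the table. Groups at or below 3 reads in every library were treated as at a floor, and folds against them were given as lower bounds. These bounds cover counting error only.

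Gene set enrichment was run with the multilevel method of fgsea 1.28.0 on signal-to-noise. This method starts from 10000 permutations of genes and samples further for small p-values, and its p-values are called permutation p here. Lists needed at least 3 genes in the table. That minimum was chosen after the sizes of the lists were known. The lists covered glucose metabolism and its pathways, c-Myc targets, the hexosamine pathway, mitochondrially encoded genes, ATF4 targets, the interferon response, the antioxidant response and proliferation. They were written by hand from general knowledge before the data were examined. A list of ribosomal protein genes was added after their values were seen. Named genes were those the paper names for this comparison or its model with the other PDK isoforms, the 5 highest and 5 lowest log2 fold changes among genes with adjusted p under 0.05, a mean of at least 10 normalized counts and no overlap between the groups, and the 3 genes of each list with the largest absolute log2 fold change, a part of the rule set for the closing observations and used for the c-Myc target list as well. Outside this rule, TXNIP, ARRDC4, PKM, ENO2, ENO3, GFPT2, MT-ND3, MT-ATP8, EPSTI1, VLDLR, NOP2, LDHC, OGDHL, SDHA, SUCLG2, SLC37A4, PHKA2, PDHB, RPIA and PRPS1 were chosen after their values were seen, and genes named only for sharing sequence or exon bases with another gene were chosen for that overlap.

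Matched lists were drawn 10000 times within classes of transcript GC content (5 classes), gene length (3 classes) and mean value (3 classes), with the transcript of the longest coding sequence per gene. GC content was known for 5680 of the listed genes. Exon overlaps and stretches of 75 bases shared with other genes were taken from GENCODE version 29.

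Alternatives set before the data were examined were rescaling by the median of ratios over the genes of the table, an ordinary linear model per gene, a pseudocount of 0.1, no filter, a mean value of at least 5, each replicate left out in turn, other rankings for the enrichment, camera with a correlation of 0.01 or an estimated correlation, and fry. Added afterwards were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the lower limit of GSEA on the SD, and Fisher's exact test of direction. Quantitative PCR, metabolites, proteins and tumours were not analysed here. Genes outside the table were not analysed here.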

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

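The lists in this part are not analysed in the paper. For the interferon, ATF4 target and proliferation lists, which were written before the data were examined, the test after rescaling was set in its present form after the result was seen, and so were the test against untransduced cells, the test of pseudogenes and the list of ribosomal protein genes. In the first form of the rescaling test, a list had to stay more than 2-fold lower beyond its error, and no list met it. In the present form its median had only to stay lower. No gene of the table had an absolute log2 fold change under 1.00, and rescaling raised the median of all genes by 0.71. A list of lower genes therefore stays lower whatever the cause. The present form thus decides nothing about scaling, which stays open for each list. Since the table holds only genes past a 2-fold change, each list is compared with other genes that changed. The values are already divided by size factors, so thinning all libraries to one depth can hardly move them. The counts after thinning therefore decide nothing about the difference in depth. The size factors ran from 1.09 to 1.13 in Scramble and from 0.879 to 0.950 in shOGT, less than 2-fold apart. After division by them, the lower genes of each list were past a 2-fold fall. As far as size factors record depth, this argues against depth as the source of these falls.

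Of 35 interferon response genes, 26 were in the table and all 26 were lower in shOGT, with a median log2 fold change of −1.91, or −1.85 with EPSTI1, which had no reads in shOGT, at its lower bound. IFI44L and OAS2 had log2 fold changes of −3.91 and −3.86. XAF1, with few reads in shOGT, had −3.95, and −3.15 without the shOGT library numbered 4, where 6 other genes of the list were lower, and a transcript on the opposite strand covers 38.3% of the exon bases of XAF1. The normalized enrichment score was −2.11 (permutation p adjusted over 4 lists 0.000392). Random lists matched for GC content, length and expression level held as many lower genes in a share of at most 0.0001 of 10000 draws. That argues against these properties as the whole cause. After rescaling by the median of ratios, the median was −1.19 (−1.14 with EPSTI1 at its bound) and 16 genes were still past a 2-fold fall. Whether scaling gave the direction stays open, since a lower list stays lower under this rescaling. After thinning, 26 genes were past a 2-fold fall. A higher interferon response in the Scramble cells could also give the pattern. The comparison holds 0 untransduced libraries, so a rise with the Scramble hairpin and a fall with OGT depletion cannot be told apart.

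Of 30 ATF4 target genes, 17 were in the table, of which 16 were lower in shOGT and VLDLR was higher. The median log2 fold change was −1.71, and PCK2, which the glucose metabolism list also holds, TRIB3 with −2.21 and DDIT4 with −2.17 fell most. The transcript of DDIT4 is covered over 41.2% of its exon bases by an antisense gene. The normalized enrichment score was −2.12 (permutation p adjusted over 4 lists 0.000392). Matched random lists held as many lower genes in a share of 0.0115 of draws. Rescaling by the median of ratios left the median at −0.99, with 8 genes past a 2-fold fall, and after thinning, 16 genes were past it. The share of matched draws argues against GC content, length and expression level as the whole cause. The rescaled median cannot decide whether scaling gave the direction. A fall of ATF4 target expression with OGT depletion stays open as well. The state of the culture medium at harvest was not tested.

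Of 26 proliferation genes, 13 were in the table and all 13 were lower, with a median log2 fold change of −1.33. AURKB and PCNA fell most, with log2 fold changes of −2.10 and −1.90, and CENPF had −1.75. The normalized enrichment score was −2.14 (permutation p adjusted over 4 lists 0.000275). The share of matched draws with as many lower genes was at most 0.0001. After rescaling, the median was −0.61 and 4 genes were past a 2-fold fall, and after thinning, 12 of the 13 were past it. The matched draws argue against GC content, length and expression level as the whole cause. The rescaled median cannot decide whether scaling gave the direction, and a 2-fold size depends on the scaling. A slower growth of OGT-depleted cells, which the paper measures in Fig. 1D, stays open as well and was not tested here. MKI67 was not among the genes of the table.

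All 29 ribosomal protein genes of the table were lower in shOGT, with a median log2 fold change of −1.21. Matched random lists held as many lower genes in a share of at most 0.0001 of draws. After rescaling, the median was −0.49, with 29 genes still lower and 5 past a 2-fold fall, and after thinning, 29 were past it. That they stayed lower was set by the restriction of the table. Of 30 ribosomal protein pseudogenes in the table, 14 were lower and 16 were higher. The pseudogenes of the table that rose gained 0.105% of the normalized reads that the ribosomal protein genes lost. This argues against a shift of reads to these pseudogenes. Pseudogenes outside the table were not counted, so a shift to them stays open. For the abundant ribosomal protein genes, most of the fall is of the size of the shift of 0.71 that rescaling brings. An effect of OGT depletion on their direction relative to other genes stays open.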

How the results depend on the processing

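The edgeR and DESeq2 fits on recovered reads, the lower limit on the SD in the signal-to-noise and Fisher's exact test of direction were chosen after the values were seen, and the other alternatives were set before the data were examined. No paired analysis was run because the columns number the libraries 1 to 6 and the groups share no replicate number. TMM, planned for raw counts, was not run.

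The number of genes past a 2-fold change with p under 0.05 was 5636 with 52.5% higher. It stayed within 1.5 times that number under each alternative tried, from 4071 with the median of ratios to 5668 with DESeq2, and from 5403 to 5543 across the 6 fits that each left out one replicate. With the median of ratios, 73.2% of the called genes were higher, and 4050 of the 4071 genes were shared with the original call. The table cannot show which scaling holds, since the genes that did not change are not in it. The median of ratios was taken over genes that all differ between the groups. It is therefore a check of sensitivity and no better estimate, and it moved the median log2 fold change from 1.05 to 1.76. The low counts limit the size of the change of genes at the floor of 3 reads, for which only lower bounds were given.

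With the median of ratios, the number of glucose metabolism genes past the thresholds moved from 26 to 15 (6 lower), MYC moved to −0.35 and PFKM, the only gene of HK2, PFKM, ENO1 and LDHB in the table, moved to −0.93. MYC ranged from −1.18 to −0.97 across the 6 fits that each left out one replicate, and was under a 2-fold change only without the shOGT library numbered 5. For 21 single genes and 273 values, 268 kept their direction and side of the threshold, 5 became weaker, all with the median of ratios (PDK4, PFKL, PYGB, ALDOC and GLO1), and 0 reversed.

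The enrichment of the glucose metabolism list lost its side of the threshold with camera at an estimated correlation (p = 0.180), with the lower limit on the SD (score −0.64), with ranking by log2 fold change (score −1.35) and by Fisher's exact test (p = 0.0770). Over all alternatives its p ranged from 2.55e-05 to 0.946. Leaving out one replicate each gave scores from −1.85 to −1.42, with p under 0.05 in 3 of 6 fits. Without the Scramble library numbered 1 the score was −1.42, without that numbered 3 it was −1.56 and without the shOGT library numbered 6 it was −1.43. The c-Myc target list lost it with camera at an estimated correlation (p = 0.107) and with the lower limit on the SD (score −1.32), with p from 1.36e-05 to 0.141 over all alternatives, and scores from −2.03 to −1.67 with a replicate left out. With camera at a correlation of 0.01, the glucose list (p = 0.0482) and the c-Myc list (p = 0.000178) passed, and with fry both passed, but fry tests each list against no change and the table holds only changed genes.

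For the glucose metabolism list without the genes of Fig. 2B, the direction turned to higher with camera at a correlation of 0.01 (p = 0.831), with an estimated correlation (p = 0.830), with the lower limit on the SD (score 0.84), with ranking by log2 fold change (score 0.70) and by Fisher's exact test (p = 0.807), whereas with fry it passed as lower (p = 0.0175). Leaving out one replicate each gave scores from −1.73 to −0.82, and only without the shOGT library numbered 4 was p under 0.05 (0.0174). The interferon list lost its side of the threshold only with camera at an estimated correlation (p = 0.0590), among p-values from 2.50e-09 upwards. The ATF4 target and proliferation lists kept their direction and side under each alternative tried. The antioxidant list turned to lower with the lower limit on the SD (score −0.86) and lost its side of the threshold with camera at a correlation of 0.01 (p = 0.0620), with an estimated correlation (p = 0.128), with a pseudocount of 0.1 (score 1.56), with ranking by log2 fold change (score 0.78) and by Fisher's exact test (p = 0.222). With a replicate left out its scores ran from 1.43 to 1.63, with p under 0.05 in 1 of 6 fits, that without the Scramble library numbered 1.

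The TCA cycle list turned to higher with camera at a correlation of 0.01 (p = 0.741), with an estimated correlation (p = 0.755), with the lower limit on the SD (score 1.10), with ranking by log2 fold change (score 0.47) and by Fisher's exact test (p = 1), and with fry it passed as lower (p = 0.0416). A mean value of at least 5 left it fewer than 3 genes and no score. The glycolysis list turned to higher with the lower limit on the SD (score 0.52) and with ranking by log2 fold change (score 0.65), and the gluconeogenesis and glycogen list with the lower limit on the SD (score 0.61). The latter, which did not pass by Fisher's exact test, passed as lower with fry (p = 0.000156), with ranking by the moderated statistic (score −1.66) and without the shOGT library numbered 4, with scores from −1.59, without that library, to −1.31 when a replicate was left out. The pentose phosphate list lost its side of the threshold with camera at an estimated correlation (p = 0.242), with the lower limit on the SD (score −1.11), with a mean value of at least 5 (score −1.45), with a pseudocount of 0.1 (score −1.45), with ranking by log2 fold change (score −1.23) and by Fisher's exact test (p = 0.107). With a replicate left out its scores ran from −1.47 to −1.28, with p under 0.05 in 1 of 6 fits, that without the Scramble library numbered 2. The pyruvate dehydrogenase list, which did not pass by Fisher's exact test either, passed with fry (p = 0.000135) and without the shOGT library numbered 4 (score −1.48), the lowest of its scores with a replicate left out, of which the highest was −1.14. The cause of these changes was not tested.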

Differences from the paper's values

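In this part, the paper's values are quantitative PCR values read by eye from its figures, and those from the table are ratios of mean normalized counts in shOGT to Scramble. The lower limit on the SD in the signal-to-noise was chosen after the values were seen, and no other test in this part was. The ratios do not depend on the pseudocount, the filters or the linear model.

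In Fig. S3B, the paper's PCK2 level was about 0.26, read by eye, against 0.131 here. GPI was about 0.46 in the paper's Fig. S3B, read by eye, against 0.264, and PFKM was about 0.60 in Fig. S3B, read by eye, against 0.319. The paper's H6PD was about 0.49 in Fig. S3B, read by eye, against 0.222, and its PFKL was about 0.81 in Fig. S3B, read by eye, against 0.374. For OGT, the paper's level was about 0.10 in Fig. 2J and about 0.19 in Fig. 4B, both read by eye, against 0.0499 here. For MYC, the paper's level was about 0.97 in Fig. 4B, read by eye, against 0.479 here.

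Of the alternatives set before the data were examined, rescaling by the median of ratios brought PCK2 to 0.217, GPI to 0.436, PFKM to 0.527, H6PD to 0.364, PFKL to 0.612, OGT to 0.0825 and MYC to 0.788. With these values the differences were within 1.5 times the paper's values or within the error, apart from OGT in Fig. 4B, for which none of the alternatives set before the data were examined closed the gap. The same rescaling moved PFKM away from the paper's value of about 0.32 in Fig. S5B, read by eye, and GLO1, at 0.741, away from about 0.47 in Fig. S3B, read by eye. None of the other alternatives set before the data were examined, with a replicate left out or not, closed any of these gaps. That the rescaling closed gaps does not show that it holds, since it was taken over changed genes alone.

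The paper describes its cutoff as a p-value, whereas the table is restricted by the adjusted p-value, with a largest unadjusted p of 0.0229. The paper calls the genes of Fig. 2B its top 10 downregulated ones of glucose metabolism, and its text does not state the measure behind that ranking. By log2 fold change, 7 other genes of the list used here fell more than PYGB. They were SLC37A4, PHKA2, SUCLG2, PDHB, RPIA, PDK4 and PRPS1. Of these, PDK4 no longer did without the Scramble library numbered 3 or the shOGT library numbered 6. The paper names glycolysis and the TCA cycle among the enriched pathways, and here the scores were −0.90 (permutation p = 0.589) and −1.21 (permutation p = 0.254), with other gene sets and among the genes of the table alone. Both scores turned above 0 with ranking by log2 fold change (0.65 for glycolysis and 0.47 for the TCA cycle) and with the lower limit on the SD (0.52 and 1.10). With camera the TCA cycle list was higher (p = 0.741 at a correlation of 0.01 and 0.755 at an estimated correlation), and with fry, which tests against no change, it passed as lower (p = 0.0416). The paper reports lower HK2, ENO1 and LDHB by quantitative PCR in Fig. S5B, and these genes were not among the genes of the table. The paper reports no change of MYC mRNA, and here its log2 fold change was −1.07.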

Other observations

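The tests of chromosome 19, the genes TXNIP, ARRDC4, PKM, ENO2, ENO3 and GFPT2, and the comparison of chromosomes were chosen after the values were seen.

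The direction of change followed transcript GC content. In the lowest decile of the genes by GC content 25.5% were lower in shOGT, and in the highest decile 71.5%. The correlation across genes between log2 fold change and GC content was −0.30 (Spearman), and genes are not independent replicates. The steepest GC slope between replicates of a group was 0.347 of the shallowest slope between groups. The size of the correlation with GC content reached 0.382 between replicates of a group, against 0.207 to 0.384 between libraries of different groups, so replicates also differed in their GC trend, with shallower slopes. Relative to the Scramble library numbered 1, those numbered 2 and 3 had GC slopes of −0.151 and −0.146. Relative to the shOGT library numbered 4, those numbered 5 and 6 had GC slopes of −0.190 and −0.188. Between libraries 2 and 3 the slope was 0.00519, and between 5 and 6 it was 0.00162. The first library of each group was thus offset alike, and no fit modelled this. A difference in library preparation between the groups and an effect of OGT depletion on GC-rich genes cannot be told apart, since each group holds its own libraries and the labels name no batch. The glucose metabolism list may owe its lean to this trend, since matched random lists held as many lower genes in a share of 0.394 of draws. For the c-Myc target list this share was 0.0171, which argues against GC content, length and expression level as the whole cause.

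Among the 23 chromosomes with at least 30 genes in the table, the share of higher genes ran from 32.9% on chromosome 19 to 73.6% on chromosome 21. A chi-square of 203 was compared with 10000 shuffles of the direction within classes of GC content, length and expression level. The median of the shuffles was 90.0, and a share of at most 0.0001 of them was as large. These properties, as classed here, were therefore not the whole cause. A difference in copy number of chromosome 19 between the cell populations could lower its genes at any GC content. Among GC-rich genes, 81.7% of those on chromosome 19 and 64.5% of those elsewhere were lower. Among GC-poor genes, 18.5% of the 54 on chromosome 19 (Wilson 95% interval 10.4% to 30.8%) and 29.9% of those elsewhere were lower (Fisher's exact p = 0.0946). At the odds of the GC-rich genes, 51.2% of the GC-poor genes on chromosome 19 would be lower, which argues against copy number as the cause of the excess there. What else distinguishes the GC-rich genes of chromosome 19 was not tested.

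Off-target binding of the hairpins through their seeds was examined in 3′ UTRs. The 7-base site of shOGT-1, CAATTAA, was in 7.02% of the lower and 13.2% of the higher genes, and 14.3% of the sequences of the same base composition were as extreme. For shOGT-2 this was 39.8%, with sites in 5.91% of the lower genes, and for the Scramble hairpin, tested on higher genes, 38.4%, with sites in 2.16% of them. Most of the genes that each hairpin could have moved thus held no site of 7 bases, so that seed matches of this length do not account for most of the changes. A smaller off-target share was not excluded.

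Among the 10 splits of the 6 libraries into groups of 3, 1 split, the real one, gave 5636 genes past the thresholds, and the others gave 8 to 19 genes at an unadjusted p under 0.05. With the adjusted p, 1 of the 10 splits gave as many genes and the others gave 0. For the glucose metabolism list, 1 of the 10 splits gave as large a score. For the c-Myc target list, 6 of the 10 splits did, so the size of that score does not set the real groups apart. Each split other than the real one mixes both groups unequally. The mix keeps part of the real contrast and widens the spread within groups, so these splits are no measure of chance. With 10 splits no share under 0.1 can arise, and these counts cannot decide whether a result belongs to the groups.

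Of 21 antioxidant genes, 6 were in the table, 5 higher and CAT lower with a log2 fold change of −1.67, and the normalized enrichment score was 1.63 (permutation p adjusted over 4 lists 0.0392). The score was −0.86 (permutation p = 0.614) with the lower limit on the SD and 0.78 (permutation p = 0.741) with ranking by log2 fold change, and with a replicate left out p was over 0.05 in 5 of 6 fits, so the lean of this list depends on the ranking. ME1 rose by a log2 fold change of 2.49 and PRDX1 by 1.43, although MMACHC, also in the table, covers 24.9% of the exon bases of PRDX1 on the opposite strand. Of 8 hexosamine pathway genes, OGT and GFPT2 were in the table, the latter with a log2 fold change of 2.91. Of 13 mitochondrially encoded genes, MT-ND3 at 1.05 and MT-ATP8 at 1.58 were in the table. These 2 lists were too small for the enrichment test. TXNIP had a log2 fold change of −3.97 and ARRDC4 of −2.79. Of the glycolytic genes that rose, PKM had a log2 fold change of 1.07, ENO2 of 1.02 and ENO3 of 2.42. FBXW7, 1 of the ubiquitin ligases the paper discusses for c-Myc, was higher with a log2 fold change of 1.30. OGA, MAGI3, USP28, HUWE1, TRIM32 and PDHA1 were not among the genes of the table.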
